# Trypsin is a coordinate regulator of N and P nutrients in marine phytoplankton

**DOI:** 10.1038/s41467-022-31802-6

**Published:** 2022-07-12

**Authors:** Yanchun You, Xueqiong Sun, Minglei Ma, Jiamin He, Ling Li, Felipe Wendt Porto, Senjie Lin

**Keywords:** Marine biology, Microbial ecology, Water microbiology

## Abstract

Trypsin is best known as a digestive enzyme in animals, but remains unexplored in phytoplankton, the major primary producers in the ocean. Here we report the prevalence of trypsin genes in global ocean phytoplankton and significant influences of environmental nitrogen (N) and phosphorus (P) on their expression. Using *CRISPR/Cas9* mediated*-*knockout and overexpression analyses, we further reveal that a trypsin in *Phaeodactylum tricornutum* (*PtTryp2*) functions to repress N acquisition, but its expression decreases under N-deficiency to promote N acquisition. On the contrary, *PtTryp2* promotes phosphate uptake per se, and its expression increases under P-deficiency to further reinforce P acquisition. Furthermore, *PtTryp2* knockout led to amplitude magnification of the nitrate and phosphate uptake ‘seesaw’, whereas *PtTryp2* overexpression dampened it, linking *PtTryp2* to stabilizing N:P stoichiometry. Our data demonstrate that *PtTryp2* is a coordinate regulator of N:P stoichiometric homeostasis. The study opens a window for deciphering how phytoplankton adapt to nutrient-variable marine environments.

## Abstract (web summary)

Using CRISPR-Cas9 mediated-knockout and overexpression analyses, this study shows that a trypsin in the diatom *Phaeodactylum tricornutum* promotes phosphorus uptake and inhibits nitrogen uptake but its expression is downregulated under nitrogen stress and upregulated under phosphorus stress. Together, the findings suggest this trypsin is a coordinate regulator of nutrient homeostasis.

## Introduction

Trypsin (EC 3.4.21.4) is a proteolytic enzyme that cleaves polypeptides specifically at the carboxyl end of the lysine and arginine residues. As a large family of enzymes, trypsin is structurally and functionally conserved from bacteria to mammals^1^ but is believed to be absent in plants and protists^2^. In animals, trypsin is best known as a digestive enzyme, digesting protein food or activating other proteases for digestion^3,4^. In a recent study, the trypsin gene was found to be expressed at an extremely high level (1% of the total diatom transcriptome) in diatoms that dominated the phytoplankton community during a regime shift, in which a dinoflagellate bloom was emerging and phosphate was sharply declining^5^. This finding prompted us to ask whether trypsin occurs and functions in nutritional regulation in phytoplankton, the major contributor of marine biodiversity and global CO_2_ fixation and O_2_ production.

In this work, by mining existing genomic and transcriptomic data, we find wide occurrence and expression of trypsin genes in phytoplankton in the global ocean, and strong responses of Bacillariophyta and Chlorophyta trypsins to environmental stimuli, particularly the variation of N and P nutrients. By physiological, molecular, and functional genetic analyses, we further unveil the function of a diatom trypsin gene as a coordinate regulator of N and P, the two major nutrients that control marine phytoplankton productivity.

## Results and discussion

### Widespread occurrence and environmental stimuli responsiveness of trypsin in marine phytoplankton

To assess whether trypsin occurs broadly in marine phytoplankton and what ecological functions phytoplankton trypsin genes may play, we investigated the occurrence of trypsin genes and environmental stimuli regulating their expression based on PhyloDB, *Tara* Oceans unigenes and metatranscriptomes datasets. From *Tara* Oceans unigenes and metatranscriptomes, trypsin homologs were found at all the sampling stations worldwide and in all major phytoplankton phyla (Fig. 1a and Supplementary Fig. 1). The broad phylogenetic representation is corroborated by the prevalence of trypsin in the individual species’ transcriptomes in the PhyloDB database (Fig. 1b), most notably in Bacillariophyta, Dinophyta, Chlorophyta, Cryptophyta and Haptophyta, the major eukaryotic groups of phytoplankton in the ocean. These indicate that trypsin is widely distributed in phytoplankton both taxonomically and geographically, a finding that advances our knowledge on the distribution of this ancient enzyme. Moreover, phylogenetic and structure alignment analysis showed that phytoplankton trypsins are more closely related with bacterial trypsins than metazoan and fungal counterparts, but contain the conserved important residues and structure typical of animal trypsins (Supplementary Figs. 2–4). These observations suggest some complex evolutionary trajectory that might result in functional innovation of phytoplankton trypsin.

**Fig. 1:**
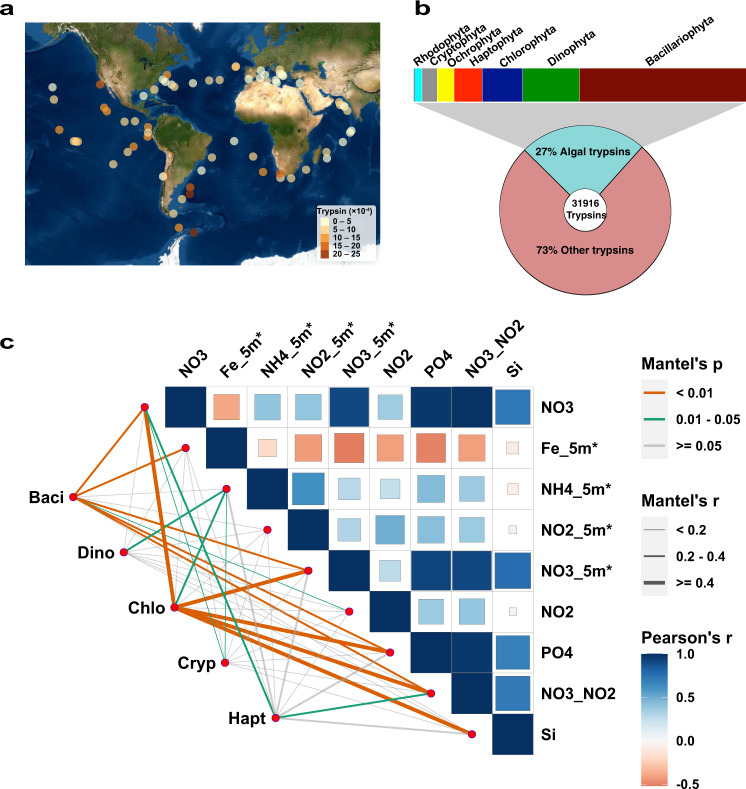
Widespread occurrence and environmental nutrient responsiveness of trypsin in global marine phytoplankton. **a** Wide geographic distribution of trypsin in phytoplankton found in *Tara* Oceans. Color scale depicts trypsin mRNA abundance. **b** Wide taxonomic distribution of trypsin in algae found in PhyloDB. **c** Environmental nutrient drivers of phytoplankton trypsin abundance. Pairwise comparisons of environmental nutrient concentrations are shown with a color gradient denoting Pearson’s correlation coefficient. The trypsin abundance and taxonomic distribution based on the 5–180 µm size fraction from SRF layer from *Tara* Ocean datasets. Taxonomic trypsin abundance was related to each nutrient factor by partial (geographic distance-corrected) Mantel tests. Edge width corresponds to the Mantel’s *r* statistic for the corresponding distance correlations, and edge color denotes the statistical significance based on 9999 permutations. Baci Bacillariophyta, Dino Dinophyta, Chlo Chlorophyta, Cryp Cryptophyta, Hapt Haptophyta. Source data are provided as a Source Data file.

We found a large amount of trypsin gene duplication, 5 copies to 65 copies in each algal genome we examined^6^. The evolution of the gene family, in gene sequence and organization relative to other functional domain, need to be treated in a separate paper^6^, but the rampant gene duplication suggests that trypsin may have important roles in phytoplankton. Moreover, our correlation analysis for trypsin gene expression with environmental parameters in the *Tara* Oceans metatranscriptomic data showed that the phytoplankton trypsin transcript abundance was correlated with environmental conditions in some taxa, size fractions, and water depths, evidence that trypsin may be important in phytoplankton to adapt to dynamical environmental conditions^6^. To further explore specific environmental drivers modulating the expression of trypsin, we analyzed distance-corrected dissimilarities of phytoplankton trypsin transcript abundance with environmental nutrient factors using the partial Mantel test. Analyses were restricted to the 5–20 and 20–180 µm size fractions from surface layer as their trypsin appeared to be more responsive to environmental stimuli. As shown in Fig. 1c, trypsin expression in Bacillariophyta, Dinophyta, Chlorophyta, Cryptophyta and Haptophyta was differentially correlated with nutrient availability, most notably in Bacillariophyta and Chlorophyta. Moreover, nitrate and nitrite (NO3, NO3_5m*, and NO3_NO2) and phosphate (PO4) were the strongest correlates of both Bacillariophyta and Chlorophyta trypsin transcript abundances (Fig. 1c). Hence, we posit that trypsin have important functions in the response of phytoplankton to N and P nutrient conditions.

### Involvement of trypsin in nitrogen and phosphorus nutrient responses

To gain mechanistic insights into the function of trypsin in phytoplankton, we conducted experiments on the model diatom *Phaeodactylum tricornutum*. We identified ten trypsin genes from its genome (Supplementary Table 1), and based on qRT-PCR, we observed their growth stage- and condition-specific expression variations (Fig. 2a and Supplementary Fig. 5). Interestingly, one of these genes (*PtTryp2*) exhibited opposite directions of expression dynamic under N- and P-depleted conditions: downregulated under N-depleted but upregulated under P-depleted condition (Fig. 2a). Furthermore, *PtTryp2* transcript increased with increasing cellular N content but decreased with increasing cellular P content (Fig. 2b, c). These results suggest that *PtTryp2* is involved in an opposite-direction regulation of responses to nitrogen and phosphorus nutrient status.

**Fig. 2:**
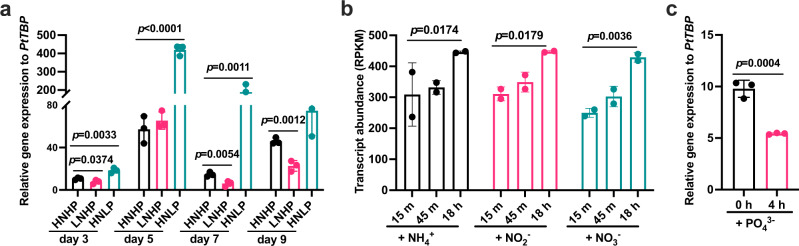
Involvement of *PtTryp2* in nitrogen and phosphorus nutrient responses. **a** *PtTryp2* expression in *P. tricornutum* under different growth stages and conditions based on qRT-PCR. Nutrient-replete, HNHP; N-depletion, LNHP; P-depletion, HNLP. Data are presented as mean values ± SD (*n* = 3 biologically independent samples). The comparisons between the averages of the two groups were evaluated using the one-tailed Student’s *t* test. The *p* values with significance (*p* ≤ 0.05) are shown. **b** Time-course expression patterns of *PtTryp2* when *P. tricornutum* was grown with different forms of nitrogen nutrients. Data are presented as mean values ± SD (*n* = 2 biologically independent samples). The comparisons between the averages of the two groups were evaluated using the one-tailed Student’s *t* test. The *p* values with significance (*p* ≤ 0.05) are shown. **c** *PtTryp2* expression pattern after phosphorus supplement. Data are presented as mean values ± SD (*n* = 3 biologically independent samples). The comparisons between the averages of the two groups were evaluated using the one-tailed Student’s *t* test. The *p* values with significance (*p* ≤ 0.05) are shown. Source data are provided as a Source Data file.

To interrogate the function of *PtTryp2* in N and P nutrient responses, we analyzed the physiology of homologous overexpression and *CRISPR/Cas9* knockout lines we generated. A *PtTryp2*-overexpression cell line with C-terminal *eGFP* fusion (named *PtTryp2-*OE) was generated, and the expression of OE cell line was confirmed at a protein level through Western blot (Fig. 3a). Because the function of a protein corresponds with its subcellular location, we first examined where *PtTryp2* is located inside *P. tricornutum* cells. By computational simulation, we find *PtTryp2* is potentially localized in the chloroplast via the secretory pathway (Supplementary Table 2), in accordance with the fact that chloroplasts contain a rather high number of proteases and are the main location of nutrients assimilation and remobilization^7^. To obtain experimental verification of the chloroplast localization, we carried out subcellular localization analysis in the OE and OEC cell lines using confocal fluorescence microscopy. Interestingly, results show *PtTryp2-eGFP* are localized in both the chloroplast and cytoplasmic endoplasmic reticulum (ER), to the exclusion of the nucleus and Golgi apparatus, whereas the fluorescence from the *eGFP* blank vector control is outspread in the cell instead of being co-localized with chloroplast and ER (Fig. 3b and Supplementary Figs. 6–8). Further analyses show that *PtTryp2* lacks the C-terminal -(K/H) DEL sequences, a typical ER-retention signal that prevents ER-resident proteins from being transported to downstream locations of the secretory system^8,9^. Hence, *PtTtryp2* is evidently transported via the ER to the chloroplast, as in the case of the previously documented light-harvesting chlorophyll a/b-binding protein in *Euglena*^10^.

**Fig. 3:**
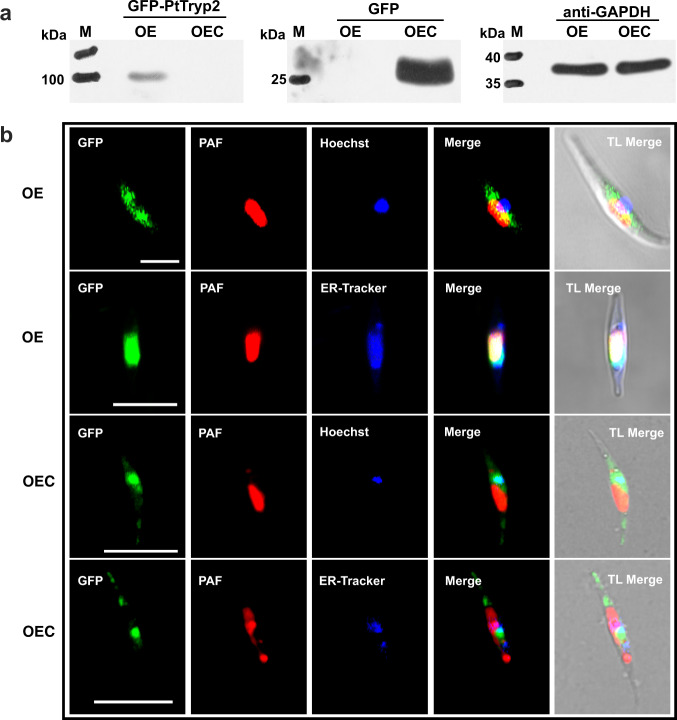
Subcellular localization of PtTryp2. **a** Detection of the expression of GFP-*PtTryp2* by Western blot using anti-GFP primary antibody. Left panel, GFP-*PtTryp2* fusion protein. Middle panel, GFP protein. GAPDH (on the right) was detected using anti-GAPDH as the control to indicate equal protein quantities loaded to each lane. The GFP-*PtTryp2* was confirmed expressed successfully at protein level in OE cell line. All experiments were repeated independently three times, and similar results were obtained. **b** Confocal micrographs showing subcellular localization of GFP-*PtTryp2* in chloroplast (PAF, showing red autofluorescence) and endoplasmic reticulum (ER, showing blue fluorescent stain by ER-Tracker) but not in nucleus (Hoechst 33342, showing blue fluorescent stain). TL merge, merger of the fluorescence images with transmission light image. Scale bar, 10 µm, applies to all images. All experiments were repeated independently three times, and similar results were obtained. Source data are provided as a Source Data file.

*PtTryp2* contains one trypsin domain and two internal repeats 1 (RPT) (Fig. 4a), offering one single target for trypsin mutagenesis. Using an optimized efficient *CRISPR/Cas9* gene editing system^11^, we obtained three *PtTryp2* mutants with different mutation characteristics in the trypsin domain (named KO1, KO2, and KO3, respectively; Fig. 4b). As shown in Fig. 4c, compared with the knockout control cell line (KOC), all three *PtTryp2*-KO lines exhibited a significantly diminished *PtTryp2* expression under both nutrient depletion and repletion; conversely, the OE cell line displayed markedly elevated *PtTryp2* expression in comparison to the overexpression control cell line (OEC). Moreover, the *PtTryp2* expression level in KOC cell lines strongly responded to the ambient N and P level, but consistently showed a constant and low expression pattern in KO lines (Fig. 4d). These results verified that KO cell lines with the loss of *PtTryp2* function, and OE with enhanced function of *PtTryp2*, can be used for subsequent functional analyses of *PtTryp2*.

**Fig. 4:**
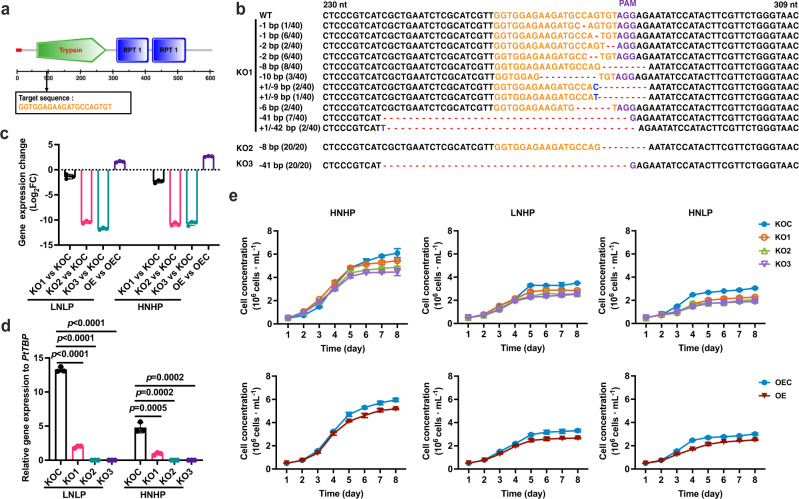
Mutation generations of *PtTryp2* and characters of mutants. **a** Schematic presentation of *PtTryp2* protein. The target site (vertical arrow) for *CRISPR/Cas9*-based knockout is located within the conserved functional domain (green pentagon), with PAM motif shown in orange font. Red rectangle on the left depicts signal peptide; RPT: internal repeat 1; **b** Alignment of partial *PtTryp2* sequences of the *CRISPR/Cas9*-generated mutants showing frameshift indels compared to wild type. The frequency by which the sequence was detected within the same colony is indicated in parenthesis. Font color coding: Black, WT sequence; Orange, functional domain containing target for *CRISPR/Cas9*; Purple, PAM sequence; Blue, Inserted bases; Red dashes, deleted bases. **c** *PtTryp2* expression patterns of knockout and overexpression mutants under different conditions. FC fold change. Data are presented as mean values ± SD (*n* = 3 biologically independent samples). **d** *PtTryp2* expression of knockout mutants exhibited no response to ambient N and P fluctuation. Data are presented as mean values ± SD (*n* = 3 biologically independent samples). The comparisons between the averages of the two groups were evaluated using the one-tailed Student’s *t* test. The *p* values with significance (*p* ≤ 0.05) are shown. **e** Growth curves of different *PtTryp2* mutants under different N and P conditions. Nutrient conditions in **c**–**e** are indicated by HNHP (Nutrient-replete), LNHP (N-depleted, P-replete), HNLP (N-replete, P-depleted), and LNLP (Nutrient-depleted). Data are presented as mean values ± SD (*n* = 3 biologically independent samples). Source data are provided as a Source Data file.

Moreover, we observed the growth physiology of different *PtTryp2* mutants across different nutrient conditions. As shown in Fig. 4e and Supplementary Fig. 9, both of the knockout and overexpression of *PtTryp2* resulted in decreases in the exponential growth rates (days 1–4) and maximum cell density across different N and P culture conditions. Taken together, these results demonstrate that both elevation and reduction of *PtTryp2* expression result in cell growth repression, evidence that *PtTryp2* has a crucial role in modulating cell growth in response to different N and P conditions.

### *PtTryp2* represses nitrogen assimilation and metabolism

Transcriptomic data show that *PtTryp*2 knockout led to the upregulation of most of the nitrogen assimilation and metabolism genes under both N-depleted and replete conditions (Fig. 5a). 

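Messenger RNA was sequenced from 18 cultures of *P. tricornutum*, 3 biological replicates each of the knockout line *PtTryp2*-KO1 and of the blank vector control KOC under nutrient-replete (HNHP), N-depleted (LNHP) and P-depleted (HNLP) conditions. HNHP medium held 882 µM nitrate and 36.2 µM phosphate, nitrate was omitted from LNHP medium, and HNLP medium held 1.0 µM phosphate. By the paper's methods, the cells were starved of N and P before they were put into these media. N-depletion and P-depletion thus compare media lacking or low in 1 nutrient with a resupply of both. The sample labels date the harvest to day 5 and call the control cultures wild type, while the paper describes them as KOC, the name used here. *PtTryp2* (Phatr3_J54319) encodes a trypsin and lies on chromosome 5 of assembly ASM15095v2 from 598808 to 600852, with a coding length of 1854 bases. Its transcript was lower in every KO1 library, at 154.3 to 250.3 CPM (counts per M reads), than in every KOC library, at 594.3 to 983.9 CPM. The log2 fold change of KO1 against KOC was −1.90 under HNHP (SE 0.14, n = 3 per group, edgeR adjusted p = 2.9e-07), −2.06 under LNHP (SE 0.14, edgeR adjusted p = 3.8e-08) and −1.77 under HNLP (SE 0.14, edgeR adjusted p = 2.5e-07). Within a line, P-depletion changed it in KO1 by 0.42 on TMM scaling (SE 0.13, edgeR adjusted p = 0.011) and by −0.05 on library totals alone (edgeR adjusted p = 0.73). Neither N-depletion (log2 fold change 0.11 in KOC, edgeR adjusted p = 0.53, and −0.05 in KO1, edgeR adjusted p = 0.81) nor P-depletion in KOC (0.29, edgeR adjusted p = 0.072) passed the test, but the last passed without KOC_HNHP replicate 3 (0.38) or KOC_HNLP replicate 1 (0.47). On library totals alone, N-depletion and P-depletion in KOC gave −0.03 and 0.01. The authors removed low-quality reads, mapped the single-end reads of 50 bases to the genome with HISAT2 2.0.4 and to the transcripts with Bowtie2 2.2.5, and counted them with RSEM 1.2.12. The deposited tables give expected counts, FPKM and TPM for 12178 genes in each library. Expected counts summed to 16.54 to 17.18 M reads per library, and 10823 genes with enough counts were tested. The counts were rounded and fitted over all 18 libraries with edgeR's quasi-likelihood test after TMM scaling. TMM moves each library by a single factor so that the typical gene stays level. With library totals alone in its place, the median log2 fold change over all tested genes went from 0.00 to −0.14 for N-depletion in KOC, from −0.02 to −0.30 for P-depletion in KOC and from −0.03 to −0.50 for P-depletion in KO1. Between the lines it went from 0.01 to 0.17 under LNHP and from −0.02 to −0.13 under HNLP, and stayed under 0.1 in size under HNHP and for N-depletion in KO1. For the difference between the lines in their response, it went from 0.01 to 0.10 for N and from 0.00 to −0.19 for P. Upper-quartile scaling moved P-depletion in KO1 to −0.14 and its difference from KOC to −0.13. A gene with an absolute log2 fold change of at least 1 and an unadjusted p of at most 0.001 is called a DEG. The paper states the same limits for DESeq2, without saying whether its p was adjusted. A gene is said to have risen or fallen, or to be higher or lower, at an adjusted p under 0.05 at any fold. In data simulated from these libraries, that DEG rule found 99 of 100 genes with a log2 fold change of 2 and 48 of 100 with one of 1. A change of 1 lies at the fold limit of the rule, and an adjusted p under 0.05 alone found 96 of those 100.

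**Figure D1:**
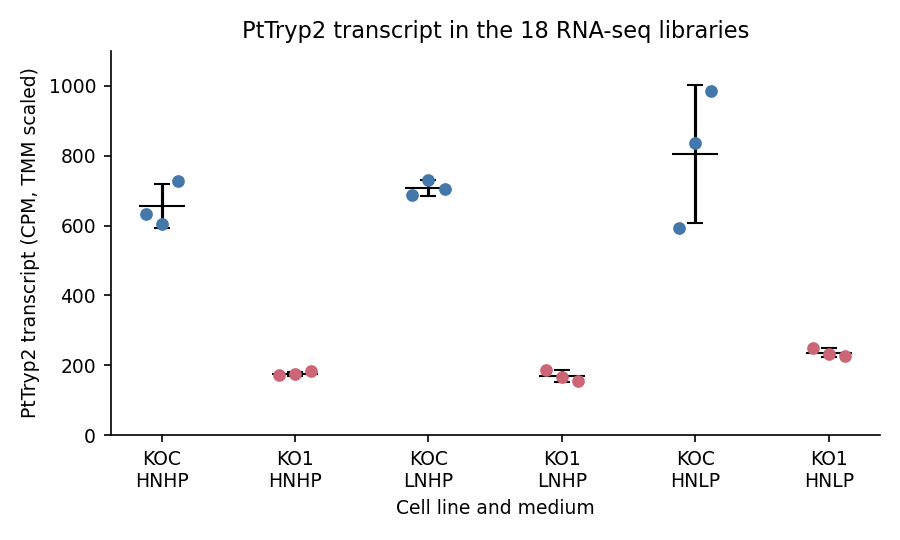
*PtTryp2* transcript in CPM after TMM scaling (y axis) for each of the 18 libraries (points) with the mean and SD of 3 replicates for KOC and KO1 under HNHP, LNHP and HNLP. Mean CPM was 656, 707 and 804 in KOC and 176, 170 and 236 in KO1.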

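Of the 16 N assimilation and metabolism genes of Fig. 5a, *NRT2f*, of the NRT2 nitrate transporter family, was higher in KO1 than in KOC under HNHP. Under LNHP, *Fd-Nir*, *GOGATb* and *GDH A* were higher in KO1, and *NRT2b* and *GDH B* were lower. *Fd-Nir* (Phatr3_J12902), the ferredoxin-dependent nitrite reductase, had the largest of these changes, with a log2 fold change of 1.44 under LNHP (SE 0.50, n = 3 per group, edgeR adjusted p = 0.032). *GDH A* (Phatr3_J50971), a glutamate dehydrogenase, changed by 0.32 (SE 0.07, edgeR adjusted p = 0.00099). *GOGATb* (Phatr3_J20342), a glutamate synthase on chromosome 8 from 786641 to 788972, changed by 0.28 (SE 0.08, edgeR adjusted p = 0.015). *GDH B* (Phatr3_J13951), on chromosome 13 from 236291 to 237707, changed by −0.38 (SE 0.12, edgeR adjusted p = 0.02), and *NRT2b* (Phatr3_J40691) by −0.26 (SE 0.09, edgeR adjusted p = 0.036). *NRT2f* (Phatr3_J2171) changed by 0.37 under HNHP (SE 0.12, edgeR adjusted p = 0.046). On TMM scaling 10 of the 16 genes lay above 0 under HNHP and 13 under LNHP, and in the Source Data of the paper, which is on library totals, 14 and 13 did. By the test, 1 was higher, 0 were lower and 15 did not pass under HNHP, and 3 were higher, 2 were lower and 11 did not pass under LNHP. When adjusted over the list alone, edgeR gave 0 higher and 0 lower under HNHP and the same split under LNHP. Under HNHP, 3 were higher and 0 lower at an unadjusted p under 0.05 from edgeR. At an adjusted p under 0.05, DESeq2 on all 18 libraries and limma each gave 1 higher and 0 lower. Fitted to the HNHP libraries alone, DESeq2 gave 3 higher and edgeR gave 4. With no filter on low counts, the main edgeR fit gave 0 higher under HNHP. Fitted to the LNHP libraries alone, edgeR gave 1 higher under LNHP. With library totals alone the split under LNHP was 5 higher and 0 lower. The median log2 fold change of the 16 genes was 0.10 under HNHP (camera adjusted p = 0.41) and 0.20 under LNHP (camera adjusted p = 0.62). The largest changes under HNHP were those of *NR* (Phatr3_J54983), nitrate reductase, at 1.31 (SE 0.57, edgeR adjusted p = 0.14), *NIT1* (Phatr3_J26029) at 1.29 (SE 0.57, edgeR adjusted p = 0.14) and *NAD(P)H-Nir* (Phatr3_EG02286), a nitrite reductase, at 1.19 (SE 0.65, edgeR adjusted p = 0.25). In all 3, the replicates of KO1 and KOC did not overlap, as chance gives for 10% of genes. The *NRT2f* call was lost in 12 of the 18 fits that each leave out 1 library, with 0.24 without KOC_HNHP replicate 2. Without KO1_LNHP replicate 3, *Fd-Nir* fell short at 0.64 and *GOGATb* at 0.17, and the split under LNHP had 1 higher. The *Fd-Nir* call was also lost without KO1_LNHP replicate 2 or any 1 KOC_LNHP replicate (1.19 to 1.61), *GOGATb* without KOC_LNHP replicate 1 or 2 (0.27 and 0.26). The *NRT2b* call was lost without KO1_LNHP replicate 1 or 2 or any 1 KOC_LNHP replicate (−0.28 to −0.22), and *GDH B* without KO1_LNHP replicate 1 or 2 or KOC_LNHP replicate 1 or 3 (−0.36 to −0.30).

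**Figure D2:**
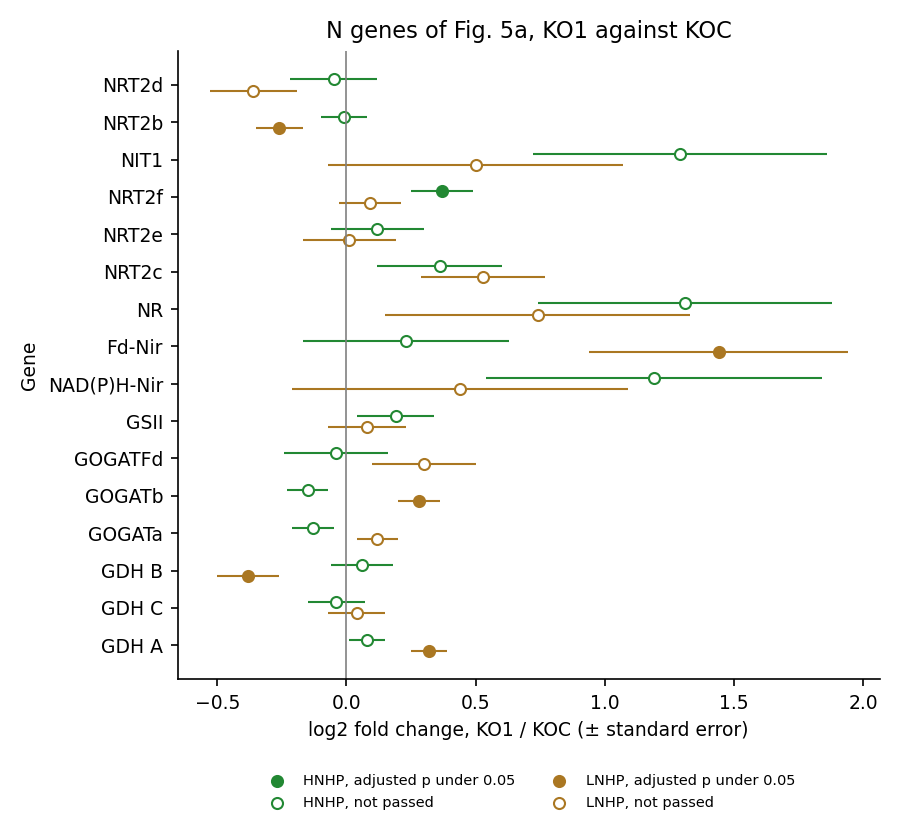
Log2 fold change of KO1 against KOC (x axis, with SE) for the 16 N assimilation and metabolism genes of Fig. 5a (y axis) under HNHP and LNHP, from edgeR on 3 replicates per group with filled points at an adjusted p under 0.05. *NRT2f* is the filled point under HNHP, and the widest errors are those of *NR*, *NIT1* and *NAD(P)H-Nir*.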

The transcriptomic data are confirmed to be reproducible based on the correlation analysis of housekeeping genes (Supplementary Fig. 10 and Supplementary Table 3). 

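The housekeeping genes of Supplementary Table 3 cover a wide range of abundance. *GAPDH4*, glyceraldehyde 3-phosphate dehydrogenase, lay at 4449 ± 222.7 FPKM (SD, n = 3) in KOC under HNHP, and *TBP*, the TATA-box binding protein, at 9.5 ± 0.8 FPKM. Of the 11 genes, 10 were analysed here, since the identifier of *Ub* is in none of the deposited tables. Over the 10 genes, Pearson's r between FPKM of 2 libraries was at least 0.996 in every pair of the 18 libraries, with a median of 0.999. The lowest r was that of KO1_HNHP replicate 1 with KOC_HNLP replicate 1. On log2(FPKM + 1), where abundant genes weigh less, the lowest r was 0.963, and on expected counts it was 0.992. Between replicates of the same group (18 pairs) the lowest r was 0.9998 on FPKM and 0.987 on log2(FPKM + 1). These are correlations across genes, which are not independent replicates. Among 1000 random lists of 10 genes with matched mean FPKM, the median of the lowest r was 0.921, and 63 lists had a lowest r as high as the housekeeping genes. Over all genes the lowest r on log2(FPKM + 1) was 0.958.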

Notably, the expression fold change of most N assimilation and metabolism genes under N-depleted, P-replete (LNHP) versus nutrient repete (HNHP) conditions were moderated in the *PtTryp2* knockout mutant compared to that in its control (KOC), with the exception of GOGAT, which exhibited larger response to the nutrient changes in KOC (Fig. 5a). 

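In KOC, N-depletion raised *GDH B* and the nitrate transporter genes *NRT2d* and *NRT2b* and lowered *Fd-Nir* and *GDH A*. In KO1 it raised *GDH B*, *NRT2d* and *GOGATb*. Of the 16 genes of Fig. 5a, 3 rose, 2 fell and 11 did not pass in KOC, and 3 rose, 0 fell and 13 did not pass in KO1 (edgeR). The counts adjusted over the list alone were the same. In KO1, 4 rose and 0 fell at an unadjusted p under 0.05 from edgeR, while at an adjusted p under 0.05 DESeq2 gave 4 and 0 and limma 2 and 0. *GDH B* rose by 1.52 on the log2 scale in KOC (SE 0.12, n = 3 per group, edgeR adjusted p = 3.7e-08) and by 1.08 in KO1 (SE 0.12, edgeR adjusted p = 9.5e-06), and the difference of −0.44 between the lines did not pass (SE 0.17, edgeR adjusted p = 0.09), but did without KO1_LNHP replicate 3 (−0.56). *NRT2d* (Phatr3_J2032), on chromosome 26 from 379755 to 381175, rose by 0.91 in KOC (SE 0.17, edgeR adjusted p = 0.00025) and by 0.60 in KO1 (SE 0.17, edgeR adjusted p = 0.013), where the call was lost without KO1_LNHP replicate 3 (0.43). *NRT2b* rose by 0.51 in KOC (edgeR adjusted p = 0.00029) and *GDH A* changed there by −0.25 (edgeR adjusted p = 0.005). *Fd-Nir* changed by −2.02 in KOC (SE 0.48, edgeR adjusted p = 0.0024) and by −0.80 in KO1 (SE 0.41, edgeR adjusted p = 0.17), a difference of 1.22 that did not pass (SE 0.64, edgeR adjusted p = 0.23). Without KO1_LNHP replicate 1 it was −0.34 in KO1 and the difference of 1.68 passed (edgeR adjusted p = 0.023), and without replicate 3 it passed in KO1 at −1.60 (edgeR adjusted p = 0.0065) and the difference was 0.42. The absolute log2 fold change was smaller in KO1 for 11 of the 16 genes and larger for 5. The 3 glutamate synthase genes went from −0.18 in KOC to 0.16 in KO1 (*GOGATFd*), −0.18 to 0.25 (*GOGATb*) and −0.09 to 0.15 (*GOGATa*) on TMM scaling. On library totals alone they went from −0.33 to 0.10, −0.32 to 0.19 and −0.23 to 0.09. Of these, *GOGATb* differed between the lines by 0.43 (SE 0.12, edgeR adjusted p = 0.023), and it rose in KO1 with an edgeR adjusted p of 0.038. In KOC it did not pass, but did without KO1_LNHP replicate 3. The difference was lost without KO1_HNHP replicate 2 or 3, KOC_HNHP replicate 3 or KOC_LNHP replicate 1 or 2 (0.38 to 0.43), and the rise without any 1 KO1_HNHP replicate or KO1_LNHP replicate 2 or 3 (0.14 to 0.26). The median log2 fold change of the list was 0.10 in KOC (camera adjusted p = 0.64) and 0.04 in KO1 (camera adjusted p = 0.41). On library totals alone it turned to −0.04 and −0.02, with 3 rises and 4 falls in KOC and 2 rises in KO1.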

All these indicate that the inactivation of *PtTryp2* enhanced N assimilation and metabolism to mitigate cell stress and reduce overall transcriptomic swing from N-depletion. Under replete conditions (HNHP), substantial transcriptional reprogramming and a significant increase in nitrate uptake rate and cellular N content was observed in the knockout mutants (KO1, KO2 and KO3) (Fig. 5b). 

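Under HNHP, the lists of histones and of kinesins, the motor proteins that move along microtubules, were shifted upward in KO1 against KOC, and those of chlorophyll and heme synthesis and of heat shock proteins downward. These are 4 lists that camera called at its preset correlation, and none of them with an estimated one. Histone genes had a median log2 fold change of 0.41, with 6 of 12 higher, 1 lower and 5 not passed (camera adjusted p = 1e-05, adjusted p = 0.39 with an estimated correlation). Several of them, such as *H3-1a*, share reads with other genes in the RSEM counts. Kinesin genes had a median of 0.36, with 4 of 11 higher and 7 not passed (camera adjusted p = 0.00014, adjusted p = 0.39 with an estimated correlation). Chlorophyll and heme synthesis genes had a median of −0.27, with 4 of 11 lower and 7 not passed (camera adjusted p = 0.002, adjusted p = 0.62 with an estimated correlation). That count was 2 without KO1_HNHP replicate 1 or 2 or KOC_HNHP replicate 2, and 7 without KO1_LNHP replicate 3. Heat shock protein genes had a median of −0.37, with 6 of 15 lower, 2 higher and 7 not passed (camera adjusted p = 0.029, adjusted p = 0.66 with an estimated correlation), and with library totals alone 4 were lower and 3 higher. Adjusted over the list alone, 7 histone genes were higher and 1 lower, 8 kinesin genes were higher, 7 chlorophyll and heme genes were lower, and 9 heat shock genes were lower and 3 higher. *HemF_2* (Phatr3_J10640), a coproporphyrinogen oxidase of chlorophyll and heme synthesis on chromosome 3, changed by −1.67 (SE 0.21, n = 3 per group, edgeR adjusted p = 3.4e-05). *HSP70A* (Phatr3_J54019), a chaperone on chromosome 1, changed by −1.05 (SE 0.21, edgeR adjusted p = 0.0019), and *SMP1* by −1.64 (SE 0.27, edgeR adjusted p = 0.00037). *SHMT* (Phatr3_J18665), serine hydroxymethyltransferase, changed by 0.79 (SE 0.16, edgeR adjusted p = 0.0026), and *GOX* (Phatr3_J22568), glycolate oxidase, by 0.74 (SE 0.11, edgeR adjusted p = 0.00017). Of the 340 tested genes of chromosome 9, 255 were higher in KO1 and 1 was lower, with a median log2 fold change of 0.53, and of the 326 of chromosome 11, 253 were lower, with a median of −0.57. Chromosomes 9 and 11 hold 6.2% of the tested genes and 29.4% of the genes that differed between the lines (509 of 1730). On chromosome 16, 54 of 250 were lower and 5 higher, with a median of −0.16. The next genes are among the largest rises and falls of genes with a RefSeq symbol, a mean of at least 10 CPM and replicates that do not overlap. *HSP20*, a small heat shock protein gene at −1.69 (SE 0.22), and *GALE1* at −1.08 lie on chromosome 11. The cyclin gene *CYCB1* at 0.94, *TRD3* at 0.85 and the kinesin gene *Pt-KIF-1* at 0.68 lie on chromosome 9. Without the genes of these 2 chromosomes, 5 of 11 histone and 2 of 9 kinesin genes were higher, 3 of 10 chlorophyll and heme and 5 of 11 heat shock genes were lower, and the camera adjusted p of the 4 lists was 2.7e-05, 0.002, 0.0024 and 0.0095. These were adjusted over the 3 comparisons between the lines alone, so over fewer tests than the values above, and the sizes of the 2 sets do not compare. In all, 94 genes were DEGs, 55 higher and 39 lower in KO1, and 67 of them lie outside chromosomes 9 and 11. The split was 67 higher and 28 lower with library totals alone and 62 and 29 with upper-quartile scaling. The number of DEGs was 53 when DESeq2 was fitted to the 6 HNHP libraries alone, 57 at an adjusted p of at most 0.001 and 60 with limma on log2(FPKM + 1). At an adjusted p under 0.05 at any fold, 747 genes were higher and 983 lower.

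**Figure D3:**
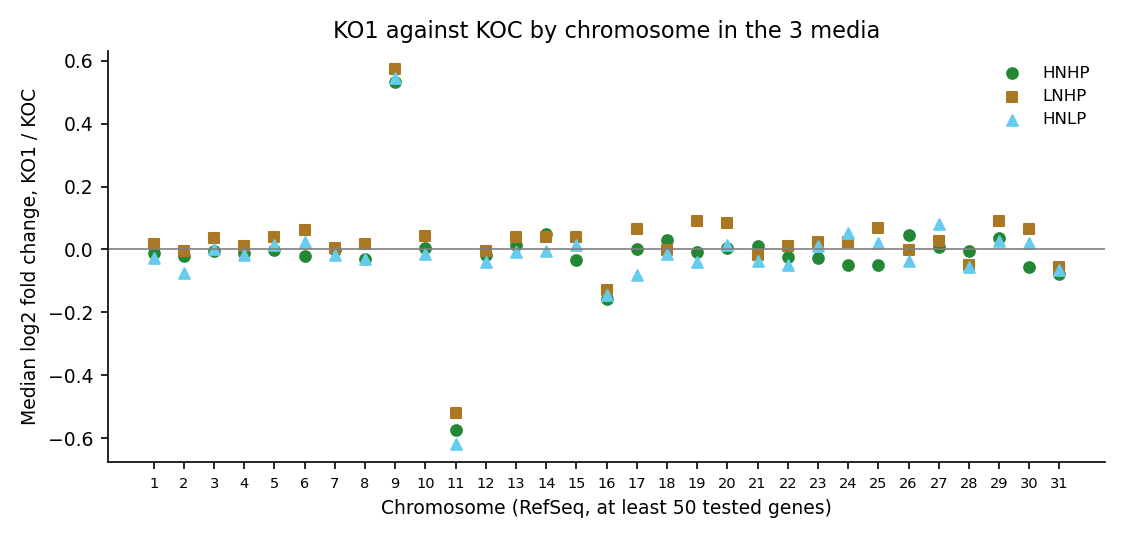
Median log2 fold change of KO1 against KOC (y axis) over the tested genes of each chromosome with at least 50 of them (x axis), under HNHP, LNHP and HNLP. Chromosome 9 lies at 0.53, 0.57 and 0.54, chromosome 11 at −0.57, −0.52 and −0.62, and chromosome 16 at −0.16, −0.13 and −0.14.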

The physiological changes were reversed in the overexpression cell lines: a decline in nitrate uptake rate and cellular N content was noted in *PtTryp2*-OE (Fig. 5c). All the results demonstrate that *PtTryp2* functions as a repressor of nitrogen assimilation and metabolism.

**Fig. 5:**
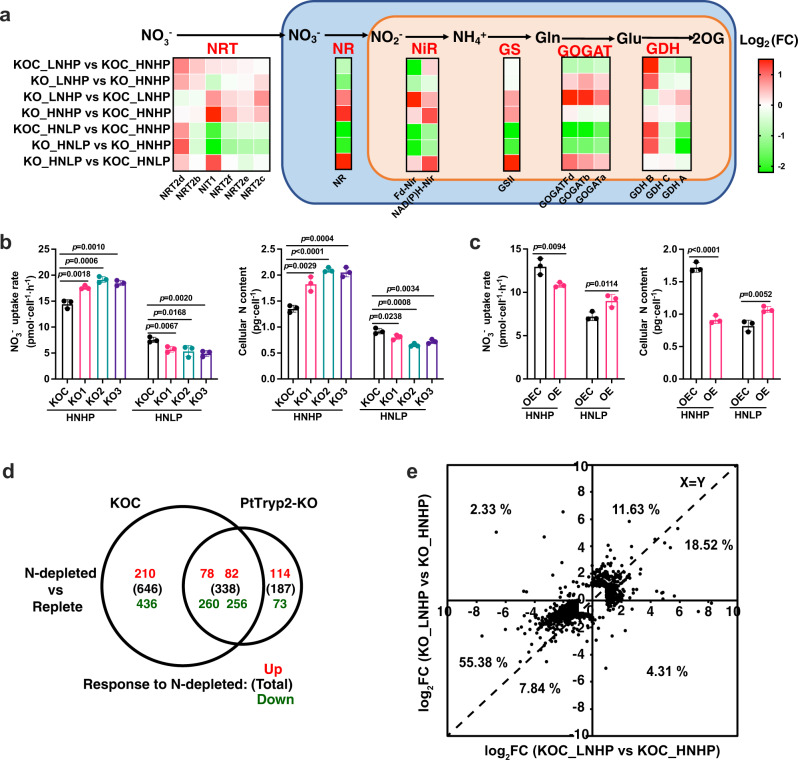
Transcriptomic and physiological evidence that *PtTryp2* directly represses nitrogen assimilation and metabolism. **a** *PtTryp2* knockout resulted in upregulation of major nitrate-uptake and N-metabolism genes in *PtTryp2* knockout (KO1) and control (KOC) under N-depleted (LNHP), P-depleted (HNLP), and nutrient-replete conditions (HNHP). NRT nitrate transporter, NR nitrate reductase, NiR nitrite reductase, GS glutamine synthetase, GOGAT glutamate synthase, GDH glutamate dehydrogenase, 2OG 2-Oxoglutarate; **b** NO_3_^−^ uptake rate and cellular N content, increasing dramatically in *PtTryp2*-KO under HNHP, but decreasing remarkably under HNLP. Data are presented as mean values ± SD (*n* = 3 biologically independent samples). The comparisons between the averages of the two groups were evaluated using the one-tailed Student’s *t* test. The *p* values with significance (*p* ≤ 0.05) are shown. **c** NO_3_^−^ uptake rate and cellular N content, decreasing remarkably in *PtTryp2*-overexpressing *P. tricornutum* under HNHP, but increasing under HNLP. Data are presented as mean values ± SD (*n* = 3 biologically independent samples). The comparisons between the averages of the two groups were evaluated using the one-tailed Student’s *t* test. The *p* values with significance (*p* ≤ 0.05) are shown. **d** Venn diagram showing the number of N-depletion induced DEGs in *PtTryp2*-KO1 and KOC. In parentheses, total number of DEGs; red font, upregulated; green font, downregulated. **e** Log_2_ fold changes (FC) of N-depletion induced differential gene expression in *PtTryp2*-KO1 against that in KOC. Most data points (93.37%) are distributed in 1,3 quadrants, indicating the same direction of change. Source data are provided as a Source Data file.

In addition, when comparing N-depleted with N-replete conditions, 646 differentially expressed genes (DEGs) were identified in the blank vector control (KOC) but only 187 in *PtTryp2*-KO1, considerably fewer in the knockout mutant (Fig. 5d). 

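N-depletion lowered genes of chlorophyll and heme synthesis, light-harvesting proteins and histones in both lines. Among single genes with large changes in KOC were *ISIP2B* and *ISIP2A*, of iron starvation-induced proteins. Of the 11 chlorophyll and heme synthesis genes, 10 fell in KOC (median log2 fold change −2.16, camera adjusted p = 4.8e-20, adjusted p = 0.31 with an estimated correlation) and 10 in KO1 (median −1.23, camera adjusted p = 1.3e-14, adjusted p = 0.31 with an estimated correlation). Of the 24 light-harvesting protein genes, 21 fell and 1 rose in KOC (median −2.44, camera adjusted p = 1.2e-15, adjusted p = 0.49 with an estimated correlation), and 19 fell and 1 rose in KO1 (median −0.99, camera adjusted p = 4e-10, adjusted p = 0.52 with an estimated correlation). Within them, all 16 Lhcf genes fell in KOC (median −2.53, camera adjusted p = 1.4e-15, adjusted p = 0.45 with an estimated correlation) and 14 in KO1 (median −1.13, camera adjusted p = 1.6e-09, adjusted p = 0.52 with an estimated correlation). Of the 12 histone genes, 9 fell in KOC (median −0.81, camera adjusted p = 0.00057, adjusted p = 0.49 with an estimated correlation) and 8 in KO1 (median −0.59, camera adjusted p = 9.8e-09, adjusted p = 0.31 with an estimated correlation). Expected counts of *Lhcf1*, *Lhcf2*, *Lhcf3*, *H3-1a*, *H3-1b* and *H4-1b*, among others of these lists, were whole numbers in none of the 18 libraries. RSEM thus shared their reads with other genes, so members of these lists are not all counted separately. Counts of *Lhcf12*, *Lhcf14*, *Lhcf15* and *Lhcf16* were whole in each library. Subunits of photosystem II, cytochromes and the plastid ATP synthase fell for 5 of 6 genes in each line (medians −1.37 and −0.57, camera adjusted p = 4.6e-05 and 0.025, adjusted p = 0.39 and 0.59 with an estimated correlation). In KO1 it was 3 genes without KO1_HNHP replicate 2 or KO1_LNHP replicate 2. Carotenoid synthesis genes fell for 7 of 10 in KOC, where 1 rose, and for 5 in KO1 (median −0.46 in each, camera adjusted p = 0.0012 and 0.00014, adjusted p = 0.39 and 0.31 with an estimated correlation). The list of 9 iron genes was called by camera in neither line, with 4 that fell and 2 that rose in KOC (camera adjusted p = 0.30) and 5 and 1 in KO1 (camera adjusted p = 0.15). *ISIP2B* (Phatr3_J54987), an iron starvation-induced protein gene on chromosome 20, lay at 1.14 ± 0.414 CPM (SD, n = 3) under LNHP and 197 ± 47.2 CPM under HNHP in KOC, a log2 fold change of −7.43 (SE 1.09, edgeR adjusted p = 2.5e-05), and changed by −2.60 in KO1 (SE 0.75, edgeR adjusted p = 0.015). *ISIP2A* (Phatr3_J54465) changed by −3.56 in KOC (SE 0.44, edgeR adjusted p = 4.5e-06), *CREG1* by −4.96 (SE 0.74, edgeR adjusted p = 3.3e-05) and *ISIP3* by −3.72 (SE 0.58, edgeR adjusted p = 5.4e-05). *chlM* (Phatr3_J18872), the methyltransferase of magnesium protoporphyrin in chlorophyll synthesis, changed by −3.75 in KOC (SE 0.38, edgeR adjusted p = 5.4e-07). Among genes with a RefSeq symbol, a mean of at least 10 CPM and replicates that do not overlap, the largest rises in KOC were those of *ATPase-3A* at 1.70 (SE 0.10, edgeR adjusted p = 1.7e-09), *myoC1*, a myosin gene, at 1.68 (SE 0.13), *Lhcx4*, a light-harvesting protein gene of the Lhcx group, at 1.60 (SE 0.13), *UPL1* at 1.35 (SE 0.15) and *GOX* at 1.34 (SE 0.11). In KO1, *SMP1* rose by 1.94 (SE 0.27), *FRE4*, a ferric reductase gene, by 1.46 (SE 0.37), *ATPase-3A* by 0.85 and *GOX* by 0.79, and *Lhcx1* fell by 2.05 (SE 0.20) and *HemE_2* by 1.85 (SE 0.21). In KOC, 812 genes were DEGs, 342 up and 470 down, and in KO1 379, 168 up and 211 down. Of these, 566 were DEGs in KOC but not KO1, 133 in KO1 but not KOC and 246 in both, where 65 rose and 181 fell. Independent lists of these sizes would share 5.31 rising and 9.16 falling genes. With library totals alone the KOC split was 232 up and 606 down. The paper's 646 and 187 are taken here as the DEGs of 1 line alone in its Venn diagram, so 566 and 133 are the values to set beside them.

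**Figure D4:**
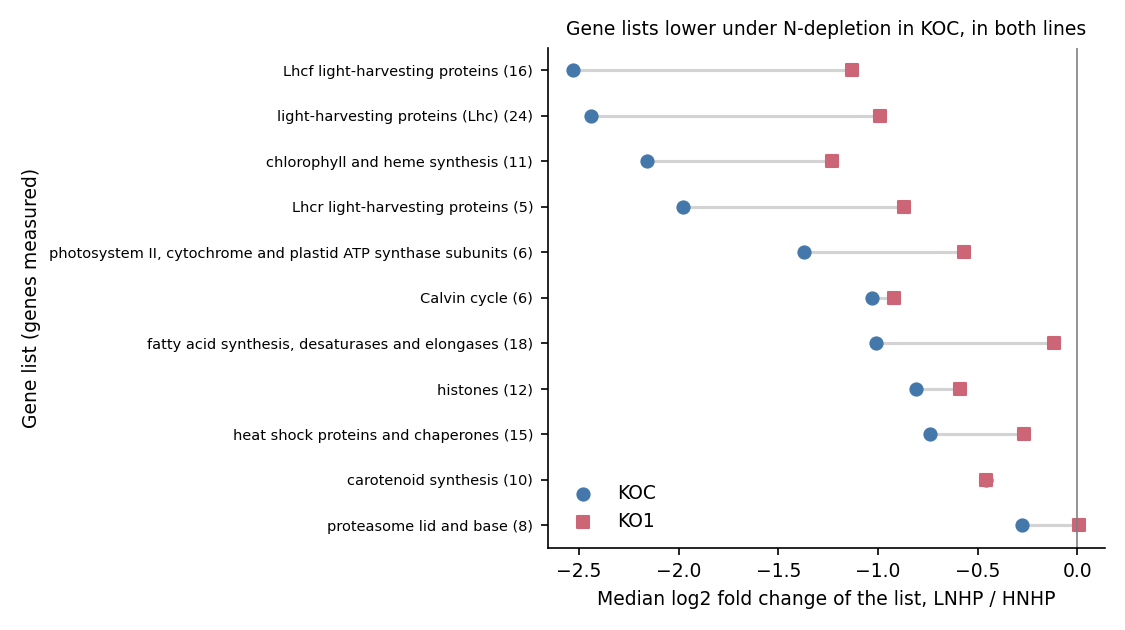
Median log2 fold change of N-depletion (LNHP against HNHP) over the genes of each list on the y axis, in KOC and in KO1, from edgeR on 3 replicates per group. Only lists that camera called in KOC at the preset correlation are shown, a choice on KOC values that favours larger changes there. Lists called in KO1 but not in KOC, such as the P genes of Fig. 6a, are left out. The median of light-harvesting protein genes is −2.44 in KOC and −0.99 in KO1, and that of chlorophyll and heme synthesis genes −2.16 and −1.23.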

Besides, the magnitude of change was smaller in *PtTryp2*-KO1 than in KOC for the majority (73%) of the DEGs (Fig. 5e). It is thus evident *PtTryp2* in the wild type functions as an amplifier of general metabolic response to N-starvation by repressing nitrogen assimilation and metabolism. 

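The response to N-depletion was weaker in KO1 for genes of chlorophyll and heme synthesis and of the light-harvesting proteins, and shifted downward for phosphate transporter genes. The difference between the lines (the log2 fold change in KO1 minus that in KOC) had a median of 0.98 over the 11 chlorophyll and heme genes, of which 10 passed above 0 (camera adjusted p = 5.7e-10, adjusted p = 0.39 with an estimated correlation). Over the 16 Lhcf genes it was 1.30, with 13 above 0 (camera adjusted p = 3.4e-09, adjusted p = 0.52 with an estimated correlation), and over the 5 Lhcr genes 1.18, with 4 above 0 (camera adjusted p = 0.0038, adjusted p = 0.52 with an estimated correlation). Over the 8 proteasome genes it was 0.34, with 6 above 0 (camera adjusted p = 0.00019, adjusted p = 0.31 with an estimated correlation) but 3 with upper-quartile scaling and 2 without KO1_HNHP replicate 1 or KOC_LNHP replicate 3. Over the 6 phosphate transporter genes it was −0.88, with 4 below 0 (camera adjusted p = 5e-05, adjusted p = 0.49 with an estimated correlation), of which 3 had the larger change in KO1. Over the 9 iron genes it was 0.49, with 3 above 0 and 1 below, which camera did not call (camera adjusted p = 0.75). Among single genes it was 4.83 for *ISIP2B* (SE 1.32, n = 3 per group, edgeR adjusted p = 0.021), a call lost without KOC_LNHP replicate 2 or 3 (4.68 and 4.70), 2.22 for *ISIP2A* (SE 0.57, edgeR adjusted p = 0.016) and 2.22 for *Lhcf15* (SE 0.58, edgeR adjusted p = 0.018). It was −1.65 for *myoC1* (SE 0.19, edgeR adjusted p = 0.00017), −1.18 for *UPL1* (SE 0.21, edgeR adjusted p = 0.002) and −1.03 for *Lhcx4* (SE 0.19, edgeR adjusted p = 0.0024). In all, 1588 genes differed between the lines in their response at an adjusted p under 0.05, with the smaller change in KO1 for 1366 and the larger for 222. Over the 945 genes that were DEGs in either line, the absolute log2 fold change was smaller in KO1 for 81.6%, with a median of 1.30 in KOC and 0.87 in KO1, and the direction was the same for 95.8%. The share was 94.8% over the DEGs of KOC, 54.1% over those of KO1, which a choice on one line's values moves, and 66% over all tested genes. Under LNHP itself, light-harvesting genes were higher in KO1 than in KOC for 20 of 24 and lower for 1 (median 1.09, camera adjusted p = 2.8e-07, adjusted p = 0.61 with an estimated correlation). *Lhcf15* (Phatr3_J48882), on chromosome 19, was 6.87 times as abundant in KO1, a log2 fold change of 2.78 (SE 0.44, edgeR adjusted p = 1e-04). The KO1_LNHP libraries lay far apart on such genes, with 3380 ± 1590 CPM for *Lhcf15* (SD, n = 3) against 492 ± 30 in KOC, and 1420 ± 1050 against 255 ± 26.2 for *ISIP2A*. *ISIP2A* was higher by 2.47 (SE 0.42, edgeR adjusted p = 0.00023) and *SOD1*, a superoxide dismutase gene on chromosome 9, by 1.45 (SE 0.14), while *UPL1* changed by −1.59 (SE 0.15) and *HemF_2* by −1.71 (SE 0.21). Under LNHP 351 genes were DEGs between the lines, 146 higher and 205 lower in KO1, 290 of them outside chromosomes 9 and 11, and the split was 233 higher and 121 lower with library totals alone. From the fewer DEGs and the smaller changes in KO1, the paper concludes that *PtTryp2* amplifies the response to N-starvation in the wild type by repressing N assimilation and metabolism.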

Notably, the *PtTryp2*-KO-promoted and *PtTryp2*-OE-repressed NO_3_^−^ uptake patterns observed under nutrient repletion were reversed under P-depletion, indicating that *PtTryp2*’s roles in N and P signaling are not separated, but rather the protein might mediate the cross-talk between N and P signaling.

Besides the direction of action (repression or promotion) shown above, the function of *PtTryp2* involves another layer of regulation: the direction of its own expression changes. We find that *PtTryp2* expression decreased under N-depletion and increased after N-supplement. Under this two-level regulatory scheme, *PtTryp2* is a repressor of N uptake and assimilation genes and a promoter of N starvation-responsiveness in general metabolic pathways per se; yet its own expression decreases under N-limitation to upgrade N-uptake and assimilation under N depletion, and increases under N richness to prevent excessive N-uptake and assimilation; meanwhile, the decreased expression of *PtTryp2* actually dampens the dynamic swing in the metabolic landscape in response to N-starvation. This *PtTryp2*-based regulatory mechanism might enable cells to swiftly respond to fluctuating N availability and cellular demand in order to finetune N responses so that N acquisition is optimized.

### *PtTryp2* promotes P starvation-induced genes and Pi uptake

As shown above, *PtTryp2* expression is downregulated under N-deficiency to release *PtTryp2*’s repressing effects on N-starvation response and to promote N uptake, thereby the cells achieve N homeostasis, and an opposite expression pattern of *PtTryp2* was observed under P-deficiency, suggesting a N-P coregulation. However, the role of *PtTryp2* in P-starvation responses and P homeostasis still needs to be unraveled. Toward that goal, we examined the effects of *PtTryp2* inactivation on the expression changes of P starvation-induced genes and the inhibitory regulator of P signaling (*SPX*), which in plants is a typical P starvation response mechanism^12^. Consistently, most of Pi transporters (PTs) and alkaline phosphatase (APs) exhibited upregulation to P starvation response in KOC, but most of *SPX* genes showed downregulation (Fig. 6a).

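In KOC, P-depletion raised all 6 phosphate transporter genes of Fig. 6a, most of the phosphatase genes and 2 of the SPX genes, which encode proteins with the SPX domain of phosphate signalling. *PT3* (Phatr3_J47239), on chromosome 12 from 895262 to 897098, rose most, from 7.79 ± 1.76 to 104 ± 41.8 CPM (SD, n = 3), a log2 fold change of 3.74 (SE 0.23, edgeR adjusted p = 9.8e-09). *PT4* rose by 2.44 (SE 0.14, edgeR adjusted p = 4.3e-09), *PT6* by 1.70 (SE 0.32), *PT1* by 1.66 (SE 0.15), *PT5* by 1.49 (SE 0.13) and *PT2* by 1.07 (SE 0.14). The median of the 6 was 1.68 (camera adjusted p = 6.2e-11, adjusted p = 0.31 with an estimated correlation). Of the 11 phosphatase genes, 8 rose, 1 fell and 2 did not pass (median 0.94, camera adjusted p = 0.048, adjusted p = 0.66 with an estimated correlation). *PhoA* (Phatr3_J49678), an alkaline phosphatase gene, rose by 2.16 (SE 0.46, edgeR adjusted p = 0.00086), *PhoD1* by 2.06 (SE 0.38, edgeR adjusted p = 0.00028) and *PhoD3* by 2.00 (SE 0.38, edgeR adjusted p = 0.00033), and *PhoD5* changed by −0.42 (edgeR adjusted p = 0.00084). Of the 6 SPX genes, *SPX4* (Phatr3_J47434) rose by 1.80 (SE 0.16, edgeR adjusted p = 1.9e-07), *SPX5* rose by 0.72 (SE 0.14, edgeR adjusted p = 0.00046) and *SPX6* changed by −1.30 (SE 0.36, edgeR adjusted p = 0.0062). *SPX2* (0.33), *SPX1* (−0.10) and *SPX3* (−0.15) did not pass. Of these, *SPX2* passed at 0.71 without KOC_HNHP replicate 2 and lay at 0.12 without replicate 3, and *SPX3* passed at −0.22 without KOC_HNLP replicate 1. The median of the 6 SPX genes was 0.11 (camera adjusted p = 0.46) and turned to −0.17 with library totals alone, where 2 rose and 3 fell, and 2 fell without KOC_HNLP replicate 1. Adjusted over the list alone, 6 transporter, 8 phosphatase and 2 SPX genes rose and 1 phosphatase and 1 SPX gene fell. *PT1*, *PT3*, *PT4* and *PhoA* had expected counts that were not whole numbers in at least 16 of the 18 libraries, so RSEM shared reads between these genes and others.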

**Fig. 6:**
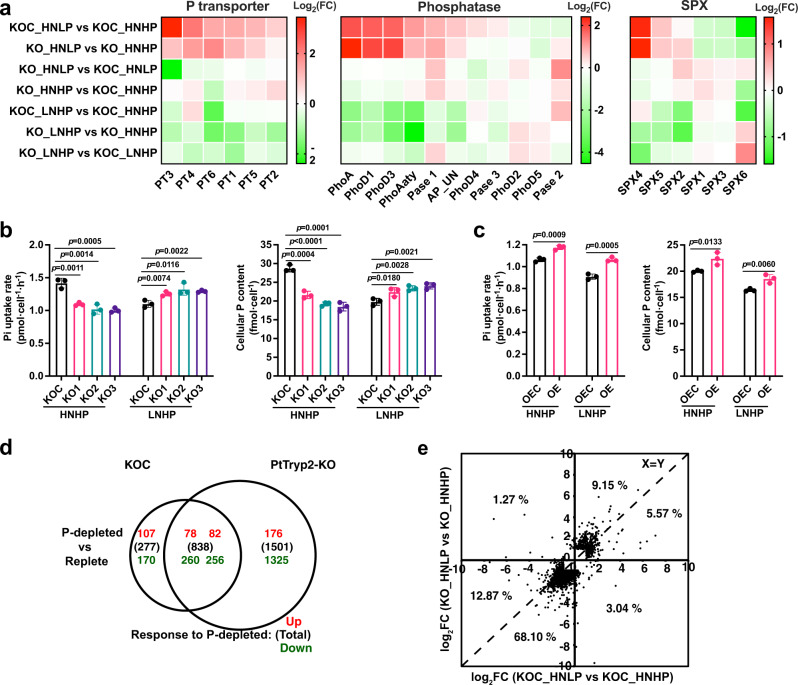
Transcriptomic and physiological evidence that *PtTryp2* positively modulates P starvation-induced genes during Pi starvation. **a** *PtTryp2* knockout resulted in a reverse regulation of most P starvation-induced genes relative to that in control (KOC) under N-depleted (LNHP), P-depleted (HNLP), and nutrient-replete (HNHP) conditions. **b** *PtTryp2* knockout caused decreases in Pi uptake and cellular P content under nutrient-replete condition (HNHP) but caused increases under N-depleted condition (LNHP). Data are presented as mean values ± SD (*n* = 3 biologically independent samples). The comparisons between the averages of the two groups were evaluated using the one-tailed Student’s *t* test. The *p* values with significance (*p* ≤ 0.05) are shown. **c** *PtTryp2* knockout caused increases in Pi uptake rate and cellular P content under HNHP and LNHP. Data are presented as mean values ± SD (*n* = 3 biologically independent samples). The comparisons between the averages of the two groups were evaluated using the one-tailed Student’s *t* test. The *p* values with significance (*p* ≤ 0.05) are shown. **d** Venn diagram showing the number of P-depletion induced DEGs in *PtTryp2*-KO1 and KOC. In parentheses, total number of DEGs; red font, upregulated; green font, downregulated. **e** Log_2_ fold changes (FC) of P-depletion induced differential gene expression in *PtTryp2*-KO1 against that in KOC. Most data points (95.69%) are distributed in 1,3 quadrants, indicating the same direction of change. Source data are provided as a Source Data file.

Interestingly, under P-depletion, *PtTryp2* knockout downregulated the expression of most of PTs and APs, but upregulated most of the *SPX* genes (Fig. 6a), revealing *PtTryp2*’s role in WT to promote P-starvation responses. 

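Under P-depletion, 1 of the 6 phosphate transporter genes, *PT3*, was lower in KO1 than in KOC. Of the 11 phosphatase genes, *Pase 1* and *Pase 2* were higher and *PhoD4* was lower, and of the 6 SPX genes *SPX1* was higher. *PT3* lay at 21.6 ± 4.08 CPM in KO1 (SD, n = 3), with a log2 fold change of −2.27 against KOC (SE 0.21, edgeR adjusted p = 1.1e-06). The other 5 transporter genes lay between −0.17 and 0.14 and did not pass (median of the 6 −0.08, camera adjusted p = 0.34). Among phosphatase genes, 2 were higher, 1 was lower and 8 did not pass (median 0.01, camera adjusted p = 0.96, turning to −0.12 with library totals alone and −0.07 with upper-quartile scaling). *Pase 2* (Phatr3_J33251), on chromosome 3 from 428739 to 431409, changed by 1.37 (SE 0.39, edgeR adjusted p = 0.013), a call lost without KO1_HNLP replicate 2 (1.20). *Pase 1* (Phatr3_J12577) changed by 0.79 (SE 0.17, edgeR adjusted p = 0.0016) and lies on chromosome 9, where most tested genes were higher in KO1 in every medium (239 of 340 under HNLP). *PhoD4* (Phatr3_J45959), on chromosome 8 from 777952 to 779513, changed by −0.91 (SE 0.16, edgeR adjusted p = 0.00032). *SPX1* (Phatr3_J12424), on chromosome 8 from 110013 to 110339, changed by 0.28 (SE 0.08, edgeR adjusted p = 0.012), with 5 SPX genes not passed (median of the 6 0.23, camera adjusted p = 0.51). With library totals alone, upper-quartile scaling or limma, 0 SPX genes were higher, against 3 at an unadjusted p under 0.05 from edgeR and 2 with DESeq2. Without KO1_HNLP replicate 1, KOC_HNHP replicate 2 or KOC_HNLP replicate 1, 2 were higher. Adjusted over the list alone the counts of edgeR were the same.

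**Figure D5:**
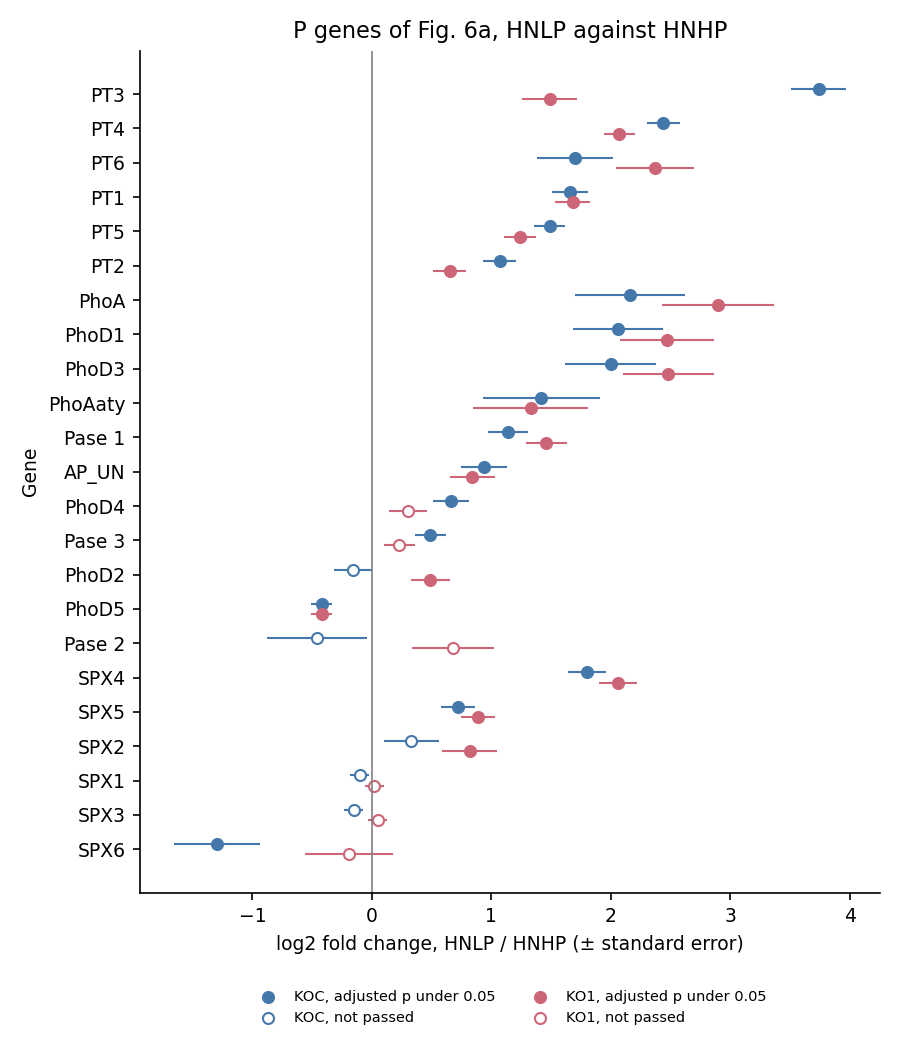
Log2 fold change of P-depletion (HNLP against HNHP, with SE) for the phosphate transporter, phosphatase and SPX genes of Fig. 6a in KOC and in KO1, from edgeR on 3 replicates per group. *PT3* lies at 3.74 in KOC and 1.49 in KO1.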

Consistent with gene transcription, *PtTryp2* knockout lowered Pi uptake rate and cellular P content under the nutrient-replete condition (Fig. 6b), whereas an increase was noted in the overexpression cell line *PtTryp2*-OE (Fig. 6c). Based on RNA-seq, remarkably more DEGs were found for the P-depleted versus nutrient-replete comparison in *PtTryp2*-KO1 (1501) than that in KOC (277) (Fig. 6d). 

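P-depletion raised phosphate transporter genes in both lines and lowered genes of histones, light-harvesting proteins, carotenoid synthesis and fatty acid synthesis. Phosphate transporter genes rose for 6 of 6 in KO1 as well (median log2 fold change 1.58, camera adjusted p = 4.6e-05, adjusted p = 0.49 with an estimated correlation). Of the 12 histone genes, 8 fell in KOC (median −0.92, camera adjusted p = 2.5e-05, adjusted p = 0.39 with an estimated correlation) and 8 in KO1 (median −0.99, camera adjusted p = 8.4e-06, adjusted p = 0.39 with an estimated correlation). Of the 24 light-harvesting genes, 20 fell and 1 rose in KOC (median −0.82, camera adjusted p = 0.00058, adjusted p = 0.72 with an estimated correlation), and 22 fell and 1 rose in KO1 (median −0.83, camera adjusted p = 0.0011, adjusted p = 0.74 with an estimated correlation). Chlorophyll and heme synthesis genes fell for 10 of 11 in KOC (median −1.04, camera adjusted p = 8e-06, adjusted p = 0.52 with an estimated correlation) and 9 in KO1 (median −0.74, camera adjusted p = 0.015, adjusted p = 0.71 with an estimated correlation), and 1 rose in each line. Carotenoid synthesis genes fell for 8 of 10 in KOC and 9 in KO1, and 1 rose in each (medians −0.62 and −0.72, camera adjusted p = 0.0027 and 0.0055, adjusted p = 0.39 and 0.46 with an estimated correlation). Of the 18 genes of fatty acid synthesis, desaturases and elongases, 11 fell and 1 rose in each line (medians −0.73 and −0.69, camera adjusted p = 0.0071 and 0.015, adjusted p = 0.52 and 0.52 with an estimated correlation). Of the 13 DNA replication genes, 5 fell in KOC (median −0.24, camera adjusted p = 0.33) and 8 in KO1 (median −0.50, camera adjusted p = 0.019, adjusted p = 0.58 with an estimated correlation). *Lhcx1* (Phatr3_J27278), on chromosome 7, changed by −3.03 in KOC (SE 0.22, n = 3 per group, edgeR adjusted p = 3e-08) and by −2.40 in KO1 (SE 0.20, edgeR adjusted p = 6.8e-08). *GapC1*, a glyceraldehyde 3-phosphate dehydrogenase gene, changed by −2.07 in KOC (SE 0.15) and the cyclin gene *CYCA/B_1* by −1.75 in KOC (SE 0.15) and −1.86 in KO1 (SE 0.14). *ISIP2B* changed by −3.57 in KO1 (SE 0.79, edgeR adjusted p = 0.00093). *Lhcx4* rose by 1.64 in KOC (SE 0.13) and *Fba4*, a fructose-bisphosphate aldolase gene, by 1.26 (SE 0.14), and in KO1 *UPL1* rose by 1.94 (SE 0.15) and *dsCYC7*, a cyclin gene, by 1.70 (SE 0.22). In KOC 731 genes were DEGs, 409 up and 322 down, and in KO1 1261, 701 up and 560 down. Of these, 218 were DEGs in KOC but not KO1, 748 in KO1 but not KOC and 513 in both, where 303 rose and 210 fell. Independent lists of these sizes would share 26.5 rising and 16.7 falling genes. With library totals alone there were 2074 DEGs in KO1, 261 up and 1813 down, and 917 in KOC, 182 up and 735 down. With upper-quartile scaling 572 rose and 736 fell in KO1. The paper's 277 and 1501 are taken here as the DEGs of 1 line alone in its Venn diagram, so 218 and 748 are the values to set beside them.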

Besides, in *PtTryp2*-KO1, the majority of these DEGs (77.25%) exhibited greater fold changes than that in KOC (Fig. 6e). These results indicate that *PtTryp2* upregulation in the wild type would dampen metabolic reprogramming in responses to P-limitation, and *PtTryp2* downregulation would prevent cells from over P accumulation after P supplement, as opposed to the response to N-depletion. 

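The response to P-depletion was shifted upward in KO1 for genes of the proteasome and of heat shock proteins, and downward for *PT3*. The difference between the lines (the log2 fold change in KO1 minus that in KOC) had a median of 0.39 over the 8 proteasome genes, of which 6 passed above 0 (camera adjusted p = 7e-05, adjusted p = 0.31 with an estimated correlation) but 1 with library totals alone. Over the 15 heat shock genes it was 0.53, with 7 above 0 and 1 below (camera adjusted p = 0.00065, adjusted p = 0.52 with an estimated correlation), and over the 13 DNA replication genes −0.24, with 2 below 0 (camera adjusted p = 0.036, adjusted p = 0.58 with an estimated correlation). It was 1.66 for *HSP70A* (SE 0.30, n = 3 per group, edgeR adjusted p = 0.0024), 1.53 for the small heat shock protein gene *HSP20B* (Phatr3_J54150, SE 0.23, edgeR adjusted p = 0.00081) and 1.24 for *ATPase-P4* (SE 0.22, edgeR adjusted p = 0.0025), which lies on chromosome 16. It was −2.25 for *PT3* (SE 0.33, edgeR adjusted p = 0.00068), −0.97 for *hCDK7* (SE 0.21, edgeR adjusted p = 0.0073) and −0.92 for *cc1* (SE 0.19, edgeR adjusted p = 0.0049). In all, 1436 genes differed between the lines in their response at an adjusted p under 0.05, with the larger change in KO1 for 1032 and the smaller for 404. Without KOC_HNLP replicate 2 the number was 729, without KO1_HNHP replicate 1 it was 916 and without KO1_HNHP replicate 2 it was 908. Over the 1479 genes that were DEGs in either line, the absolute log2 fold change was larger in KO1 for 73.8%, with a median of 1.02 in KOC and 1.28 in KO1, and the direction was the same for 97.5%. The share was 46.9% over the DEGs of KOC, 86.5% over those of KO1, which a choice on one line's values moves, and 58.5% over all tested genes. From the greater number of DEGs and the greater fold changes in KO1, the paper concludes that a rise of *PtTryp2* in the wild type would dampen the reprogramming of metabolism under P-limitation, opposite to its role under N-depletion.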

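Under HNLP itself, proteasome genes were higher in KO1 than in KOC, and *HemF_2*, of chlorophyll and heme synthesis, was lower. Proteasome genes were higher for 5 of 8 (median log2 fold change 0.25, camera adjusted p = 0.0023, adjusted p = 0.39 with an estimated correlation), or for 7 when adjusted over the list alone. Genes of vesicle coats, Rab and Sec proteins were higher for 11 of 34 and lower for 3 (median 0.16, camera adjusted p = 0.036, adjusted p = 0.66 with an estimated correlation), with 7 higher and 7 lower on library totals alone. Without chromosomes 9 and 11, 7 of 30 were higher and 3 lower (camera adjusted p = 0.59). *HemF_2* changed by −2.15 (SE 0.22, n = 3 per group, edgeR adjusted p = 1.9e-06) and *ZEP1*, a zeaxanthin epoxidase gene of the xanthophyll cycle on chromosome 8, by −1.01 (SE 0.10, edgeR adjusted p = 2.2e-06). *HSP20B* changed by 1.59 (SE 0.17, edgeR adjusted p = 2.8e-06), *SHMT* by 1.25 (SE 0.16, edgeR adjusted p = 2.4e-05) and *Lhcf15* by 1.82 (SE 0.42, edgeR adjusted p = 0.0032). *HSP20* at −1.58, *SytB* at −1.06 and *FRE2*, a ferric reductase gene, at −1.00 lie on chromosome 11, and *MMSDH* at 1.37 on chromosome 9. In all, 265 genes were DEGs, 165 higher and 100 lower in KO1, and 196 of them lie outside chromosomes 9 and 11. The split was 113 higher and 167 lower with library totals alone and 131 and 145 with upper-quartile scaling.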

All these findings are indicative that *PtTryp2* in the WT functions to upregulate the P starvation-induced genes and restrict general metabolic reconfiguration in response to P-limitation, a mechanism to maintain P homeostasis. Similar to that the *PtTryp2*-KO-promoted and *PtTryp2*-OE-repressed NO_3_^−^ uptake patterns were reversed under P-depletion, the *PtTryp2*-KO-repressed Pi uptake pattern was reversed under N-depletion (Fig. 6b), implying that *PtTryp2* might mediate the cross-talk between N and P signaling. The *PtTryp2*-OE-promoted Pi uptake pattern was not reversed under N-depletion, however, because N-depletion downregulated the expression of *PtTryp2*, resulting in the *PtTryp2* expression pattern between OEC and OE similar to that under nutrient repletion.

### *PtTryp2* coordinately regulate N and P uptake and mediates N-P cross-talk

Given the *PtTryp2-*mediated cross-talk between N and P signaling in *P. tricornutum* implied in the results presented above, we were tempted to investigate the nature and the mechanism the cross-talk. Here, we uncover Pi and NO_3_^−^ antagonistic interactions in *P. tricornutum*, which resemble that in land plants to achieve an optimal N-P nutrient balance^13,14^. In wild-type (WT) *P. tricornutum*, we observed a significant repression of NO_3_^−^ uptake under P starvation and a significant repression of Pi uptake rate under N starvation. Consequently, cellular N content decreased under the P-depleted condition, and cellular P content decreased under the N-depleted condition, relative to nutrient-replete conditions (Fig. 7a, b). In accordance, the transcription of N assimilation and metabolism genes was repressed by P deficiency, and that of P starvation-induced genes was repressed by N limitation (Supplementary Fig. 11). Moreover, transcriptomic results demonstrated that *PtTryp2* knockout led to the magnification of Pi and NO_3_^−^ antagonistic interaction (Supplementary Fig. 11), linking *PtTryp2* inactivation to the disruption of the N-P homeostasis. 

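In KOC, P-depletion lowered *GSII*, *Fd-Nir*, *GDH A* and the 3 glutamate synthase genes and raised *GDH B* and *NRT2d*, and N-depletion lowered 11 of the 23 P genes of Fig. 6a and raised 3. *GSII* (Phatr3_J51092), a glutamine synthetase gene on chromosome 15 from 372220 to 373582, changed by −1.66 on the log2 scale with P-depletion (SE 0.16, n = 3 per group, edgeR adjusted p = 5.8e-07) and *Fd-Nir* by −1.87 (SE 0.48, edgeR adjusted p = 0.004). *GOGATb* changed by −0.61 (SE 0.08, edgeR adjusted p = 1.8e-05), *GDH A* by −0.40 (edgeR adjusted p = 8.6e-05) and *GOGATa* by −0.38 (SE 0.08, edgeR adjusted p = 0.00081). *GOGATFd* changed by −0.61 (SE 0.20, edgeR adjusted p = 0.019), a call lost without KOC_HNHP replicate 2 or KOC_HNLP replicate 2 or 3 (−0.60 to −0.49). *GDH B* rose by 1.44 (SE 0.12, edgeR adjusted p = 1.4e-07) and *NRT2d* by 0.96 (SE 0.17, edgeR adjusted p = 0.00017). Of the 16 N genes, 2 rose, 6 fell and 8 did not pass (median −0.39, camera adjusted p = 0.37), and with library totals alone 10 fell. Under N-depletion, the alkaline phosphatase genes *PhoAaty* (Phatr3_J47869) and *PhoD3* (Phatr3_J45757) changed by −2.97 (SE 0.52, edgeR adjusted p = 0.00015) and −2.61 (SE 0.39, edgeR adjusted p = 3.3e-05). *PhoA* changed by −2.38 (SE 0.54, edgeR adjusted p = 0.0015) and *PT6* by −1.70 (SE 0.34, edgeR adjusted p = 0.00059), or −1.43 and −1.06 without KOC_HNHP replicate 2. *PT4* (Phatr3_J47666) rose by 0.71 (SE 0.13, edgeR adjusted p = 0.00024). Of the 23 P genes, 3 rose, 11 fell and 9 did not pass (median −0.36, camera adjusted p = 0.41), while 6 fell without KOC_HNHP replicate 2, and 1 rose without any 1 KOC_LNHP replicate or with library totals alone. When adjusted over the list alone, the split of N genes was the same.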

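In KO1, N-depletion lowered all 6 phosphate transporter genes and 16 of the 23 P genes of Fig. 6a, and P-depletion lowered 5 of the 16 N genes. Under N-depletion, 2 P genes rose, 16 fell and 5 did not pass (median log2 fold change −0.73, camera adjusted p = 1.1e-07, adjusted p = 0.49 with an estimated correlation), and on library totals alone 0 rose and 16 fell. The transporter genes had a median of −0.95 (camera adjusted p = 4.7e-05, adjusted p = 0.49 with an estimated correlation) and the phosphatase genes, of which 7 fell and 2 rose, a median of −0.89 (camera adjusted p = 0.00036, adjusted p = 0.52 with an estimated correlation). *PhoAaty* changed by −4.47 (SE 0.56, n = 3 per group, edgeR adjusted p = 2.3e-05), *PT6* by −1.59 (SE 0.36), *PT1* by −1.32 (SE 0.16) and *PT2* by −1.08 (SE 0.14). *PT3* changed by −0.83 and *PT4* by −0.39. These 2 calls were lost without any 1 of KO1_HNHP replicates 1 and 2 and KO1_LNHP replicates 1 and 2, and that of *PT3* also without KO1_LNHP replicate 3 (−0.87 to −0.76 for *PT3* and −0.38 to −0.32 for *PT4*). The difference between the lines in the response to N-depletion passed for *PT1* (−1.38, SE 0.22, edgeR adjusted p = 0.001), *PT2* (−1.17, SE 0.20, edgeR adjusted p = 0.0016), *PT4* (−1.10, SE 0.18, edgeR adjusted p = 0.0015), *SPX4* (−0.92, SE 0.22, edgeR adjusted p = 0.0096) and *PT5* (−0.67, SE 0.18, edgeR adjusted p = 0.02). The call of *PT5* was lost without KO1_HNHP replicate 1 (−0.62). *SPX6* differed the other way (1.55, SE 0.48, edgeR adjusted p = 0.04), a call lost in 9 of the 18 fits that each leave out 1 library (1.14 to 1.60). Over the 23 P genes, 5 passed below 0 and 1 above (median −0.34, camera adjusted p = 0.0011, adjusted p = 0.62 with an estimated correlation), and without KOC_HNHP replicate 2 there were 8 below 0. Under LNHP itself, 10 of the 23 P genes were lower in KO1 than in KOC and 13 did not pass (median −0.45, camera adjusted p = 0.0058, adjusted p = 0.70 with an estimated correlation). On library totals alone 6 were lower and 1 higher, and 6 were lower without KO1_LNHP replicate 2 or KOC_LNHP replicate 3. The largest of these were *PT1* at −1.30 (SE 0.16, edgeR adjusted p = 7.9e-06), *SPX4* at −1.21 (SE 0.15, edgeR adjusted p = 1.4e-05) and *PT4* at −0.89 (SE 0.13, edgeR adjusted p = 4.8e-05). Under P-depletion in KO1, 3 N genes rose, 5 fell and 8 did not pass (median −0.29, camera adjusted p = 0.82), and with library totals alone 2 rose and 12 fell. *GSII* changed by −1.20 (SE 0.16, edgeR adjusted p = 6.1e-06), *Fd-Nir* by −1.66 (SE 0.46, edgeR adjusted p = 0.0052) and *GDH B* by 1.52 (SE 0.12, edgeR adjusted p = 4.3e-08). The difference between the lines passed for *GOGATb* (0.47, SE 0.12, edgeR adjusted p = 0.016) and *GOGATa* (0.37, SE 0.11, edgeR adjusted p = 0.041), the latter lost in 13 of the 18 fits (0.34 to 0.39). Both calls were lost on library totals alone (0.28 and 0.18) and with upper-quartile scaling (0.34 and 0.24). The values above cover the genes of Fig. 5a and Fig. 6a alone. From its Supplementary Fig. 11, whose N and P genes were selected as in earlier studies, the paper states that *PtTryp2* knockout magnified the antagonism of phosphate and nitrate. It links the loss of *PtTryp2* to disrupted homeostasis of N and P.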

Taken together, our data reveal that *PtTryp2*’s function operates in opposite directions for N and P responses, but in a coordinated manner, consistent with a role to coregulate N and P signaling.

**Fig. 7:**
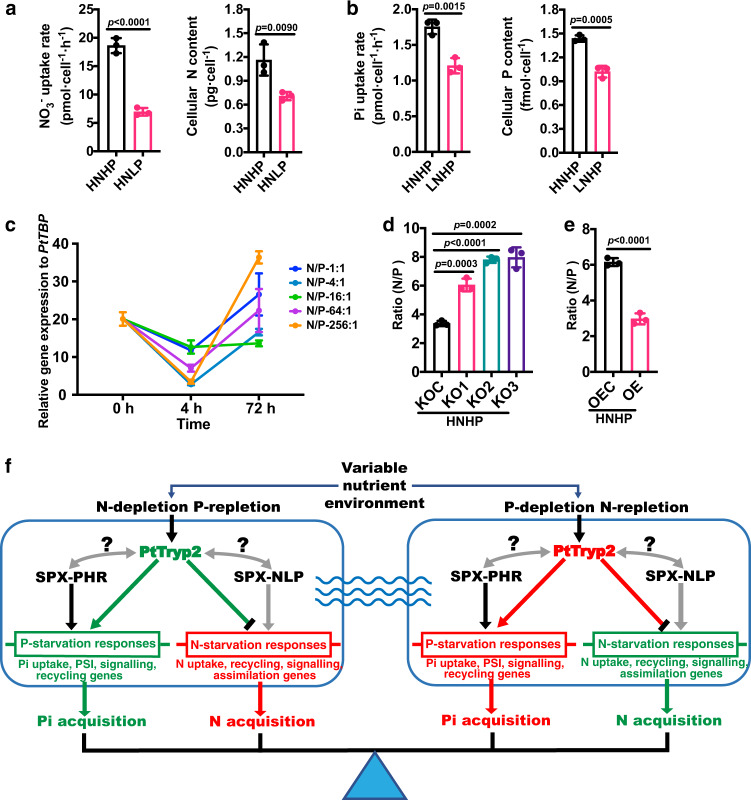
Illustration that *PtTryp2* coordinately regulates N and P acquisition under fluctuating nutritional conditions. **a** NO_3_^−^ uptake and cellular N content repressed under HNLP in wild-type cells (WT). Data are presented as mean values ± SD (*n* = 3 biologically independent samples). The comparisons between the averages of the two groups were evaluated using the one-tailed Student’s *t* test. The *p* values with significance (*p* ≤ 0.05) are shown. **b** Pi uptake and cellular P content repressed under LNHP in wild-type cells (WT). Data are presented as mean values ± SD (*n* = 3 biologically independent samples). The comparisons between the averages of the two groups were evaluated using the one-tailed Student’s *t* test. The *p* values with significance (*p* ≤ 0.05) are shown. **c** Time-course expression of *PtTryp2* showed co-varied with the N/P nutrient ratio. Moreover, *PtTryp2* expression fluctuated less at the N/P ratio of 16:1 compared to other N/P ratios. The 4 h after nutrient addition represents nutrient-repletion and 72 h nutrient-depletion. Data are presented as mean values ± SD (*n* = 3 biologically independent samples). **d** The cellular N/P ratio was significantly elevated by the inactivation of *PtTryp2*. Data are presented as mean values ± SD (*n* = 3 biologically independent samples). The comparisons between the averages of the two groups were evaluated using the one-tailed Student’s *t* test. The *p* values with significance (*p* ≤ 0.05) are shown. **e** The cellular N/P ratio was significantly decreased by the overexpression of *PtTryp2*. Data are presented as mean values ± SD (*n* = 3 biologically independent samples). The comparisons between the averages of the two groups were evaluated using the one-tailed Student’s *t* test. The *p* values with significance (*p* ≤ 0.05) are shown. **f** Hypothetical model depicting the role of *PtTryp2* in balancing N and P acquisition. Under N-depletion, *PtTryp2* expression is downregulated to promote N-starvation responses and repress P-starvation responses. In contrast, under P-depletion, *PtTryp2* expression is upregulated to reinforce P-starvation responses and lessen N-starvation response. By this feedback loop, optimal N-P uptake is achieved to maintain stoichiometric homeostasis. Upregulated genes and enhancement processes are shown in red, downregulated genes and weakened processes colored green. The black arrows depict transcriptional activation. Black bar at line’s end depicts inhibitory regulation. The gray arrows depict possible but unverified interaction between *PtTryp2* and the existing P regulating cascade *SPX-PHR* or an equivalent of the N regulating cascade known in plants (*SPX-NLP* where *NLP* stands for NIN-like protein, a transcription factor). Source data are provided as a Source Data file.

To further illustrate this, we have carried out *PtTryp2* expression pattern analysis across different N/P nutrient stoichiometric ratio conditions, and found that *PtTryp2* expression co-varied with the N/P nutrient ratio (Fig. 7c). The time-course analysis showed that *PtTryp2* expression fluctuated less under different N or P conditions at the N/P ratio of 16:1 compared to other N/P ratios. The N/P nutrient ratio of 16:1 is considered balanced stoichiometry (Redfield ratio) and appears to be optimal for *P. tricornutum* growth (Supplementary Fig. 12), as previously documented^15^, suggesting that at this nutrient stoichiometry there is no need for a significant change in *PtTryp2* expression to maintain N/P balance, but other N:P nutrient ratios deviating from 16:1 caused changes in *PtTryp2* expression to maintain N/P balance. Moreover, the extent of change in *PtTryp2* expression varied between cultures with different levels of N:P nutrient ratios, and between 4 and 72 h after culture inoculation from N- and P-depletion-acclimated parent culture into the experimental nutrient conditions. At 72 h *PtTryp2* expression level increased with the degree of P stress (the higher the N:P ratio, the more P stressed the cultures were), except for the N:P = 1:1 condition, an extreme N-limited condition that seemed to cause *PtTryp2* expression not to respond according to the general trend. Overall, all these data indicate that *PtTryp2* responds strongly to the variability of the N:P ratio. Correspondingly, the cellular N/P ratio under nutrient-repletion also seems to be influenced by *PtTryp2* expression level: the cellular N/P ratio was significantly elevated by *PtTryp2* knockout, but conversely, was significantly decreased by the overexpression of *PtTryp2* (Fig. 7d). Evidently, *PtTryp2* serves to coordinate N and P uptake and metabolism to dampen the amplitude of N:P ratio changes that occur when the *P. tricornutum* cells experience fluctuations in nutrient conditions^16,17^. That is, *PtTryp2* in *P. tricornutum* acts like an amplitude reducer of the N-P seesaw to achieve the N and P stoichiometric homeostasis (Fig. 7f).

As critical nutrients for phytoplankton and plants, the balance and homeostasis of N and P are crucial to the growth of the organisms. For plants, nutrient supply in the soil is highly variable; therefore, to achieve optimal and coordinated utilization of N and P, integration of N and P signaling into an integrated network is required^18^. Recent studies have revealed the critical components of the network in the model plants *Arabidopsis thaliana* and *Oryza sativa*^12,19–21^. Similarly, phytoplankton in the ocean face remarkable environmental nutrient variations, and N and P nutrients are often limited^22,23^. Although the respective responses to N and P deficiencies have been extensively studied in phytoplankton^24,25^, an integrative signaling pathway of N-P nutrition cross-talk has remained unknown until now. It is striking to find that trypsin, rather than homologs of plant *NRT1.1* and *NIGT1*^14,19^, mediates and regulates the nitrate-phosphate signaling cross-talk.

The two-level model of *PtTryp2* function (Fig. 7f), including the direction of *PtTryp2* action and the direction of *PtTryp2* expression changes, demonstrate that *PtTryp2* functions by shifting the setpoints, by tuning its own expression level, at which N signaling or P signaling is triggered in response to environmental nutrient fluctuations so that cells commit to appropriate responses. However, much of the mechanics in the regulatory cascade, from environmental nutrient sensing, *PtTryp2-*mediated signaling, to the regulation of the effectors such as N- and Pi-transporters and assimilatory genes, remains to be elucidated. Although the interplay between N and P nutrition based on *SPX-NLP-NIGT1* and *SPX-PHR-NIGT1* cascades, respectively have been uncovered in plants^12,19^, how *PtTryp2* interacts with the *SPX-PHR* cascade^26^ and whether a *SPX-NLP* cascade or other regulatory cascades exist and interact with *PtTryp2* for P and N nutrient regulation in phytoplankton remain to be addressed.

As an initial attempt, we have performed transcriptional regulatory interaction analysis based on the Inferelator algorithm^27^ to predict the potential co-regulated genes in the *PtTryp2-*dependent regulatory cascade. Consequently, a set of 1034 genes co-regulated with *PtTryp2* were identified, including 10 transcription factors (Supplementary Table 4), 10 N metabolism and assimilation genes, and a P responsive gene (Supplementary Fig. 13). Moreover, the functional enrichment of the gene set showed that *PtTryp2* is possibly involved in post-transcriptional regulation, intracellular signal transduction pathway and kinase-based phosphorus metabolism and recycle pathway (Supplementary Fig. 14). The results hint on a potentially complex regulatory network that requires much more transcriptomes derived from more growth conditions than just the N and P conditions used in this study and other experimental approaches to unravel.

We used the potential co-regulated gene list identified in this study in a comparative analysis with the published co-regulatory analysis datasets that contained hundreds of public RNA-seq datasets: DiatomPortal^28^ and PhaeoNet^29^. Interestingly, based on the DiatomPortal dataset, the *PtTryp2* was found in the Phatr_hclust_0381 hierarchical cluster that consists of 10 genes, which has been identified as the GO term of ubiquitin-dependent protein catabolism. In terrestrial plants, the ubiquitination and degradation of SPX4 was found to mediate the nitrate-phosphate interaction signaling pathway by enabling the release of PHR2 and NLP3 into the nucleus to activate the expression of both phosphate- and nitrate-responsive genes^12,19^. In addition, we found 120 genes that were common in our gene list and PhaeoNet, some of which are transcription factors.

Taken together, our analyses showed that the deletion and overexpression of *PtTryp2* simultaneously impacted nitrogen and phosphorus uptake, nitrogen and phosphorus contents of the cell, and the N:P ratio. The simultaneous impact on N and P in opposite directions suggests that this protein either directly regulates the N and P uptake machinery or is close to the direct regulator, e.g., functioning through the ubiquitination and degradation of the direct regulators as in terrestrial plants. Furthermore, it is conceivable that one or more intermediate relays between *PtTryp2* and the direct regulator would make it extremely challenging, if not impossible, to exert such precise and coordinated bidirectional regulation on N and P. To understand the mechanics of the regulatory mechanism, co-immunoprecipitation and Chromation immunoprecipitation sequencing are underway in our laboratory to experimentally identify the potential proteins and DNAs interacting with *PtTryp2*. Further studies on multiple fronts surrounding trypsin and its regulatory pathway are required for gaining an in-depth understanding of the interplay between N and P nutrition in phytoplankton and how phytoplankton will adapt to the potentially more variable and skewed N-P environment in the Anthropocene oceans.

## Methods

### Detection of trypsin genes in the *Tara* Oceans and PhyloDB databases

An extensive search for putative trypsin and trypsin-like genes was performed in both the Marine Atlas of *Tara* Oceans Unigenes and eukaryotes metatranscriptomes (MATOUv1 + metaT)^30,31^ and PhyloDB databases^32^, using the BLASTP-algorithm based identification combined with hmmsearch analysis. The BLASTP-algorithm based search was conducted using trypsin amino acid sequences from NCBI and UniProt database as queries with an e-value ≤1e−5 as the threshold. For hmmsearch analysis, the trypsin (PF00089) and trypsin-like (PF13365) domain based on profile hidden Markov models (HMM), with an E-value ≤1.0 E^−10^. The identified putative trypsin protein sequences were submitted to CDD (https://www.ncbi.nlm.nih.gov/Structure/bwrpsb/bwrpsb.cgi), Pfam and SMART (http://smart.embl-heidelberg.de/) to confirm the conserved trypsin domain. MATOU is a catalog of 116 million unigenes obtained from poly-A cDNA sequencing for samples of different size fractions from different water layers, which is available at the OGA website (http://tara-oceans.mio.osupytheas.fr/ocean-gene-atlas/). The geographic distribution of trypsin in phytoplankton based on *Tara* Oceans datasets were visualized using the maps R software package by RStudio (Version 1.4.1717). The PhyloDB is a custom-made database suitable for comprehensive annotation of metagenomics and metatranscriptomics data, comprised of peptides obtained from KEGG, GenBank, JGI, ENSEMBL, Marine Microbial Eukaryotic Transcriptome Sequencing Project, and various other repositories.

### Distance correlations between phytoplankton trypsin and environmental factors

We computed pairwise distances between samples based on of phytoplankton trypsin relative abundances and the environmental nutrient factors from *Tara* Ocean datasets. The ambient nutrient conditions corresponding to trypsin expression data in the global ocean were extracted from PANGAEA and Ocean Gene Atlas^31,33^. The following nine environmental nutrient parameters were chosen for correlation analysis: iron_5m* (Fe_5m*, µmol/l), ammonium_5m* (NH_4__5m*, µmol/l), NO_2__NO_3_ (µmol/l), NO_2_ (µmol/l), NO_3_^−^ (µmol/l), PO_4_ (µmol/l), Si (µmol/l), NO_2__5m* (µmol/l), NO_3__5m* (µmol/l). The nutrient factor labeled a star indicated the values estimated from oceanographic models. Based on our previous study, the phytoplankton trypsin from the 5–20 and 20–180 µm size fractions of surface layer appeared to be more responsive to environmental stimuli, so the two size fractions data was selected for further analysis in this study. Given these distance matrices, we computed partial Mantel correlations between trypsin mRNA abundance and environmental data using the vegan R software package.

### *P. tricornutum* culture conditions

The strain of *P. tricornutum* Bohlin used in this study (WT) was provided by the Center for Collections of Marine Algae, Xiamen University, China. As shown in a subsequent section, we generated *PtTryp2* knockout (*PtTryp2*-KO) mutants and a blank vector control (KOC). Besides, we also generated a *PtTryp2*-overexpression (*PtTryp2*-OE or OE) transgenic clone and an OEC. The WT and the manipulated strains of *P. tricornutum* cells were generally grown in f/2 liquid medium^34^ made with artificial seawater^35^. To create nitrate-depleted and phosphate-depleted conditions, f/2 medium was modified by reducing phosphate to 1 μM and omitting nitrate, respectively, with other nutrients remaining unchanged. The standard f/2, phosphate-replete and nitrate-replete cultures are named nutrient replete (HNHP), P-depletion (HNLP), and N-depletion (LNHP), respectively. Considering that the stock culture was kept in f/2 medium (882 µM NO_3_^−^ and 36.2 µM PO_4_^3−^), we pre-conditioned a pre-experiment master culture to N-depleted and P-depleted condition (pre-starvation). In this study, the pre-starvation treatment keeps the cellular N and P at a minimum level that cannot sustain cell growth. The starved culture was then used in subsequent experimental culture set up by providing varying nutrient combinations. Each condition being set up in triplicate. Cultures were grown at 20 °C in 16 h:8 h, light:dark diurnal cycles with a photon flux of 100 μE m^−2^ s^−1^.

### qRT-PCR to measure trypsin expressions in *P. tricornutum*

To determine the growth stage expression levels of *PtTryp* genes in the WT strain, cells were harvested at the same time of the day (6 h after onset of the light period) on the 3rd, 5th, 7th, and 9th day. The time-course expression patterns of *PtTryp2* responded to nitrogen addition were analyzed based on public data^36^. The cells were harvested on 4 h after PO_4_^3−^ addition to explore the time-course expression patterns of *PtTryp2* to Pi supplement.

The cell cultures were sampled by centrifugation at 5000 × *g*, and the pellet was frozen immediately in liquid nitrogen. RNA was extracted using the TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) and the RNeasy Plus Micro Kit (QIAGEN, Code: 74034, Germany), according to the previously reported method with minor modification^37^. RNA concentration was determined using a spectrophotometer (Nanodrop 2000: Thermo, USA). The cDNA template for qRT-PCR was synthesized with 1 μg of total RNA from each sample using PrimeScript®RT reagent Kit with gDNA Eraser (Perfect Real Time) (Takara, Code: DRR047A, Japan).

Primer Premier 5 was used to design primers specific to the *PtTryp* genes (Supplementary Table 5). qRT-PCR was carried out using the Sybr Green qPCR Kit Master Mix (2×) Universal (Bio-rad, US) on a Bio-Rad CFX96 Real-Time PCR System. Each reaction was in a 12 μl reaction volume containing 6.0 μl Sybr Green qPCR mixture, 1.0 μl of each 10 μM primer, 2.0 μl diluted cDNA (equivalent to 200 ng total RNA) and 2.0 μl ddH_2_O. A two-step qRT-PCR program was employed: an initial denaturation step at 95 °C for 30 s followed by 40 cycles of 3 s at 95 °C and 30 s at 60 °C. The specificity of the qPCR products was assessed using melting curve analysis for all samples. Each culture condition had three biological replicates, each cDNA sample with three technical replicates. Following a previous study^38^, the genes encoding hypoxanthine-guanine phosphorribosyltransferase (*PtHPRT*, Phatr3_J35566), TATA box binding protein (*PtTBP*, Phatr3_J10199), and ribosomal protein S1 (*PtRPS*, Phatr3_J10847) were used as the internal reference gene candidates. The web-based comprehensive tool RefFinder (http://blooge.cn/RefFinder/), which integrates currently available major computational program analysis (geNorm, Normfinder, BestKeeper, and the comparative Delta-Ct method) was used to assess the reference gene stability. Consequently, *PtTBP* is the most stable reference gene based on the web-based comprehensive tool RefFinder (Supplementary Table 6). Hence, the relative expression levels of the *PtTryp* genes were calculated using the 2^−^^ΔCt^ method by normalized to *PtTBP*.

### Generation of *PtTryp2* knockout mutants

To generate *PtTryp2* knockout mutants (*PtTryp2*-KO or KO) and corresponding control (KOC) using the *CRISPR/Ca9* gene editing technique, a transformation vector pKS-diaCas9-sgRNA with codon-optimized *Cas9* protein gene (*diaCas9*) and *P. tricornutum* U6 snRNA promoter^11^ was constructed. The vector contained two *Bsa*I restriction sites located at the 5′-end of the guide RNA coding sequence, designed to facilitate the ligation of adapters (target sites) with 5′ TCGA and AAAC overhangs^39^. The *Cas9* target site of *PtTryp2* with the PAM signal (G-N19-NGG) was identified using PhytoCRISP-Ex, a *CRISPR* target finding tool minimizing off-target potential^40^. The oligos that consisted of *Cas9* target sites (G-N19-NGG) and 5′ TCGA and AAAC overhang sequences were synthesized, then the adapter was made by annealing complementary oligos. The resulting adapter was ligated into the pKS-*diaCas9*-sgRNA plasmid using T4 DNA ligase (NEB). After confirming the sequence accuracy by sequencing, the pKS-*diaCas9*-sgRNA plasmid was introduced into *P. tricornutum* cells to induce mutation by the biolistic method. A pAF6 plasmid carrying Zeocin resistance gene (Invitrogen, Thermo Fisher Scientific, Grand Island, New York, USA) was designed and co-transformed to facilitate transformant selection^11^. A blank transformation control was constructed with the same procedure, but the vector only contained *diaCas9* and no *PtTryp2*-gRNA. All the primers used to generate the constructs are listed in Supplementary Table 5. All primers used in this study were synthesized by Sangon Biotech company (China).

To deliver the plasmids, *P. tricornutum* cells were collected from exponentially growing cultures and then concentrated to 2 × 10^8^ cells ml^−1^ at 3000 g for 5 min. Next, 200 µl of cells were spread on each 1.2% agar plate containing 50% seawater supplemented with f/2 medium. Tungsten M17 microcarriers were coated with vectors following the manufacturer’s instructions (Bio-Rad). Transformation was performed using a Bio-Rad Biolistic PDS-1000/He Particle Delivery System (Bio-Rad, Hercules, California, USA) as described previously^41^. A burst pressure of 1550 psi and a vacuum of 28 Hg were used. The bombarded cells were transferred to selection plates (50 µg/ml Zeocin) 1 day after bombardment. After 3–4 weeks, the resistant colonies were transferred to liquid f/2 media (75 µg/ml Zeocin) to isolate the pure mutant strains.

### Generation of *PtTryp2* overexpression transgenic lines

The fusion protein containing *PtTryp2* and green fluorescence protein (GFP) was designed to investigate phenotypic consequences of *PtTryp2*-overexpression (*PtTryp2*-OE or OE) and subcellular localization of *PtTryp2* in the *P. tricornutum* cells. To generate the fusion construct (pPha-T1-*PtTryp2*-*eGFP*), the CDS of *PtTryp2* was amplified and cloned into the pPhaT1 vector. These constructs were introduced into WT. In parallel, a blank vector was constructed to serve as an OEC. This construct (pPha-T1-*eGFP*) contained the CDS of *eGFP* but not that of *PtTryp2*. Both *PtTryp2*-OE and OEC vectors were sequenced to ensure sequence accuracy and then introduced into WT separately using the same biolistic procedure as described above. All the primers used to generate the constructs are listed in Supplementary Table 5. *PtTryp2* expression in the OE cell line was confirmed at a protein level through Western blot using anti-EGFP antibody. The anti-EGFP (Cat no. ab184601) and anti-GAPDH (Cat no. ab59164) antibodies used in this study were purchased from Abcam (England), and used after diluting them by 1000 and 10,000 times, respectively.

### Screening and genotype characterization for *PtTryp2*-knockout mutants

Cell lysates of resistant colonies were prepared in lysis buffer (1% TritonX-100, 20 mM Tris–HCl pH 8, 2 mM EDTA) in an Eppendorf tube by repeated freezing and thawing. Five microliters of cell lysates were used for the PCR amplification of the genomic targets with specific primers compatible with sequencing (Supplementary Table 5). The PCR products were first analyzed by agarose gel electrophoresis. For checking the presence or absence of *Cas9* gene components in the genome, primer pairs were designed in the 3’ region for PCR to amplify the sequences (Supplementary Table 5). To confirm that the mutagenesis has caused frameshift insertions and deletions of *PtTryp2*, the target regions were amplified using specific primers designed flanking the targets (Supplementary Table 5). The PCR products were separated by electrophoresis on a 1% agarose gel, purified using MiniBEST Agarose Gel DNA Extraction Kit (Takara), and cloned into pMD19-T (Takara). Random clones were picked for Sanger sequencing.

### Subcellular localization by computational prediction and fusion protein assay

Computationally, NUCPRED was used to predict the nuclear localization^42^. The presence of N-terminal signal peptides and transmembrane helices were predicted with SIGNALP 3.0, SIGNALP 4.1, TMHMM v.2.0, and PHOBIUS^43–46^. Several other programs, TARGETP, CHLOROP^47^, PROTEOME ANALYST^48^, EUK-MPLOC^49^, MitoFates, HECTAR v.1.3^50^, and ASAFIND v.1.1.5^51^ were jointly used to predict possible localizations to the plastid, mitochondria, ER, and cytoplasm.

Experimentally, the *PtTryp2*-OE and OEC cells grown in standard f/2 media were used to investigate subcellular localization. The fluorescence signals were captured using the LSM780NLO confocal microscope (Carl Zeiss, Germany). Confocal images were collected and analyzed using the Zen software (ZENblue3-1_ZENblack_3-0SR-lite). Subcellular localization of *eGFP* was visualized with an excitation wavelength of 488 nm and emission wavelength of 510–540 nm. For subcellular locality reference, the nucleus was stained using Hoechst 33342 (Hoechst AG, Frankfurt, Germany) and visualized using an excitation wavelength of 346 nm and an emission bandpass of 430–600 nm. ER-Tracker Blue-White DPX (Invitrogen) was used to visualize ER with an excitation wavelength of 375 nm and emission bandpass of 550–640 nm. Golgi-Tracker Red (Beyotime, Beijing, China) was used to locate Golgi apparatus with an excitation wavelength of 589 nm and emission spectrum of 610–650 nm. The plastid autofluorescence was visualized with an excitation wavelength of 488 nm and an emission wavelength of 650–750 nm.

### Transcriptome profiling using RNA-seq

The KOC and *PtTryp2*-KO1 cells were pre-starved in N- and  P-depleted, and then inoculated into nutrient-replete (HNHP), N-depleted (LNHP), and P-depleted (HNLP) media as described above, each in triplicate. When the N- and P-depleted cultures started to show growth depression compared to the nutrient-replete cultures, cells were harvested. Total RNA was extracted as described above, and mRNA was purified using the Oligo(dT)-attached magnetic beads. The total RNA and isolated mRNA quality and quantity were checked using the Agilent 2100 Bioanalyzer and NanoDrop (Thermo Fisher Scientific, MA, USA). Libraries for RNAseq were created from 1 µg of mRNA from each culture. The resulting libraries were loaded into the patterned nanoarray, and single-end 50 bp reads were generated on BGIseq500 platform (BGI-Shenzhen, China), with a data output of about 22 M total clean reads for each library.

The sequencing data was filtered with SOAPnuke (v1.5.2)^52^ by removing reads with sequencing adapter or low-quality base ratio and >5% unknown base ratio, and the resulting clean reads were stored in FASTQ format. The clean reads were mapped to the *P. tricornutum* reference genome (ftp.ensemblgenomes.org) using HISAT2 (v2.0.4)^53^, and aligned to the reference coding gene set by Bowtie2 (v2.2.5)^54^. The expression level of a gene was calculated using RSEM (v1.2.12)^55^. Furthermore, DESeq2(v1.4.5)^56^ was used to analyze differential gene expression with FoldChange ≥ 2 and *p* value ≤ 0.001 as the significance threshold. GO (http://www.geneontology.org/) and KEGG (https://www.kegg.jp/) enrichment analysis was performed by Phyper (https://en.wikipedia.org/wiki/Hypergeometric_distribution) based on Hypergeometric test. The significant levels of GO terms and pathways were corrected by *Q* value with a rigorous threshold (*Q* value ≤ 0.05) by Bonferroni^57^.

### Measurement of cellular N and P contents

The cellular N content was measured following the established protocol^58^ with minor modification. In brief, 20 ml culture was filtered onto pre-combusted 25 mm GF/F filters, then dried in a 50 °C oven for over 12 h. The dry filters were then subjected to acid fumigation (1% hydrochloric acid) overnight at room temperature and dried again. Then, the dry filters were burned in the combustion tube, and the C and N were measured on PE2400 Series II CHNS/O elemental analyzer (PerkinElmer, USA) following the system’s standard protocol.

For cellular phosphorus content measurement, 20 ml culture was filtered onto pre-combusted a 25 mm GF/F filter. The cells were digested to release phosphorus as orthophosphate following the persulfate oxidation technique, and the concentration of phosphate was then measured using the ascorbic acid method by spectrophotometer.

### Determination of NO_3_^−^ and Pi uptake rates

To determine the nutrient consumption of algal cells from medium, concentration changes for phosphate and nitrate over time were determined. Based on previous experiments, 36.2 μM PO_4_^−^ was exhausted from the f/2 media by ~5 × 10^5^ cells ml^−1^ in 24 h, when NO_3_^−^ remained detectable. Moreover, the cultures were grown in 16 h:8 h, light:dark cycles. Based on this set of information, the concentration changes for phosphate and nitrate were determined at 16 h (experience 8 h each for light and dark periods) after addition. A 20 ml culture sample was collected from each triplicate culture under each growth condition, and serially filtered through 25 mm GF/F membrane and 0.22 µm sterile membrane. The final filtrate was saved and stored at −20 °C until nutrient measurements. One ml subsample was removed for cell count. Nitrate concentrations were measured using the chromotropic acid method. Phosphate concentrations were measured using the ascorbic acid method. Both measurements were carried out using a spectrophotometer (V-5600, METASH, China) and commercial reagent sets. The percentage nutrient removal and nutrient uptake rate per cell were calculated from the changes of the nutrients over time and cell concentrations following Aigars et al.^59^.

### Gene co-expression network analysis

The integrative transcriptomic data comprise 94 samples across different nitrogen and phosphorus conditions were retrieved from this study and published studies^26,36,60^. The expression data were analyzed by the Inferelator algorithm^27^ to identify regulatory networks that could emerge from *PtTryp2*. The Inferelator algorithm generates a confidence score of ranging from 0–1 where 1 is near certainty of a regulatory relationship. Here, we deployed a cutoff of 0.70 to obtain high quality correlations with *PtTryp2*. Once the regulatory network was generated, we performed GO-term enrichment analysis using the latest annotations available for *P. tricornutum* to assess what functions could be regulated by trypsin.

### Statistics and reproducibility

All statistical tests used are described in figure legends. All *n* values indicated in the figures represent independent experimental samples and not technical replicates. Results are expressed as the mean ± standard deviation. The comparisons between the averages of the two groups were evaluated using the one-tailed Student’s *t* test using GraphPad Prism software (version 9). *p* values of ≤0.05 were considered statistically significant. The exact *p* values with significance are shown in the figures.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNA-seq datasets are available at NCBI in the GEO (Gene Expression Omnibus) database under accession number GSE202896. Publicly-available trypsin sequences were obtained from Pfam (https://pfam.xfam.org/family/PF00089 and https://pfam.xfam.org/family/PF13365), and Ensemble databases (http://protists.ensembl.org/Phaeodactylum_tricornutum/Info/Index) Worldwide distributions and abundances of trypsin genes were acquired from the publicly-available OGA datasets (https://tara-oceans.mio.osupytheas.fr/ocean-gene-atlas/). All other data that support the findings of this study are available from the corresponding authors upon reasonable request. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Trypsin is a coordinate regulator of N and P nutrients in marine phytoplankton
**Source:** Nat Commun. 2022 Jul 12;13:4022. doi: 10.1038/s41467-022-31802-6
**Supplement:** Supplementary file 1 — Supplementary Information

Trypsin is a coordinate regulator of N and P nutrients in marine phytoplankton

Yanchun You¹, Xueqiong Sun¹, Minglei Ma¹, Jiamin He¹, Ling Li¹, Felipe Wendt Porto², Senjie Lin^{1,2*}

Supplementary Data

Supplementary Table 1 Gene characteristics of trypsin in *P. tricornutum*.

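Among the 9 trypsin genes other than *PtTryp2*, P-depletion raised *PtTryp8* and *PtTryp6* and lowered *PtTryp9* and *PtTryp1* in both lines. *PtTryp8* (Phatr3_J7679), on chromosome 23 from 460956 to 461270, rose by 1.45 on the log2 scale in KOC (SE 0.24, n = 3 per group, edgeR adjusted p = 9.6e-05), or 0.92 without KOC_HNLP replicate 1, and by 2.42 in KO1 (SE 0.25, edgeR adjusted p = 4e-07). The difference of 0.97 did not pass (SE 0.33, edgeR adjusted p = 0.062), but it was larger and passed without that library (edgeR adjusted p = 7.8e-05), and passed at 1.12 without KO1_HNLP replicate 3. *PtTryp9* (Phatr3_J40462) lies on the same chromosome from 467436 to 468962 and changed by −0.80 in KOC (SE 0.18, edgeR adjusted p = 0.0016) and −1.21 in KO1 (SE 0.19, edgeR adjusted p = 4.3e-05). *PtTryp6* (Phatr3_J49223) rose by 0.42 and 0.48 (SE 0.07 in each, edgeR adjusted p = 0.00015 and 2.4e-05). *PtTryp1* (Phatr3_J3211) changed by −0.31 in KOC (edgeR adjusted p = 0.014) and −0.48 in KO1 (edgeR adjusted p = 0.00052), and by −0.36 with N-depletion in KOC (edgeR adjusted p = 0.0061). *PtTryp10* (Phatr3_J49772) rose by 0.66 with N-depletion in KOC (SE 0.17, edgeR adjusted p = 0.0044). *PtTryp4* (Phatr3_J13240) was lower in KO1 under HNHP, LNHP and HNLP, by −0.77, −0.53 and −0.67 (edgeR adjusted p = 5.7e-05, 0.00091 and 0.00015). It lies on chromosome 11, where 253, 244 and 261 of 326 tested genes were lower in KO1 in these media. With P-depletion, 3 of the 9 rose and 2 fell in KOC and 2 rose and 3 fell in KO1, or 1 rose and 4 fell and 1 rose and 6 fell with library totals alone, and camera gave no adjusted p under 0.71 in any comparison.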

Name	Gene ID	pI/MW (kDa)	CDS length<br>(bp)	Chr.	Genomic location
<i>PtTryp1</i>	Phatr3_J3211	8.89/67.68	1848	1	478577-479386
<i>PtTryp2</i>	Phatr3_J54319	4.34/66.26	1854	5	598808-599891
<i>PtTryp3</i>	Phatr3_J45961	5.05/40.78	1101	8	783487-784064
<i>PtTryp4</i>	Phatr3_J13240	7.68/49.60	1401	11	681318-682858
<i>PtTryp5</i>	Phatr3_J37254	4.57/39.66	1107	12	525221-526219
<i>PtTryp6</i>	Phatr3_J49223	9.1/49.81	1392	21	271661-272994
<i>PtTryp7</i>	Phatr3_J49602	4.53/59.37	1677	23	167242-169127
<i>PtTryp8</i>	Phatr3_J7679	3.98/76.63	2181	23	460956-461270
<i>PtTryp9</i>	Phatr3_J40462	4.6/63.87	1764	23	467436-468962
<i>PtTryp10</i>	Phatr3_J49772	6.21/61.61	1749	24	251021-252769

Supplementary Table 2 Subcellular localization prediction of trypsin in *P. tricornutum*.

	NucPred	TMHMM	TargetP	Euk-mPLoc 2.0	Plant-mPLoc	SignalP 3.0	SignalP 4.0	MitoFates	HECTAR v1.3
<i>PtTryp1</i>	-	-	-	Cytoplasm	Chloroplast	-	-	-	-
<i>PtTryp2</i>	-	-	S	Extracell	Chloroplast	+	+	-	-
<i>PtTryp3</i>	-	1<br>(297-316)	S	Extracell	Nucleus	+	+	-	-
<i>PtTryp4</i>	-	-	-	Extracell	Cell wall<br>Nucleus	-	-	-	-
<i>PtTryp5</i>	-	-	C	Peroxisome	Chloroplas	+	+	-	-
<i>PtTryp6</i>	-	-	M	Extracell	Cell wall<br>Golgi apparatus	-	-	-	-
<i>PtTryp7</i>	-	-	C	Extracell	Cell wall	-	-	-	-
<i>PtTryp8</i>	-	1<br>(535-557)	S	Extracell	Cell membrane<br>Cell wall<br>Chloroplast	+	+	-	-
<i>PtTryp9</i>	-	-	C	Extracell Nucleus	Nucleus	+	+	-	-
<i>PtTryp10</i>	-	-	M	Nucleus	Chloroplast	+	+	-	-

Supplementary Table 3 Information of 11 classic housekeeping gene in *P. tricornutum*.

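P-depletion changed several housekeeping genes, with *GAPDH4* raised and the 2 actin genes lowered in both lines. *GAPDH4* (Phatr3_J51128) rose by 0.87 on the log2 scale in KOC (SE 0.09, n = 3 per group, edgeR adjusted p = 6.4e-07) and by 0.96 in KO1 (edgeR adjusted p = 1.2e-07). *Actin12* (Phatr3_J29136) changed by −0.63 in KOC and −1.08 in KO1 (SE 0.10, edgeR adjusted p = 2e-07), and *Actin16* (Phatr3_J29812) by −0.75 and −1.08 (SE 0.12, edgeR adjusted p = 6.7e-07). N-depletion lowered *Actin16* in KOC by 0.77 (SE 0.11, edgeR adjusted p = 2.6e-05) and *Actin12* by 0.71 (SE 0.10, edgeR adjusted p = 2.1e-05). *EF1a* (Phatr3_J18475), a translation elongation factor, was higher in KO1 by 0.54 under LNHP (SE 0.08, edgeR adjusted p = 5.8e-05) and by 0.35 under HNLP (edgeR adjusted p = 0.0031). *TubA* and *TubB*, of tubulin, differed by 0.59 (edgeR adjusted p = 5.5e-05) and −0.52 (edgeR adjusted p = 0.0041) under HNHP. They lie on chromosomes 9 and 11, where 255 of 340 tested genes were higher and 253 of 326 lower in KO1 under HNHP. *TBP* and *Histone H4* passed in none of the comparisons with edgeR. Of the 10 genes, 1 rose and 4 fell with N-depletion in KOC, 4 and 3 in KO1, and 1 and 5 with P-depletion in KOC and 2 and 4 in KO1. With library totals alone these were 1 and 6, 2 and 3, 1 and 6 and 1 and 7. Between the lines, 1 was higher and 1 lower under HNHP, 4 were higher under LNHP, and 2 were higher and 2 lower under HNLP, or 3 and 3 when adjusted over the list alone. The median turned, with library totals alone, from 0.08 to −0.04 between the lines under HNLP and from 0.09 to −0.09 for the difference in the response to P-depletion (−0.03 with upper-quartile scaling). It kept its sign under P-depletion within each line, and camera gave no adjusted p under 0.12 in any comparison.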

Gene name	Gene ID
Actin16	Phatr3_J29812
Actin12	Phatr3_J29136
TubA (tubulin α chain)	Phatr3_J54534
TubB (tubulin β chain)	Phatr3_J21122
GAPDH4 (glyceraldehyde-3-phosphate dehydrogenase)	Phatr3_J51128
TBP (TATA box binding protein)	Phatr3_J10199
EF1 a (translation elongation factor a subunit)	Phatr3_J18475
Ub (Ubiquitin)	Phatr3_J29166
Histone H4	Phatr3_J34971
RPS (ribosomal protein small subunit 30S)	Phatr3_J10847
CdkA	Phatr3_J20262

Supplementary Table 4 Predicted transcription factors co-regulated with *PtTryp2*.

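Of the 10 transcription factor genes of Supplementary Table 4, a heat shock factor gene and a MYB gene rose and a bZIP and a C3H gene fell with N-depletion in KOC. The heat shock factor gene *HSF* (Phatr3_J35419) rose by 0.86 on the log2 scale (SE 0.12, n = 3 per group, edgeR adjusted p = 2.1e-05) and *MYB* (Phatr3_J48179), which lies on chromosome 16, by 0.47 (SE 0.07, edgeR adjusted p = 1.4e-05). *bZIP* (Phatr3_J51933) changed by −0.55 (SE 0.08, edgeR adjusted p = 1.8e-05) and *C3H* (Phatr3_J50624) by −0.41 (edgeR adjusted p = 0.00018). In all, 3 rose, 4 fell and 3 did not pass in KOC, and 1 rose and 9 did not pass in KO1 (2 rose and 1 fell in KO1 when adjusted over the list alone). Another heat shock factor gene, *HSF* (Phatr3_J44570), was lower in KO1 under HNHP, LNHP and HNLP, by −0.38, −0.46 and −0.57 (edgeR adjusted p = 0.0043, 0.00036 and 0.00011). *bZIP* was higher in KO1 by 0.40 under LNHP (SE 0.08, edgeR adjusted p = 0.0007), and *MYB_related* (Phatr3_EG02570) by 0.44 under HNLP (SE 0.08, edgeR adjusted p = 0.00041). With P-depletion, 3 rose and 2 fell in KOC and 5 rose and 2 fell in KO1 on TMM scaling, while with library totals alone 5 fell in KOC, 6 fell in KO1 and none rose (edgeR). The response of *C3H* to P-depletion differed between the lines by 0.52 (SE 0.10, edgeR adjusted p = 0.0042), but by 0.34 on library totals alone, where it did not pass (edgeR adjusted p = 0.051). The authors chose these genes from a network inferred on samples that include these libraries, so the counts over the list are not independent evidence, and camera gave no adjusted p under 0.62 in any comparison.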

Gene ID	TF class
Phatr3_EG01965	HSF
Phatr3_J14805	E2F/DP
Phatr3_J35419	HSF
Phatr3_J44570	HSF
Phatr3_J45392	HSF
Phatr3_J48955	CPP
Phatr3_J51933	bZIP
Phatr3_J50624	C3H
Phatr3_J48179	MYB
Phatr3_EG02570	MYB_related

Supplementary Table 5 Information of primers used in this study.

Primer name	Sequence 5'-3'	Length<br>(bp)	Product Length<br>(bp)	Note
PtTryp1-F	TATTTTCGTCTGATGGCTTTGTGC	24	87	qRT-PCR
PtTryp1-R	TGCGACCGTCCGTCAAAGTAA	21		
PtTryp2-F	GGTGGAGAAGATGCCAGTGTAGG	23	105	qRT-PCR
PtTryp2-R	GCAGTGGGCAGCAGTGAGAAC	21		
PtTryp3-F	TGTTCCCTTATGAGGGCCAGTATGTC	25	88	qRT-PCR
PtTryp3-R	CTCCTGTAGGGTGTCTGGCTTTAGA	24		
PtTryp4-F	GCGATGGCTATTCTACCGTTCAC	23	137	qRT-PCR
PtTryp4-R	CACAGCGAAGTCATAGCGAAACA	23		
PtTryp5-F	TATCTCCACCGATCCGCAACT	21	107	qRT-PCR
PtTryp5-R	CGTATTCACGCCGACTACTTCC	22		
PtTryp6-F	CTGTCAGGGAGATTCTGGTGGTC	23	87	qRT-PCR
PtTryp6-R	CTATCGCCACAACCGACACC	20		
PtTryp7-F	TGATCCTCGCTGACCCAGTGA	21	116	qRT-PCR
PtTryp7-R	ACCGTAAAGGGTACTGCCAAAGC	23		
PtTryp8-F	TGACAACCTGACGGTAATGGGC	22	94	qRT-PCR
PtTryp8-R	GAAATCGACGGCGAGTAGGGT	21		
PtTryp9-F	CGGTCAGCACCAGCCTCTTTC	21	116	qRT-PCR
PtTryp9-R	GGACGCATCCTCCTCCGCTA	20		
PtTryp10-F	CACACTGACGGCAGGCATTATTT	23	94	qRT-PCR
PtTryp10-R	GGCGGCGTCGGTCTGAATA	19		

PtTBP-F	ATTCCGCCTTTGCCAGTTACGA	22	111	qRT-PCR
PtTBP-R	CAGTAATGACTATCTTCCGCTCACGA	27		
PtRPS-F	CGAAGTCAACCAGGAAACCAA	21	166	qRT-PCR
PtRPS-R	GTGCAAGAGACCGGACATACC	21		
PtHPRT-F	GATCTGGCGGCTATCATAAAAGAGG	25	130	qRT-PCR
PtHPRT-R	TGTCATATCCTTGGCACAGGTCTTG	25		
PtTryp2-<br>gRNA-F	TCGAGGTGGAGAAGATGCCAGTGT	24	637	Adapter for <i>PtTryp2</i> knockout
PtTryp2-<br>gRNA-R	AAACACACTGGCATCTTCTCCACC	24		Adapter for <i>PtTryp2</i> knockout
PtTryp2-KO-F	GCAAAGAGAACCTATTCGGAACCTAAG	26		Screening for <i>PtTryp2</i><br>knockout mutants
PtTryp2-KO-R	CTTTTTGGAGAATGTTACTGCCAGA	25		
diaCas9-F	TTGGAAACATTGTGGACGAGGT	23	464	Screening for <i>PtTryp2</i><br>knockout mutants
diaCas9-R	AGGAGGGTCAGGTCTTGGTGAT	23		
eGFP-F	GCTCTAGAATGGTGAGCAAGGGCGAGGA	28	717	<i>eGFP</i> overexpression
eGFP-R	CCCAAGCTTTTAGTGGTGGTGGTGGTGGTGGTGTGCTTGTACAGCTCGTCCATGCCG	52		
PtTryp2-OE-F	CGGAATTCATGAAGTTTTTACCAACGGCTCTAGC	34	852	<i>PtTryp2</i> overexpression
PtTryp2-OE-R	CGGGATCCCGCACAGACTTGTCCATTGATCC	31		

Supplementary Table 6 Stability evaluation of reference genes expression.

Method	Ranking Order (Better--Good--Average)		
	1	2	3
Delta CT	<i>PtTBP</i>	<i>PtHRPT</i>	<i>PtRPS</i>
BestKeeper	<i>PtTBP</i>	<i>PtRPS</i>	<i>PtHRPT</i>
Normfinder	<i>PtTBP</i>	<i>PtHRPT</i>	<i>PtRPS</i>
Genorm	<i>PtTBP</i> <i>PtHRPT</i>		<i>PtRPS</i>
Recommended comprehensive ranking	<i>PtTBP</i>	<i>PtHRPT</i>	<i>PtRPS</i>

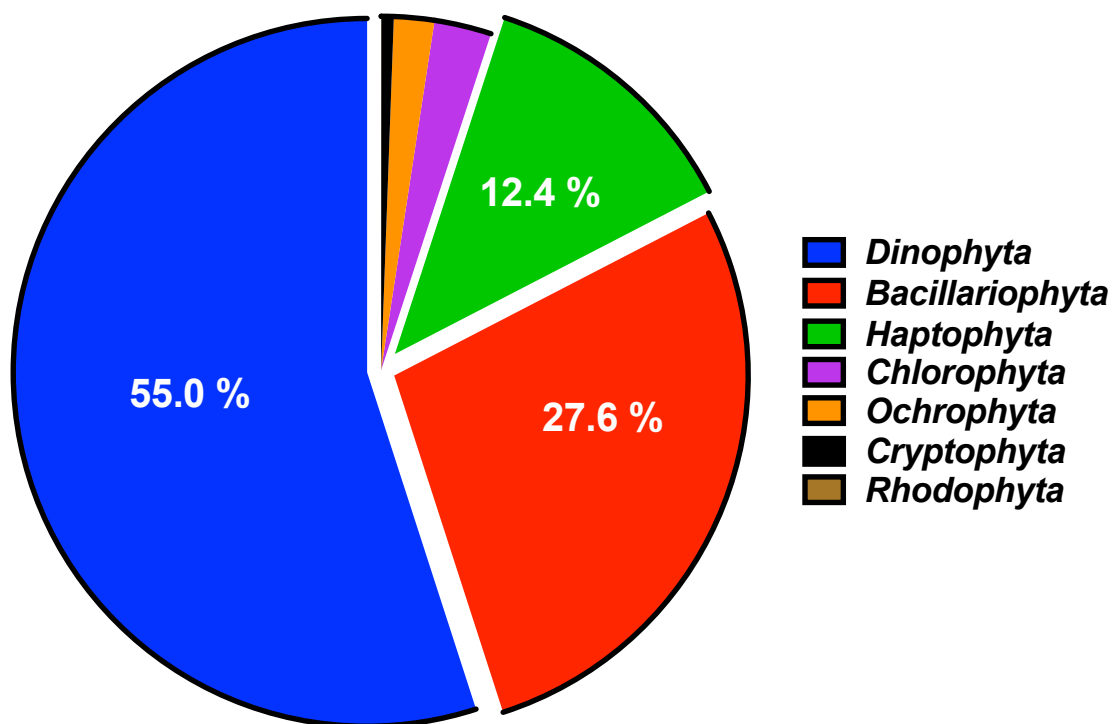

Total=15766 hits

Supplementary Figure 1 Taxonomic distribution of identified phytoplankton trypsin homologs from *Tara Oceans Unigenes*. Datasets were obtained from the Marine Atlas of *Tara Oceans Unigenes* (MATOU) database (<https://tara-oceans.mio.osupytheas.fr/ocean-gene-atlas/>). Source data are provided as a Source Data file.

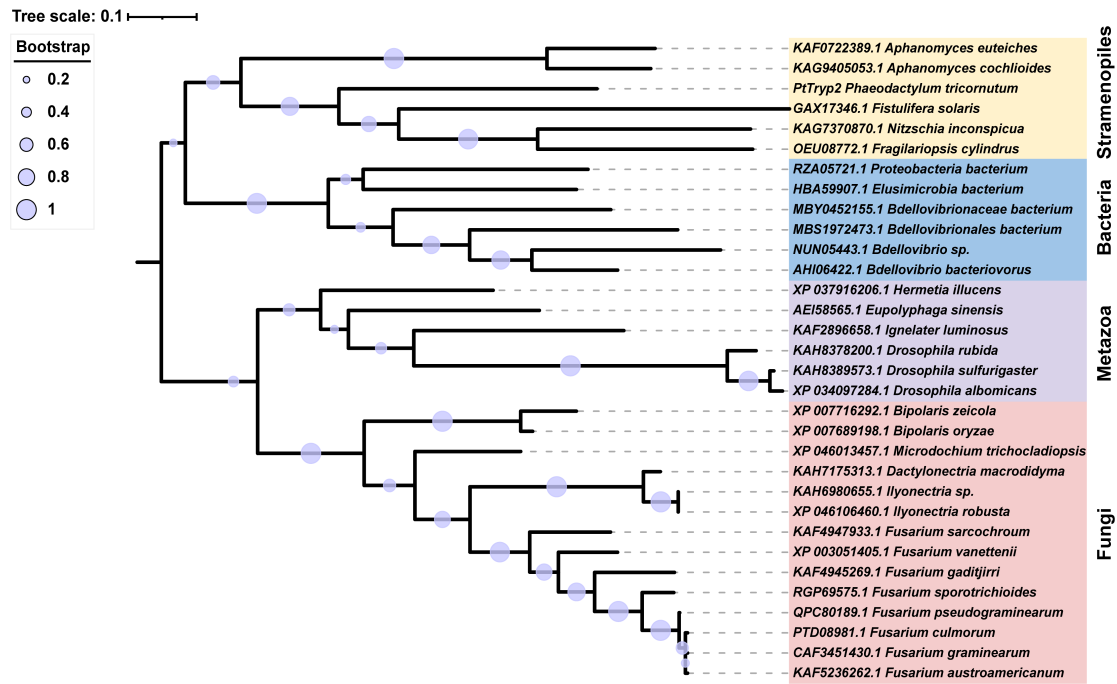

Supplementary Figure 2 Phylogenetic relationships of *PtTryp2* with different trypsin protein sequences. The Maximum Likelihood phylogenetic tree was constructed using MEGA X software with bootstrap test of 1000 times, based on a discrete Gamma distribution of evolutionary rate variations, which was recommended by the results of Poisson correction model. The resulting tree file was visualized with iTol (<https://itol.embl.de>). The tree shows that different class of trypsins are distinct, and the *P. tricornutum* trypsin is clustered with most of the diatom trypsins, which share a closer relation with the trypsins from bacteria than metazoans and fungi. Scale bar indicates amino-acid substitutions per site. Source data are provided as a Source Data file.

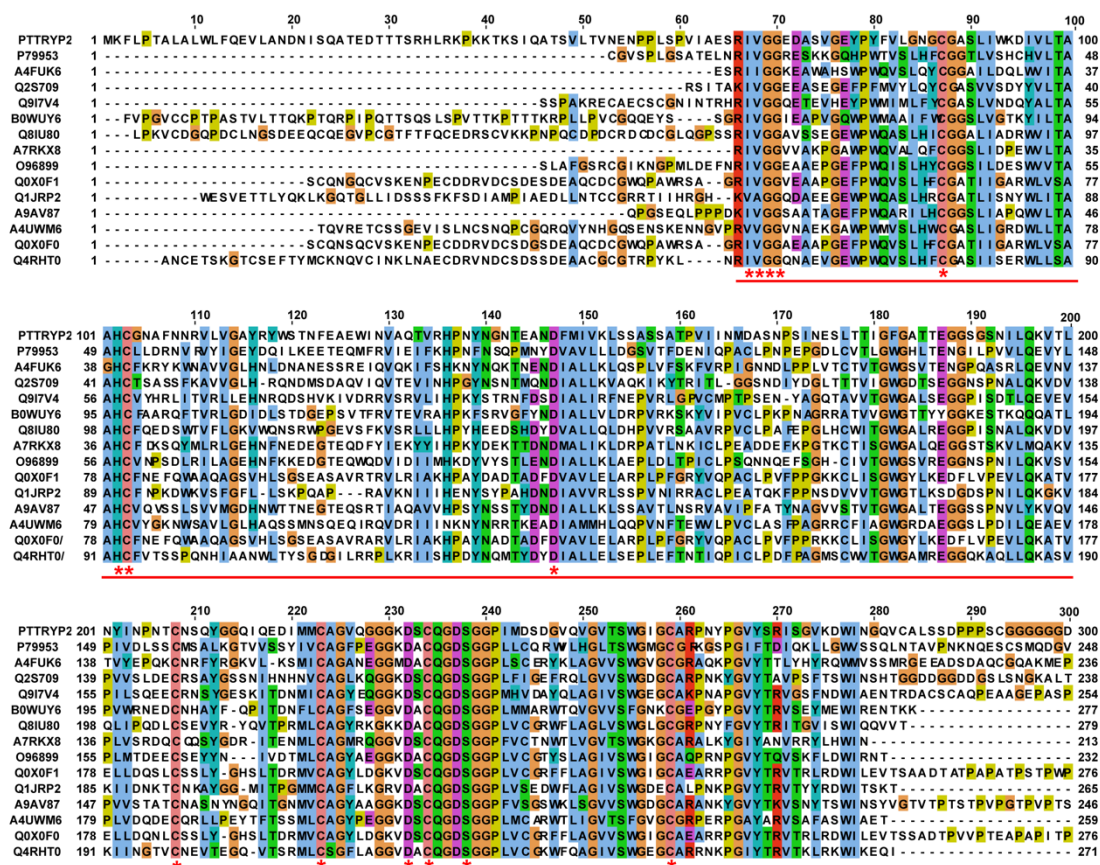

Supplementary Figure 3 Alignment of trypsin amino acid sequences. The important residues of trypsin domain are conserved in *PtTryp2*. The *PtTryp2* trypsin sequences, along with the other trypsin sequences downloaded from EBI database, were aligned using CLUSTAL W. Dashes represent gaps introduced for the alignment. Residues that are identical are represented by same background colors. The trypsin domain and the structurally important residues (Rypniewski et al. 1994) are indicated by red line and red asterisks, respectively. These include the trypsin catalytic triad (Ser-His-Asp), the substrate binding site, the Cys residues at the conserved disulphide bridges, and the amino terminus of the mature trypsins (peptide IVGG). Source data are provided as a Source Data file.

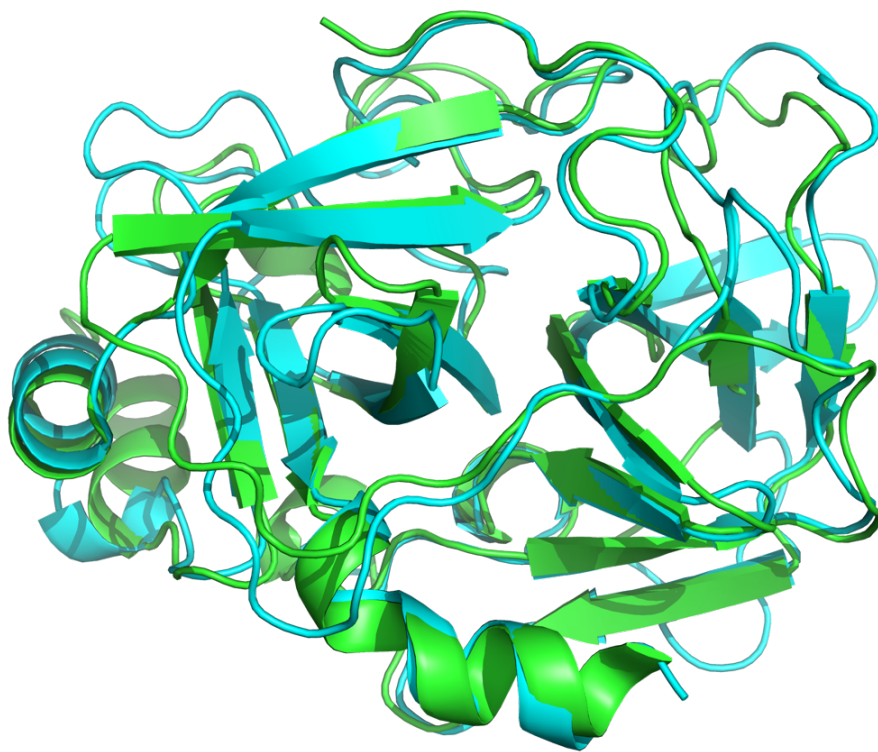

Supplementary Figure 4 Protein structure alignment and superposition of *PtTryp2* against *BtTryp*. It indicates that *PtTryp2* and animal trypsin have a highly similar architecture. The structure of *PtTryp2* was predicted by Phyre2. The structure of *BtTryp* (*Bos taurus*) was download from PDB database (PDB id: 4BNR). The structures of *PtTryp2* and *BtTryp* are colored green and cyan, respectively.

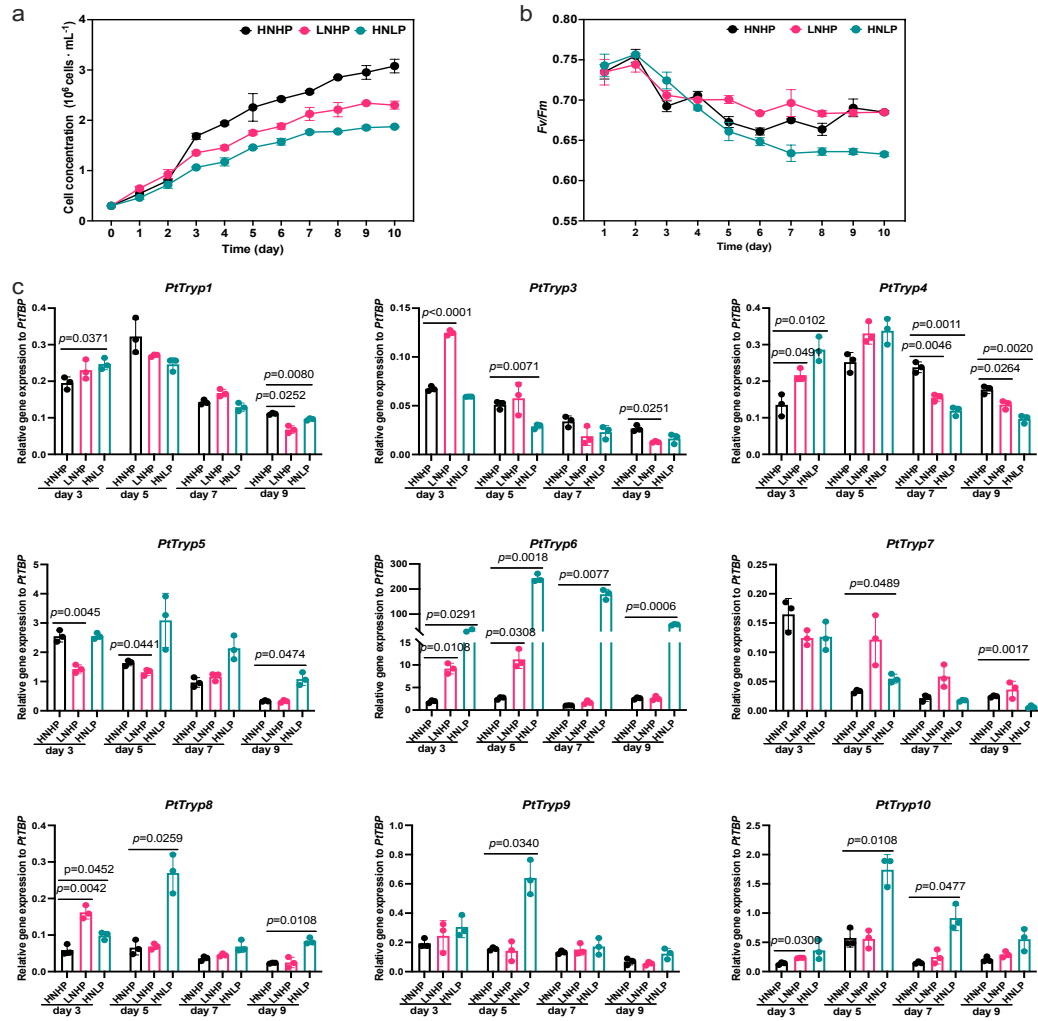

Supplementary Figure 5 Physiological parameters and expression patterns of identified trypsin genes in *P. tricornutum* under different conditions. The WT cells grown under nutrient-replete (HNHP), N-depleted (LNHP), and P-depleted (HNLP) conditions. **a**, Cell concentration. Data are presented as mean values $\pm$ SD ($n=3$ biologically independent samples). **b**, Photosynthetic efficiency as indicated by F_v/F_m . Data are presented as mean values $\pm$ SD ($n=3$ biologically independent samples). **c**, Expression patterns of identified trypsin genes in *P. tricornutum* based on qRT-PCR. The HNHP group was selected as control. Data are presented as mean values $\pm$ SD ($n=3$ biologically independent samples). The comparisons between the averages of the two groups were evaluated using the one-tailed Student's *t* test. The *P* values with significance ($p \leq 0.05$) are shown. Source data are provided as a Source Data file.

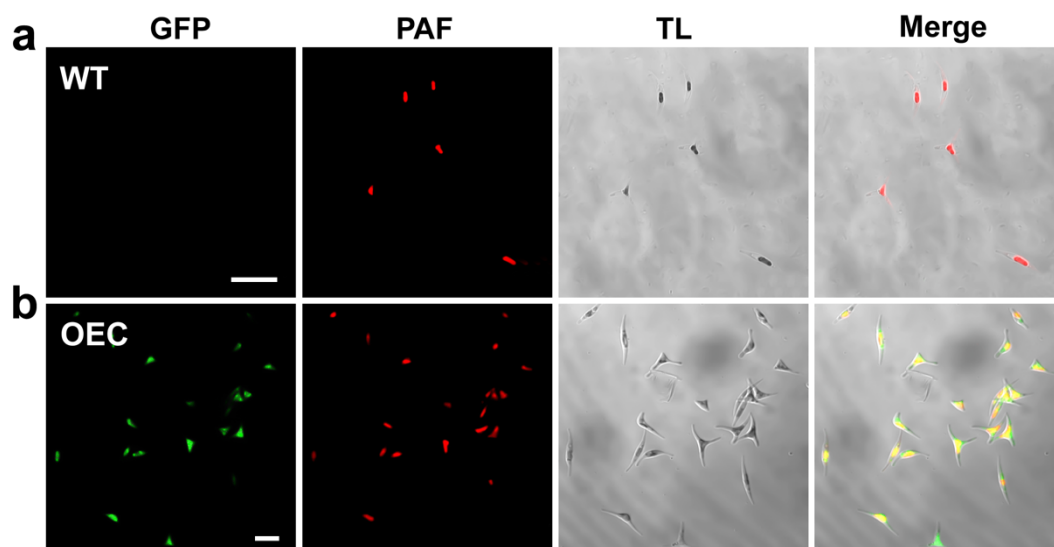

Supplementary Figure 6 Fluorescent microscopy of *P. tricornutum* cells. **a**, wild-type cells (WT) without any transformation. Scale bar, 10 μ m. TL, transmission light. All experiments were repeated three times, and similar results were obtained. **b**, *P. tricornutum* WT cells transformed with pPha-T1-eGFP vector (as control of overexpression experiment, abbreviated as OEC). Scale bar, 10 μ m. TL, transmission light. All experiments were repeated independently three times, and similar results were obtained.

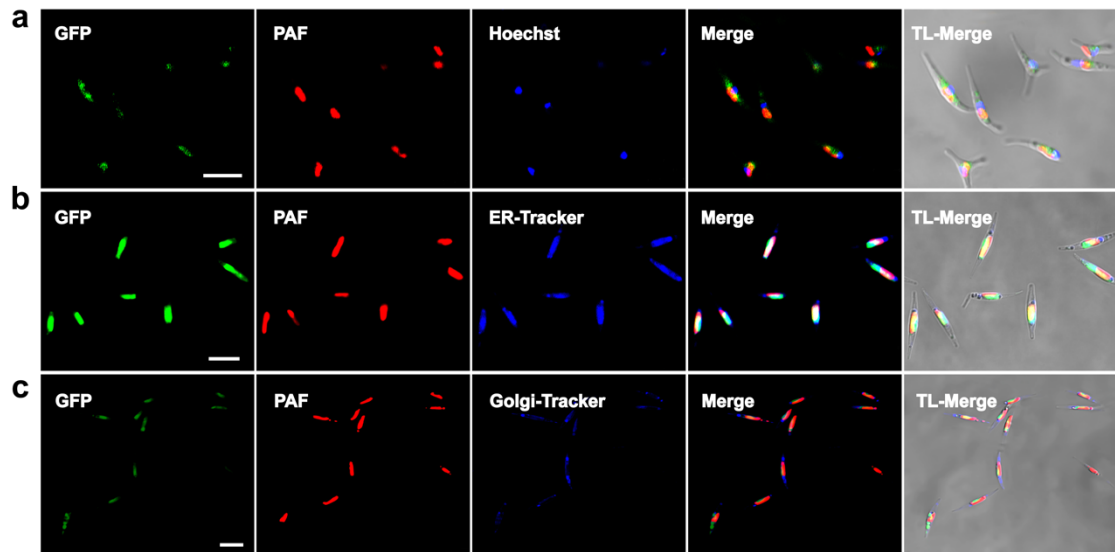

Supplementary Figure 7 Confocal image of the *PtTryp2*-OE cell line stained with different subcellular makers. a, Micrographs showing that the position of *PtTryp2* in the *PtTryp2-eGFP* transgenic cells (OE) does not overlap with the nuclear Hoechst 33342 staining but does partially overlap with plastid. All experiments were repeated independently three times, and similar results were obtained. **b**, The ER-Tracker Blue-White DPX showed the co-localization of ER and *PtTryp2*. All experiments were repeated independently three times, and similar results were obtained. **c**, The Golgi-Tracker staining in *PtTryp2-eGFP* transgenic cells reveals the localization of *PtTryp2* not in the Golgi. All experiments were repeated independently three times, and similar results were obtained. All images are representatives of multiple observations in several independent cultures. The *PtTryp2* signal is green (eGFP tag). ER, endoplasmic reticulum; GFP (green), green fluorescent protein; PAF (red), plastid autofluorescence; Scale bar, 10 μ m. TL, transmission light. All experiments were repeated independently three times, and similar results were obtained.

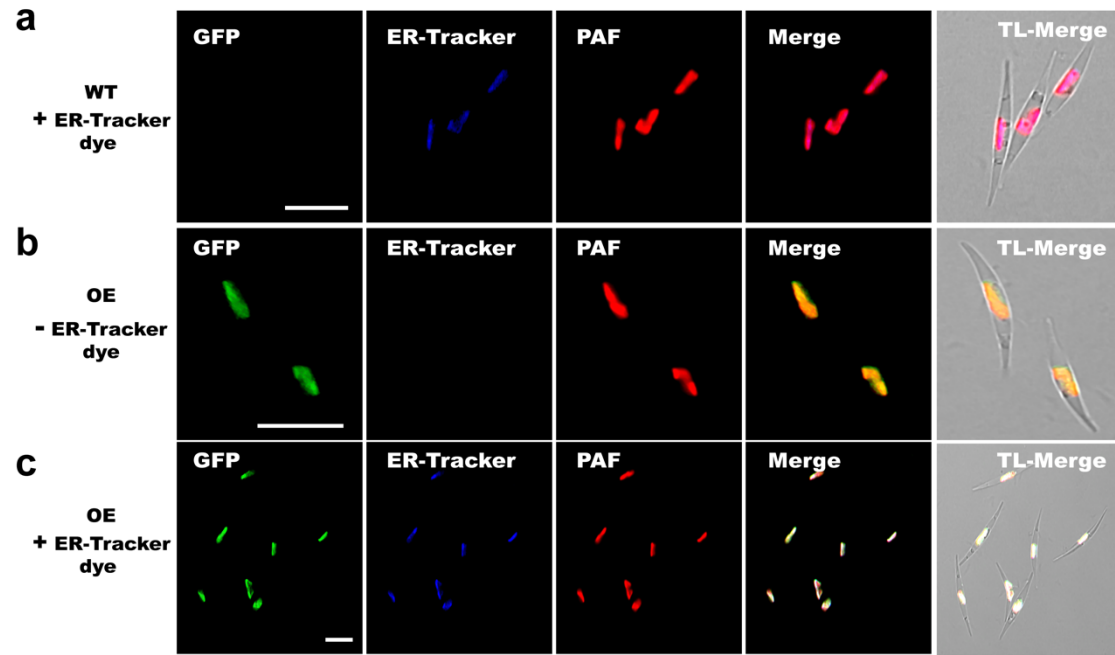

Supplementary Figure 8 Negative and positive controls for ER tracker. a, WT cell line stained with ER-Tracker Blue-White DPX. All experiments were repeated independently three times, and similar results were obtained. **b**, OE cell line without stained with ER-Tracker Blue-White DPX. All experiments were repeated independently three times, and similar results were obtained. **c**, OE cell line stained with ER-Tracker Blue-White DPX. All experiments were repeated independently three times, and similar results were obtained. All images are representatives of multiple observations in several independent cultures. ER, endoplasmic reticulum; GFP (green), green fluorescent protein; PAF (red), plastid autofluorescence; Scale bar, 10 μ m. TL, transmission light.

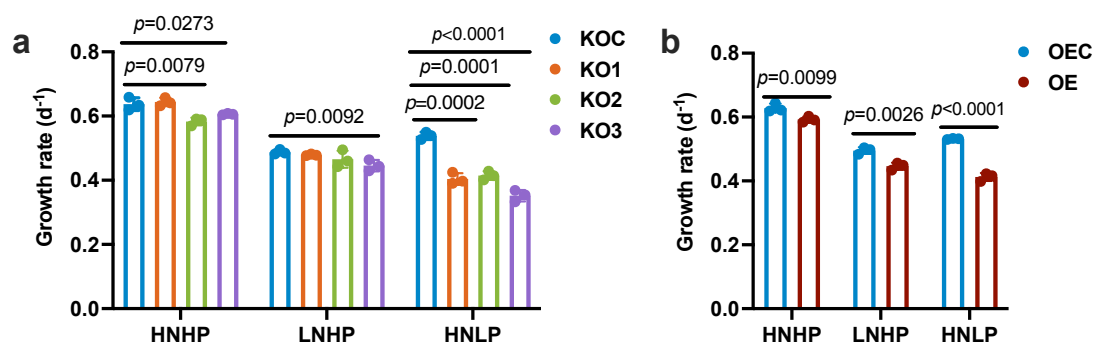

Supplementary Figure 9 The exponential growth rates (d1-d4) of different *PtTryp2* mutants under different N and P conditions. Nutrient conditions are indicated by HNHP (Nutrient-replete), LNHP (N-depleted, P-replete), HNLP (N-replete, P-depleted), and LNLP (Nutrient-depleted). **a**, The *PtTryp2*-knockout lines and KOC line. The KOC group was selected as control. Data are presented as mean values $\pm$ SD (n=3 biologically independent samples). The comparisons between the averages of the two groups were evaluated using the one-tailed Student's t test. The *P* values with significance ($p \leq 0.05$) are shown. **b**, The *PtTryp2*-overexpression line and OEC line. The OEC group was selected as control. Data are presented as mean values $\pm$ SD (n=3 biologically independent samples). The comparisons between the averages of the two groups were evaluated using the one-tailed Student's t test. The *P* values with significance ($p \leq 0.05$) are shown. Source data are provided as a Source Data file.

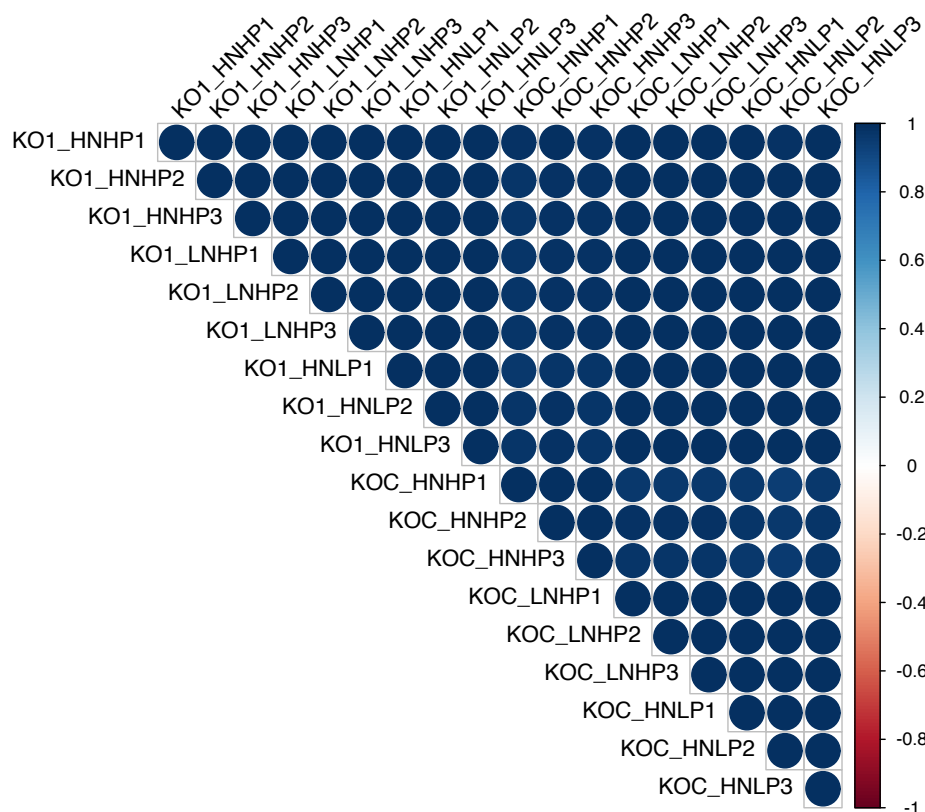

Supplementary Figure 10 Repeatability analysis for biological replicates between RNA-seq samples based on 11 classic housekeeping gene. The correlation analysis based on the selected housekeeping gene transcripts was very high (> 0.94), indicating that there is good reproducibility between samples. The 11 putative housekeeping gene lists were retrieved according to Siaut et al's research, detail gene information was listed in Supplementary Table 4. Source data are provided as a Source Data file.

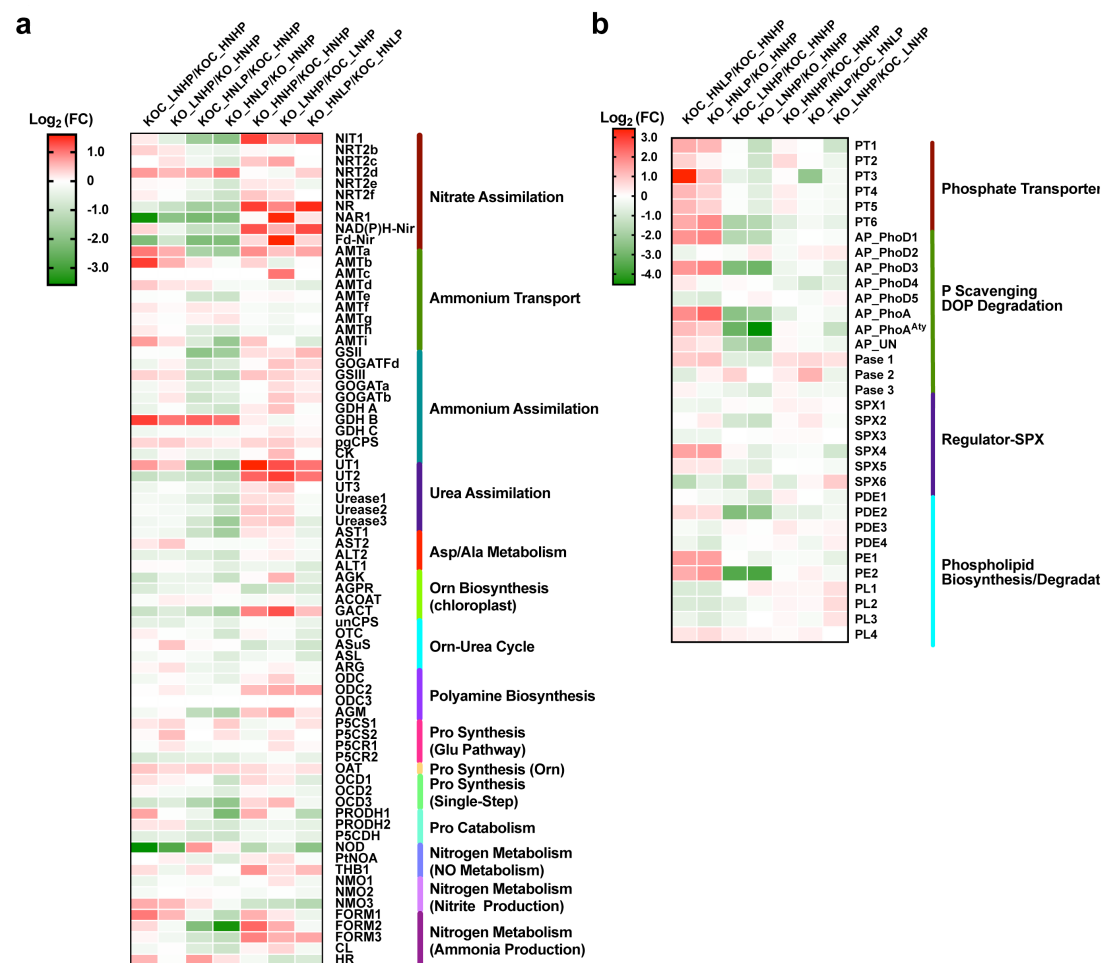

Supplementary Figure 11 Transcriptomic evidence that *PtTryp2* is involved in regulating nitrogen and phosphorus signaling and mediated crosstalk between N and P. a, Transcription of nitrogen assimilation genes and intersecting pathways. **b**, Transcription of phosphorus responsive genes. Heatmap shows log₂ (Fold change) for nitrogen and phosphorus responsive catalog genes. Nitrogen responsive catalog genes were selected as in Smith et al. (2019). Phosphorus responsive catalog genes were selected as in Sharma et al. (2020) and Zhang et al. (2021). Gene name abbreviations and gene id can be found in source data. Source data are provided as a Source Data file.

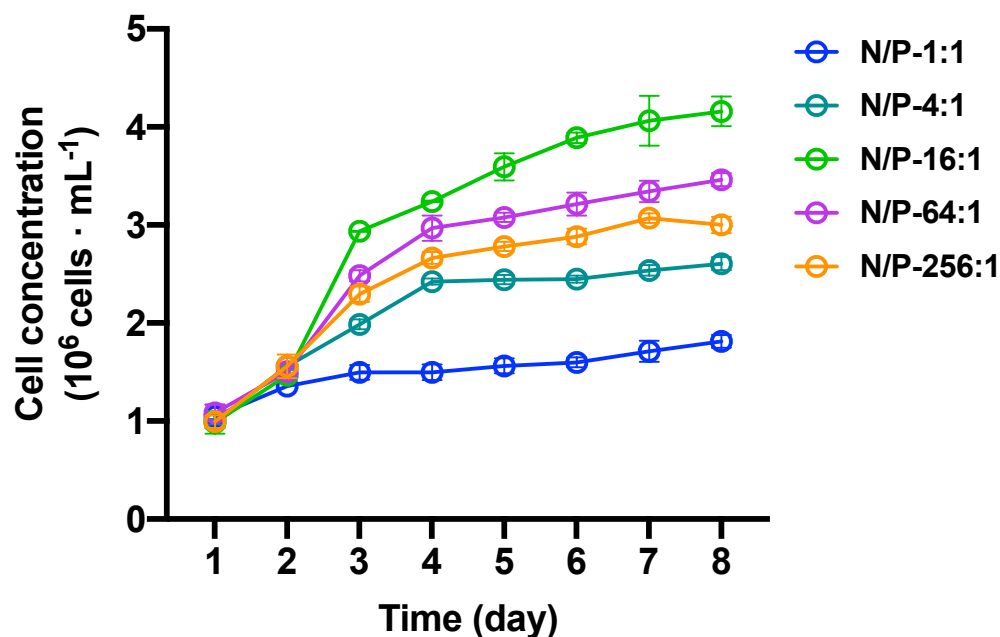

Supplementary Figure 12 Growth curves of wild type *P. tricornutum* across different N/P nutrient stoichiometric ratio conditions. The N/P nutrient ratio of 16:1 was optimal for *P. tricornutum* growth. The medium was the standard f/2 medium with different NO_3^- and PO_4^{3-} supply. N/P-1:1, 2.5 μM NO_3^- and 2.5 μM PO_4^{3-} . N/P-4:1, 10 μM NO_3^- and 2.5 μM PO_4^{3-} . N/P-16:1, 40 μM NO_3^- and 2.5 μM PO_4^{3-} . N/P-64:1, 40 μM NO_3^- and 0.625 μM PO_4^{3-} . N/P-256:1, 40 μM NO_3^- and 0.156 μM PO_4^{3-} . In order to show clear of the cell growth limited by nutrient depletion, all the y axis was set on the same scale. Data are presented as mean values $\pm$ SD (n=3 biologically independent samples). Source data are provided as a Source Data file.

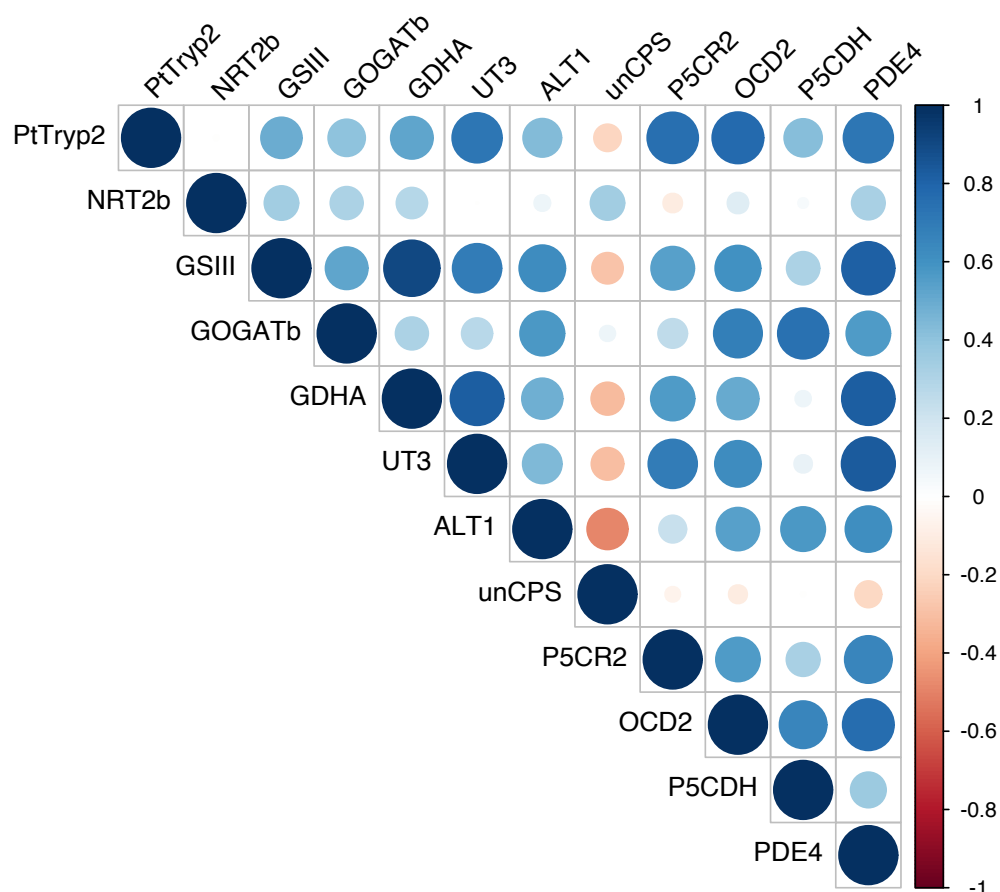

Supplementary Figure 13 The correlation coefficient of the expression of *PtTryp2* with that of N and P responsive genes. The *PtTryp2* expression levels show correlated best with several N and P responsive genes (UT3, P5CR2, OCD2 and PDE4). The N and P responsive genes were identified from the co-expression gene catalog co-expressed with *PtTryp2*. Gene name abbreviations and gene id can be found in Supplementary Table 2 and 3. Source data are provided as a Source Data file.

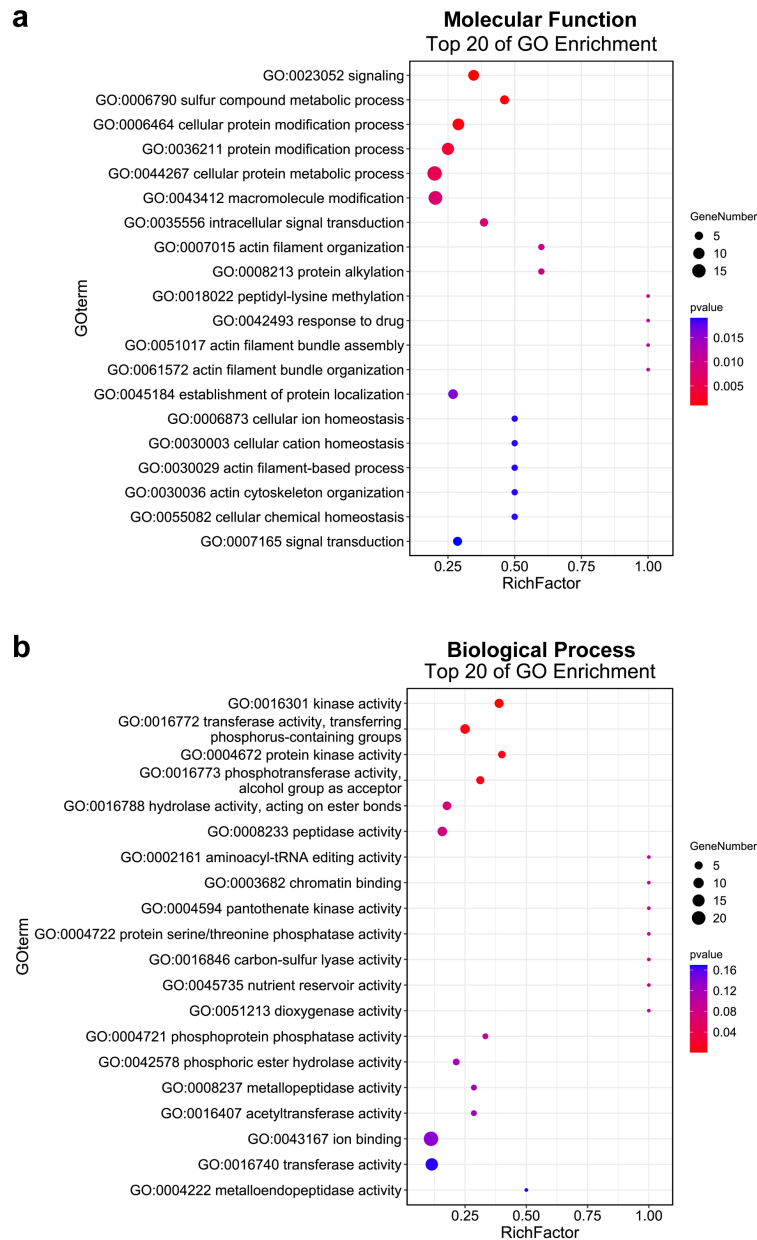

Supplementary Figure 14 Dot plot of the top 20 GO terms enriched by the *PtTryp2* co-expression gens. **a**, the molecular function subclasses of the enriched GO terms. The significance of enriched GO functional groups was evaluated using the Fisher's exact test with an adjusted P value ≤ 0.05 . The size of the dots represents the number of genes and the color of the dots represent the adjusted P values. **b**, the biological process subclasses of the enriched GO terms. The functional enrichment of the gene set shows that *PtTryp2* possibly regulates post-transcriptional regulation pathway, intracellular signal transduction pathway and a set of kinases related to phosphorus metabolism and recycle pathway. The significance of enriched GO functional groups

---

was evaluated using the Fisher's exact test with an adjusted P value ≤ 0.05 . The size of the dots represents the number of genes and the color of the dots represent the adjusted P values. The first four GO terms are closely related to cellular P recycle and metabolism.

# Supplementary material for: Trypsin is a coordinate regulator of N and P nutrients in marine phytoplankton
**Source:** Nat Commun. 2022 Jul 12;13:4022. doi: 10.1038/s41467-022-31802-6
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Confocal images were collected and analyzed using Zen software (ZENblue3-1_ZENblack_3-OSR-lite). RNA-seq reads were aligned to the <i>Phaeodactylum tricornutum</i> (ASM15095v2) genome released in Ensembl (http://protists.ensembl.org/Phaeodactylum_tricornutum/Info/Index). Genes were identified by hmmer (Version 3.1) and confirmed by NCBI Conserved Domain Search (https://www.ncbi.nlm.nih.gov/Structure/cdd/wrpsb.cgi). Primers were designed by Primer Premier 5. Publicly-available worldwide distributions and abundances of trypsin genes were acquired from the OGA datasets (https://tara-oceans.mio.osupytheas.fr/ocean-gene-atlas/).
Data analysis	Data analyses were performed using Prism GraphPad (Version 9). The sequencing data was filtered with SOAPnuke (v1.5.2). Differentially expressed gene analysis was performed using DESeq2 (v1.4.5). The expression level of a gene was calculated using RSEM (v1.2.12). Subcellular localization was predicted using NUCPRED, SIGNALP 3.0, SIGNALP 4.1, TMHMM v.2.0, TARGETP, CHLOROP, PROTEOME ANALYST, EUK-MPLOC, HECTAR v.1.3, and ASAFIND v.1.1.5. The web-based comprehensive tool RefFinder (http://blooge.cn/RefFinder/), which integrates currently available major computational program analysis (geNorm, Normfinder, BestKeeper, and the comparative Delta-Ct method) was used to assess the reference gene stability. The geographic distribution of trypsin in phytoplankton based on Tara Oceans datasets were visualized using the maps (version 3.4.0) R software package by RStudio (version 1.4.1717). Mantel correlations between trypsin mRNA abundance and environmental data using the vegan (version 2.5-7) R software package by RStudio (version 1.4.1717).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data, including the source data that supports the finding of this study, are available within the paper, its supplementary information files, or publicly available datasets. Publicly-available trypsin sequences were obtained from Pfam (<https://pfam.xfam.org/family/PF00089> and <https://pfam.xfam.org/family/PF13365>), and Ensemble databases (http://protists.ensembl.org/Phaeodactylum_tricornutum/Info/Index). Publicly-available worldwide distributions and abundances of trypsin genes were acquired from the OGA datasets (<https://tara-oceans.mio.osupytheas.fr/ocean-gene-atlas/>).

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☐ Life sciences ☐ Behavioural & social sciences ☒ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description

We find that the ancient enzyme trypsin occurs widely in global ocean phytoplankton. By CRISPR/Cas9 mediated-knockout and overexpression analyses coupled with physiological measurements, we show that trypsin is a coordinate regulator of nitrogen and phosphorus stoichiometric homeostasis in the diatom examined.

Research sample

This study involved only laboratory cultures, no environmental samples. The wild-type culture of *Phaeodactylum tricornutum* Bohlin strain was provided by the Center for Collections of Marine Algae, Xiamen University, China. The knockout strains (PtTryp2-KO) and PtTryp2-overexpression strain (PtTryp2-OE) were generated in this study using CRISPR/Cas9 gene editing technique with biolistic bombardment. All these cultures were grown under nutrient-replete, N-depleted, and P-depleted conditions to represent nutrient-sufficient and nutrient-limited conditions, each in triplicate, and samples were collected from each culture at the exponential (nutrient-replete cultures) or equivalent (N- and P- depleted cultures) stage for analyses.

Sampling strategy

After the cultures had been acclimated to the respective nutrient conditions (showing respective phenotypes), samples were collected for physiological measurements and molecular analyses. One triplicate set of samples from triplicate independent cultures were filtered onto the 3.0 µm polycarbonate membrane filters (Millipore) and resuspended in 1 mL Trizol Reagent (Invitrogen, Carlsbad, CA, USA), immediately frozen in liquid nitrogen and subsequently stored at -80°C for RNA isolation. The second triplicate set of samples were filtered onto pre-combusted 25 mm GF/F filters and subsequently stored at -20°C for cellular N and P content measurements. The third triplicate set of samples were filtered through 25 mm GF/F filter and 0.22 µm sterile filter, then stored at -20°C for NO₃⁻ and PO₄³⁻ concentration determination. For N and P content measurements, the minimal sample size was 1×10⁴.

cells in each sample, and for RNA analyses, the minimal cell number for each sample was 1×10^8 ; these samples sizes are consistent with previous studies (Zhang et al., 2021).

Data collection The datasets used for analyzing global ocean distribution of trypsin genes were obtained from the public databases generated by the TARA Oceans expedition team: the Marine Atlas of Tara Oceans Unigenes and eukaryotes metatranscriptomes (MATOUv1+metaT) (<https://tara-oceans.mio.osupytheas.fr/ocean-gene-atlas/>) and PhyloDB databases. To generate our own transcriptomic data, mRNA was purified using the Oligo(dT)-attached magnetic beads. The total RNA and isolated mRNA quality and quantity were checked using the Agilent 2100 Bioanalyzer and NanoDrop (Thermo Fisher Scientific, MA, USA). Libraries for RNAseq were created from 1 µg of mRNA from each culture. The resulting libraries were loaded into the patterned nanoarray, and single-end 50 bp reads were generated on BGISEQ500 platform (BGI-Shenzhen, China), with a data output of about 22 M total clean reads for each library. The clean reads were aligned to the *Phaeodactylum tricornutum* (ASM15095v2) genome released in Ensembl, done by BGI-Shenzhen, China.

Timing and spatial scale This study is not a field study; therefore, timing and spatial scale is not relevant.

Data exclusions No data were excluded in the entire study.

Reproducibility All physiological parameters were measured in at least two experiments, each with three independent biological replicates. The results are all consistent. Transcriptome profiling was conducted in only one experiment; however, each culture condition had three independent biological replicates and they produced very similar results.

Randomization All culture bottles were randomly placed in the incubator. All replicate cultures were sampled, with no selection involved. For each culture, samples were taken after the culture was gently and thoroughly mixed to make sure they represent the entire culture.

Blinding Samples for measurements and analyses were blinded so that no information about the culture condition was indicated on the samples during the measurements and analyses.

Did the study involve field work? ☐ Yes ☒ No

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

- n/a Involved in the study
- ☐ ☒ Antibodies
- ☒ ☐ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☒ ☐ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern

Methods

- n/a Involved in the study
- ☒ ☐ ChIP-seq
- ☒ ☐ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

Antibodies

Antibodies used Anti-EGFP antibody and anti-GAPDH antibody used in this study were both commercialized antibody and were purchased from Abcam (England). Anti-EGFP body: Mouse monoclonal [F56-6A1.2.3] against EGFP, Abcam, Cat no. ab184601, Lot no. GR3277308-1, used in 1:1000 dilution. Anti-GAPDH antibody: Mouse monoclonal [FF26A] against GAPDH, Abcam, Cat no. ab59164, used in 1:10,000 dilution.

Validation The antibodies for EGFP (Cat no. ab184601) and GAPDH (Cat no. ab59164) were purchased from Abcam (England). Please refer to the following links for the validation of the antibodies:
Anti-EGFP antibody: <https://www.abcam.com/egfp-antibody-f56-6a123-ab184601.html>
Anti-GAPDH antibody: <https://www.abcam.com/gapdh-antibody-ff26a-ab59164.html>

How the deposited data were processed for this re-analysis (not part of the article)

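Poly(A) messenger RNA was sequenced from cultures of *P. tricornutum* on a BGISEQ-500 in single-end reads of 50 bases. The 18 libraries are 3 biological replicates each of the knockout line *PtTryp2*-KO1 and of the blank vector control KOC under HNHP, LNHP and HNLP. The cells had been starved of N and P before they were put into these media. The sample labels call the control wild type, while the methods of the paper describe the blank vector control, and the groups are named KOC here. Replicates are numbered as in the labels.

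The authors removed low-quality reads with SOAPnuke, mapped the others to the genome with HISAT2 2.0.4 and to the transcripts with Bowtie2 2.2.5, and estimated counts with RSEM 1.2.12. The deposited table of each library gives 12178 genes with a length, an expected count, FPKM and TPM. The expected counts are the authors' RSEM estimates, in which a read that maps to several genes is shared between them, so that 1208 to 1286 values per library are not whole. The authors' FPKM are fragments per kb of length and per M mapped reads, made from the same counts by RSEM. The authors' TPM are the same values scaled to a fixed sum per library by RSEM. Of the lengths, 99.97% are multiples of 3, so they are coding lengths. Whether the libraries were stranded is not stated.

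The deposited expected counts were rounded to whole numbers. Genes with enough counts were kept by filterByExpr of edgeR at a minimum count of 10, which left 10823. TMM factors were computed, with means of 1.09, 0.987 and 0.894 in KOC and 1.146, 1.1 and 0.825 in KO1 under HNHP, LNHP and HNLP. A quasi-likelihood model with 1 mean per group (6 groups, 12 residual degrees of freedom, prior degrees of freedom 5.23) was fitted in edgeR 4.0.16 under R 4.3.3. Comparisons were N-depletion and P-depletion within each line, KO1 against KOC within each medium, and the differences between the lines in the responses to N and to P. A DEG has an absolute log2 fold change of at least 1 and an unadjusted p of at most 0.001. The paper states these limits for DESeq2, without saying whether its p was adjusted. Other calls use Benjamini-Hochberg adjusted p under 0.05 at any fold. Log2 fold changes in the text are the fitted ones, CPM are scaled by TMM, and errors of fold changes are standard errors of the fit.

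Lists of genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with the estimated correlation, and adjusted over 38 lists and 9 comparisons together (342 tests). Lists with fewer than 3 measured members were not tested. Lists by words in product names had been planned, but no product names were at hand. The lists were instead built from RefSeq symbols, before any test was run. The RefSeq table was joined by gene number. It gave 9377 genes a RefSeq gene and 580 a symbol. The join was checked on 9 trypsin genes, all on the chromosome of Supplementary Table 1 and overlapping its positions. The coding length lay within 3 bases of the gene span for 15.1% of joined genes, against at most 0.49% in 1000 shuffles. Gene positions refer to assembly ASM15095v2.

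The lists of the paper are the 16 genes of Fig. 5a, the 23 of Fig. 6a (phosphate transporters, phosphatases and SPX genes), the trypsins of Supplementary Table 1, the housekeeping genes of Supplementary Table 3 and the transcription factors of Supplementary Table 4. By the legend of Supplementary Fig. 11, N and P genes were selected as in earlier studies, and how those of Fig. 5a and Fig. 6a were picked is not stated. The lists from symbols are chlorophyll and heme synthesis, carotenoid synthesis, light-harvesting proteins (with Lhcf, Lhcr and Lhcx), photosystem II and ATP synthase subunits, the Calvin cycle, photorespiration, glycolysis, the TCA cycle, pyruvate and oxaloacetate enzymes, plastid sugar phosphate transporters, nucleotide transporters, fatty acid synthesis, ornithine, proline and polyamines, iron, oxidative stress and thioredoxins, heat shock proteins, the proteasome, ER-associated degradation, the COP9 signalosome, vesicle coats, Rab and Sec proteins, histones, kinesins, DNA replication, DNA repair, cyclins and their kinases, the anaphase-promoting complex, and cryptochromes and photolyases.

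The 39 names of Fig. 5a and Fig. 6a carry no gene numbers. They were assigned through the Source Data of the paper, by 7 fold changes each within 0.01 of a single gene with no second gene within 0.05, which settled 38. The last, *Pase 2*, was assigned with the offset of each column removed, a step chosen after the values were seen. Of 391 genes named or listed, 56 had an expected count that was not whole (beyond 0.005) in at least 1 library, and reads of these are shared with other genes. Most Lhcf genes and several histone genes are among them.

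Genes named in the text were chosen by a rule. It takes, per comparison, the 5 largest rises and falls among genes with a symbol, an adjusted p under 0.05, a mean of at least 10 CPM over all libraries and replicates that do not overlap (the last not for differences between responses). It also takes up to 4 members per list, and every gene that the paper names with an identifier or in Fig. 5a and Fig. 6a. The fold changes of the Source Data had been seen. The rule, the comparisons and the alternatives were set before the data were examined, apart from those named here and in the closing section as chosen later.

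Expected counts summed to a median of 17.16, 16.72 and 16.83 M per library in KOC and 16.87, 16.92 and 16.88 M in KO1 under HNHP, LNHP and HNLP. The 10 most abundant genes took 8.97% to 13.6% of the counts. In counts simulated from these libraries with 100 genes changed by each of log2 1 and log2 2 (10769 tested), the DEG rule found 48 and 99 with 1 false call. A change of log2 1 lies at the fold limit of that rule. The adjusted p found 96 and 99 with 6 false calls for P-depletion, 95 and 100 with 11 for KO1 against KOC, and 79 and 98 with 6 for the difference between responses. A difference of log2 1 between responses is thus missed more often than one within a line.

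Alternatives were RLE, upper-quartile and no scaling beyond library size, no filter, a stricter filter (5 CPM in 3 libraries), DESeq2 1.42.0 on all libraries and on the 6 of a comparison with shrunken folds, edgeR on those 6, limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), folds from mean FPKM, other thresholds, other sets of genes for the shares, the replicate number as a term, adjustment over a list alone, and each library left out in turn. Added after the data were seen were fits without both libraries of the widest spread around their group, KO1_LNHP replicate 3 and KOC_HNLP replicate 1, and without the genes of chromosomes 9 and 11.

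The reads were not mapped again, as neither reads nor a genome sequence were at hand. *Ub* of Supplementary Table 3 was left out because its identifier is in none of the deposited tables, and experiments of the paper without sequencing data were not analysed.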

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

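Chosen after the result was seen were the tests of the ratio of DEG numbers under redrawn labels, of N responses scaled alike and of the library scaling. So were the tests of clusters and counting bias on chromosomes 9 and 11, and the counts and list tests without these chromosomes. The choice of these chromosomes for the random sets of genes also followed the result. The other tests of this part were chosen earlier.

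KO1 differed from KOC in every medium for most tested genes of chromosomes 9 and 11, a signal that the paper does not report, on chromosomes that also hold genes it names, such as *Pase 1* and *TubA* on chromosome 9, and *TubB* and *PtTryp4* on chromosome 11. The median log2 fold change of KO1 against KOC under HNHP, LNHP and HNLP was 0.53, 0.57 and 0.54 on chromosome 9, and −0.57, −0.52 and −0.62 on chromosome 11. By contrast, 10000 random sets of as many genes as on chromosome 9 or 11 reached at most 0.06 to 0.11 (permutation p = 1e-04 in each, the smallest they can give). This p makes no allowance for the choice of these chromosomes as the most shifted. On chromosome 16, not tested so, the median was −0.16, −0.13 and −0.14, with 54, 70 and 58 of 250 genes lower and 5, 20 and 26 higher. Regulated genes or clusters are argued against by the 18 windows of 100 kb with at least 20 tested genes on chromosomes 9 and 11. These were all shifted to the side of their chromosome in all 3 media, by at least 0.35. The test of changed expression around the edited gene does not bear on these shifts, as *PtTryp2* lies on chromosome 5. There, 1 of 29 genes within 50 kb of it differed on 1 side in all 3 media (3.45%). Of other genes, those of chromosomes 9 and 11 included, 6.87% did (Fisher exact p = 0.72), so no excess near *PtTryp2* was seen. A bias of sequencing or counting that goes with the line stays open, since it would cancel within a line, where the nutrient responses of these chromosomes had medians no farther from 0 than −0.08, so that no bound on these can exclude it. A gain or loss of whole chromosomes may explain the shifts of chromosomes 9 and 11. The smallest median of chromosome 9 over the media was 0.532, where 3 copies in place of 2 would give 0.58. The medians of chromosome 11 had the size of 2 copies in place of 3, while a fall from 2 copies to 1 would be larger than they were. No DNA was sequenced, and the line that changed is not known for either chromosome. Differences between KO1 and KOC on these chromosomes thus cannot be put down to *PtTryp2*.

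The lines differed in their response to N-depletion for 1588 genes by a test of the difference itself, with the smaller change in KO1 for 1366 and the larger for 222, and for 1500 without chromosomes 9 and 11. Among 100 draws of the line labels within each medium, 1, the real one, gave as many, and the highest other gave 917. Groups drawn in this way mix the lines, so any difference between the lines widens their spread. The draws therefore cannot exclude chance for this number. Chance is not excluded for the share of DEGs with the smaller fold in KO1 (81.6%, others 6.4% to 92.9%, with 22 of 100 draws as far from an even share) nor for the ratio of DEG numbers between the lines (2.14, highest other 2.79, with 7 of 100 as large). N responses of KO1 all scaled down alike, as in cultures less starved of N at harvest, are argued against by the phosphate transporter genes, of which 3 of 6 responded more in KO1 with a difference that passed. An effect of *PtTryp2*, a milder starvation that spares some genes, and other differences between the lines stay open, since a single knockout line was sequenced.

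The lines differed in their response to P-depletion for 1436 genes by the same test, with the larger change in KO1 for 1032 and the smaller for 404, for 1347 without chromosomes 9 and 11, and for 729 without KOC_HNLP replicate 2, 916 without KO1_HNHP replicate 1 and 908 without KO1_HNHP replicate 2. Of the 100 draws 1, the real one, gave as many, and the highest other gave 251. These draws too mix the lines within a group, so they cannot exclude chance for this number. Chance is not excluded either for the share of DEGs with the larger fold in KO1 (73.8%, others 9.3% to 88.7%, 19 of 100 as far from an even share) or for the ratio of DEG numbers (1.73, highest other 2.30, 15 of 100 as large). The scaling of the libraries is argued against as the cause of the greater number of DEGs in KO1, since the ratio of KO1 to KOC was at least 1.73 under each of 4 scalings. On library totals alone the median gene lay lower in P-depleted KO1 (median log2 fold change −0.49 from mean CPM and −0.50 from the edgeR fit), and whether a few abundant genes cause this stays open, since the median from mean CPM was −0.36 with the 100 most abundant genes left out of the totals, between the bounds set for either answer. An effect of *PtTryp2* and other differences between the lines stay open here too.

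For the numbers of DEGs within a medium or a line, edgeR was fitted to the 6 libraries of each comparison under all 10 ways to part them into groups of 3, which are too few for a share under 5%. The real split and the highest other gave 806 and 1 for N-depletion in KOC, 311 and 1 in KO1, 634 and 3 for P-depletion in KOC, 1288 and 2 in KO1, and 92 and 3, 288 and 2, and 222 and 3 for KO1 against KOC under HNHP, LNHP and HNLP.

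Lists of genes that differed between the lines in their response to N-depletion by camera at the preset correlation, none of them at the estimated correlation, follow with the median difference in log2 fold change (KO1 minus KOC). The median was 0.98 for chlorophyll and heme synthesis, 1.21 for light-harvesting proteins, 1.30 for Lhcf and 1.18 for Lhcr. Subunits of photosystem II, cytochromes and the plastid ATP synthase had 0.80, with 5 of 6 genes above 0 (camera adjusted p = 0.00037, 0.49 with the estimated correlation). Oxidative stress and thioredoxin genes had 0.32, with 4 of 11 above 0 (camera adjusted p = 0.021, 0.48 with the estimated correlation). Heat shock protein genes had 0.34, with 4 of 15 above 0, or 6 above and 1 below when adjusted over the list alone (camera adjusted p = 0.021, 0.65 with the estimated correlation). The proteasome had 0.34, with 6 of 8 above 0 but 2 without KO1_HNHP replicate 1 or KOC_LNHP replicate 3 and 3 without KO1_HNHP replicate 2 or 3, KO1_LNHP replicate 2 or 3, KOC_HNHP replicate 2 or 3, or KOC_LNHP replicate 1. ER-associated degradation had 0.38, with 3 of 5 above 0 (camera adjusted p = 0.028, 0.39 with the estimated correlation) but 1 without KO1_HNHP replicate 1, KOC_HNHP replicate 3 or KOC_LNHP replicate 3. The P genes of Fig. 6a had −0.34, with 5 below 0 but 8 without KOC_HNHP replicate 2, and their phosphate transporters −0.88.

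For the response to P-depletion, the median difference was 0.53 for heat shock protein genes, 0.39 for the proteasome and −0.24 for DNA replication, where 2 of 13 genes lay below 0, or 3 when adjusted over the list alone.

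Single genes of which the response to N-depletion differed by the test of the difference were chosen by the rule for named genes. The difference was 4.83 for *ISIP2B*, lost without KOC_LNHP replicate 2 (4.68) or 3 (4.70), 2.22 for *ISIP2A* and 2.22 for *Lhcf15*. It was 2.89 for *CREG1*, lost in 15 of the 18 fits that each leave out 1 library (2.14 to 3.07), and 2.65 for *ISIP3*, lost in 6 (2.01 to 2.68). It was −1.65 for *myoC1*, −1.18 for *UPL1*, −1.03 for *Lhcx4*, −0.94 for *TRD3*, which lies on chromosome 9, and −0.94 for *Pt-KIF2*, lost in 8 fits (−0.99 to −0.78). Among the P and N genes of the paper it was −1.38 for *PT1*, −1.17 for *PT2*, −1.10 for *PT4*, −0.92 for *SPX4*, −0.67 for *PT5* (lost without KO1_HNHP replicate 1, −0.62), 1.55 for *SPX6* (lost in 9 fits, 1.14 to 1.60) and 0.43 for *GOGATb* (lost in 5, 0.38 to 0.43). Among transcription factors and housekeeping genes it was 0.34 for *bZIP* (lost in 13, 0.28 to 0.37), 0.33 for *C3H* (lost in 11, 0.30 to 0.36), −0.30 for *MYB* on chromosome 16 (lost in 11, −0.31 to −0.23), 0.58 for *EF1a* and 0.34 for *TubA* on chromosome 9 (lost in 14, 0.27 to 0.36). Of these, *Pt-KIF2* (−0.85) and *MYB* (−0.21) no longer passed on library totals alone, and with upper-quartile scaling *bZIP* (0.30), *C3H* (0.30) and *TubA* (0.31).

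For the response to P-depletion the difference was 1.66 for *HSP70A*, 1.53 for *HSP20B* and 1.24 for *ATPase-P4*, which lies on chromosome 16. It was 1.19 for *SMP1*, lost in 10 of the 18 fits (0.71 to 1.23, with 0.71 without KOC_HNHP replicate 3), and 1.18 for *dsCYC7*, lost without KOC_HNLP replicate 2 (1.10). It was −2.25 for *PT3*, −0.97 for *hCDK7*, −0.92 for *cc1*, −1.01 for *CYCB1* on chromosome 9 and −0.85 for *SMC2*, where the last 2 calls were lost without KOC_HNLP replicate 2 (−0.92 and −0.76). *FRE2* on chromosome 11 had −0.97, lost in 8 fits (−1.02 to −0.69). *GOGATb* had 0.47 and *GOGATa* 0.37 (lost in 13, 0.34 to 0.39). *C3H* had 0.52, *MYB_related* 0.40 (lost in 3, 0.35 to 0.37), *EF1a* 0.39 (lost in 8, 0.33 to 0.41) and *Actin12* −0.45 (lost in 13, −0.47 to −0.35, and with RLE scaling, −0.44). Both on library totals alone and with upper-quartile scaling, *GOGATb* (0.28 and 0.34), *GOGATa* (0.18 and 0.24), *MYB_related* (0.22 and 0.28), *EF1a* (0.20 and 0.26) and *SMP1* (1.00 and 1.06) no longer passed, nor did *C3H* with library totals alone (0.34).

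Lists that differed between KO1 and KOC within a medium by camera at the preset correlation, none of them at the estimated correlation, lie among genes that the paper does not discuss, apart from the P genes of Fig. 6a and their phosphate transporters under LNHP (median −0.45 and −0.66). Under HNHP the median log2 fold change was 0.41 for histones, 0.36 for kinesins, −0.37 for heat shock protein genes and −0.27 for chlorophyll and heme synthesis, where 4 genes were lower, or 2 without KO1_HNHP replicate 1 or 2 or KOC_HNHP replicate 2, and 7 without KO1_LNHP replicate 3. Under LNHP it was 1.09 for light-harvesting proteins, 1.21 for Lhcf, 0.93 for Lhcr, 0.86 for subunits of photosystem II, cytochromes and the plastid ATP synthase, 0.64 for chlorophyll and heme synthesis and 0.51 for histones. Under LNHP it was also 0.42 for fatty acid synthesis, 0.28 for the proteasome and 0.14 for vesicle coats, Rab and Sec proteins. Under HNLP it was 0.25 for the proteasome and 0.16 for vesicle coats, Rab and Sec proteins. Without chromosomes 9 and 11, camera no longer called vesicle coats, Rab and Sec proteins in either medium, nor fatty acid synthesis under LNHP (camera adjusted p = 0.073).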

How the results depend on the processing

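The fits without both libraries of the widest spread and without the genes of chromosomes 9 and 11 were chosen after the data were seen, and the other alternatives before. Where a value below moved, the cause was not tested, apart from other thresholds and other sets of genes, which count other genes by construction. With 3 replicates per group, about 17 M counts per library and the losses in simulated data given above, genes of low abundance and differences between responses near log2 1 are the first to be missed. All alternatives set beforehand were run, except that fits on 6 libraries give no differences between responses. Genes and counts are those named in the text.

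Over 205 gene calls or misses in the text, the alternatives other than those on lists gave 5913 values on the same side of the threshold, 317 that no longer passed, 35 that now passed and 4 that changed sign and passed in the main fit or the alternative. Sign changes of values that passed in neither are counted as on the same side. Of the 5913, 204 are folds from mean FPKM, which keep the p of the main fit and so could change by sign alone. Another 3470 are from fits that leave out 1 library, often one of a group outside the comparison. The total is thus no measure of how firm a call is. The 4 are all of *PtTryp2* under P-depletion in KO1, 0.42 on TMM scaling and −0.05 with library size only, with folds from mean FPKM and with limma on log2(FPKM + 1) or log2(FPKM + 0.1) (adjusted p 0.73 with library size only by edgeR and 0.75 by limma, with no test of its own for mean FPKM). Of the counts of list members, 56 moved by over 1.5 times and 2148 did not. All 72 list calls of camera were lost with the estimated correlation. The lower *PtTryp2* transcript in KO1 passed under every alternative.

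At an adjusted p under 0.05 and any fold, genes called were 5014 and 2828 for N-depletion in KOC and KO1 (2950 in KOC alone, 2064 in both, 764 in KO1 alone), 5327 and 6223 for P-depletion (1327, 4000 and 2223), and 1730, 3838 and 3283 between the lines under HNHP, LNHP and HNLP. The share with the smaller N response in KO1 was then 77.4%, that with the larger P response 62.2%, and those with the same direction 83.6% and 86.5%. At an adjusted p of at most 0.001 and a fold of 2, DEGs under HNHP were 57 and the N share 84.8%. Over all genes tested the N and P shares were 66% and 58.5%, over the DEGs of KOC 94.8% and 46.9%, the latter reversed, and over those of KO1 54.1% and 86.5%.

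With library size only, P-depletion DEGs in KO1 were 2074 (1365 in KO1 alone) and the P share 82.7%. N genes higher under LNHP were then 5 and lower 0, N genes lowered by P-depletion in KOC 10, SPX genes lowered 3, SPX genes higher in KO1 under HNLP 0, and P genes raised by N-depletion in KOC 1. With limma on log2(FPKM + 0.1), these DEGs were 2022 (1344 in KO1 alone) and the share 82.9%. With limma on log2(FPKM + 1), DEGs under HNHP were 60, P-depletion DEGs in KOC alone 134, the P share 82.5%, the shares of same direction 97.1% and 98.6%, and phosphatase genes higher under HNLP 1. With either limma fit, N genes lower under LNHP were 0, SPX genes lowered in KOC 3, SPX genes higher under HNLP 0 and P genes raised by N-depletion 1. With upper-quartile scaling the share of same direction under P-depletion was 96.5%, N genes lower under LNHP 1 and SPX genes higher under HNLP 0. With RLE scaling N genes lower under LNHP were 1.

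With DESeq2 on all libraries, N genes lower under LNHP were 1 and SPX genes higher under HNLP 2. With DESeq2 on 6 libraries, DEGs were 53 under HNHP and 163 under HNLP, the P share 78.5%, N genes higher under HNHP 3, phosphatase genes higher under HNLP 1 and P genes raised by N-depletion in KOC 1. With edgeR on 6 libraries, N genes higher were 4 under HNHP and 1 under LNHP. With folds from mean FPKM the P share was 80%. With the stricter filter the share of same direction under P-depletion was 98.3% and phosphatase genes higher under HNLP 1. With no filter, or adjusted over the list alone, N genes higher under HNHP were 0. The lowest housekeeping correlation was 0.963 on log2(FPKM + 1) and 0.992 on expected counts.

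Without both libraries of the widest spread, genes that differed in the P response were 2177, the P share 79.3%, the share of same direction 95.1%, N genes higher under LNHP 1, SPX genes lowered by P-depletion in KOC 2 and SPX genes higher under HNLP 2. Without the genes of chromosomes 9 and 11, genes that differed in the N and P response were 1500 and 1347, and DEGs between the lines 67, 290 and 196.

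Leaving out each library in turn, where a group of 2 is assumed to vary like the others, DEGs lay at 732 to 824 and 300 to 463 for N-depletion in KOC and KO1, 560 to 830 and 1095 to 1336 for P-depletion, and 83 to 98, 289 to 387 and 194 to 351 under HNHP, LNHP and HNLP. DEGs of N in KOC alone, both and KO1 alone lay at 509 to 629, 188 to 306 and 112 to 158, and of P at 172 to 286, 388 to 544 and 640 to 891. Differences of the N and P response lay at 1072 to 1875 and 729 to 1816, with 729 without KOC_HNLP replicate 2, 916 without KO1_HNHP replicate 1 and 908 without KO1_HNHP replicate 2. The N and P shares lay at 77.6% to 83.5% and 66.2% to 79.6%, and those of same direction at 94.8% to 97.3% and 95.1% to 98.5%. *PtTryp2* lay at −1.95 to −1.81, −2.14 to −1.99 and −1.95 to −1.60. N genes higher lay at 0 to 1 under HNHP (0 in 12 fits), and under LNHP at 1 to 4 (1 without KO1_LNHP replicate 3 or KOC_LNHP replicate 1 or 2), with 0 to 3 lower (0 without KO1_LNHP replicate 1 or 2 or KOC_LNHP replicate 1 or 3, and 1 without KOC_LNHP replicate 2). Under P-depletion in KOC, 2 N genes rose in every fit and 5 to 8 fell, 6 transporters, 7 to 8 phosphatases and 2 to 3 SPX genes rose and 1 to 2 SPX genes fell (2 without KOC_HNLP replicate 1). Under HNLP 1 transporter and 1 phosphatase were lower, 1 to 3 phosphatases higher (1 without KO1_HNLP replicate 2) and 1 to 2 SPX genes higher (2 without KO1_HNLP replicate 1, KOC_HNHP replicate 2 or KOC_HNLP replicate 1). Under N-depletion in KOC, 6 to 11 P genes fell (6 without KOC_HNHP replicate 2) and 1 to 3 rose (1 without any 1 KOC_LNHP replicate), and the lowest housekeeping correlation stayed at 0.996.

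Replicate numbers did not pair the libraries (r of deviations of the same number −0.154 to 0.157 over 45 pairs, with 6 of 18 libraries closest to their own number). With the number as a block, genes that differed in the N and P response were 1483 and 1374, and no number of genes, share or list count above moved by over 1.5 times. Among single genes, the differences of *CREG1* (2.54), *bZIP* (0.34) and *TubA* (0.34) in the N response and of *FRE2* (−0.97) and *Actin12* (−0.45) in the P response no longer passed, and that of *PtTryp8* in the P response (1.00) now passed.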

Differences from the paper's values

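The numbers of DEGs are set beside the paper's at the thresholds it states, a fold of 2 and a p of at most 0.001, except for the 2 alternatives that change the threshold. That p is taken here as unadjusted, which the paper does not state. The paper called its DEGs with DESeq2, an alternative here, while the main fit is edgeR. The alternatives of this part were set before the data were examined. Values below are the re-analysed ones unless marked as the paper's.

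The number of DEGs under P-depletion in KO1 alone was 748, and the paper's is 1501. Within 1.5 times the paper's value lay library size only (1365), folds from mean FPKM (1086), limma on log2(FPKM + 0.1) (1344) and an adjusted p under 0.05 at any fold (2223). Outside it lay RLE and upper-quartile scaling, DESeq2 on all or on 6 libraries, edgeR on 6 libraries, no filter, the stricter filter, limma on log2(FPKM + 1), the block, an adjusted p of at most 0.001, and each of the 18 fits without 1 library.

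Of these DEGs, 398 rose and 350 fell, and the paper's are about 180 and about 1300 in Fig. 6d, read by eye. For the rises, library size only (163), folds from mean FPKM (170) and limma on log2(FPKM + 1) (155) or log2(FPKM + 0.1) (166) lay within 1.5 times the paper's value. For the falls, library size only (1202), folds from mean FPKM (916), limma on log2(FPKM + 0.1) (1178) and any fold at an adjusted p under 0.05 (1152) did. The other alternatives did not, for either number.

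DEGs under P-depletion in both lines were 513, and the paper's about 840 in Fig. 6d, read by eye. Library size only (709), folds from mean FPKM (616) and limma on log2(FPKM + 0.1) (678) lay within 1.5 times the paper's value, and the other alternatives did not.

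DEGs that fell under P-depletion in KOC alone were 112, and the paper's about 170 in Fig. 6d, read by eye. Library size only (124), DESeq2 on all libraries (114), no filter (115), folds from mean FPKM (152), limma on log2(FPKM + 0.1) (118) and fits without KO1_HNHP replicate 2 (115) or 3 (120), KO1_LNHP replicate 3 (116), KO1_HNLP replicate 1 (128) or 2 (122), KOC_HNHP replicate 1 (119) or 3 (125), KOC_LNHP replicate 3 (114) or KOC_HNLP replicate 3 (131) lay within 1.5 times the paper's value. The other alternatives did not.

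DEGs that fell under N-depletion in KOC alone were 289, and the paper's about 440 in Fig. 5d, read by eye. Within 1.5 times the paper's value lay RLE scaling (304), library size only (386), DESeq2 on all (306) or 6 libraries (341), edgeR on 6 libraries (326), folds from mean FPKM (374), limma on log2(FPKM + 1) (309) or log2(FPKM + 0.1) (355) and an adjusted p of at most 0.001 (311). So did fits without KO1_HNHP replicate 1 (302), 2 (315) or 3 (313), KO1_LNHP replicate 2 (310) or 3 (330), or KOC_HNHP replicate 1 (309) or 3 (326). The other alternatives did not.

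DEGs that fell under N-depletion in KO1 alone were 30, and the paper's about 73 in Fig. 5d, read by eye. The fit without KOC_HNHP replicate 2 (49) lay within 1.5 times the paper's value, and no other alternative did.

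The fold changes of the Source Data equal ratios of counts scaled by library totals, with a largest deviation of 5.5e-06 over 273 values, while those of the re-analysis are on TMM scaling. The median shift between the 2 scales over the 39 genes of Fig. 5a and Fig. 6a was 0.15 and 0.06 for N-depletion in KOC and KO1, 0.29 and 0.48 for P-depletion, and −0.07, −0.16 and 0.12 for KO1 against KOC under HNHP, LNHP and HNLP.

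The paper states that knockout lowered most alkaline phosphatase genes under P-depletion. On TMM scaling 6 of 11 phosphatase genes lay above 0, with 2 higher and 1 lower at an adjusted p under 0.05 from edgeR, while in the Source Data 3 lay above 0. The paper states that P starvation lowered most SPX genes in KOC. There, 3 of 6 lay above 0 and 3 below, both on TMM scaling and in the Source Data, with 2 that rose and 1 that fell on TMM scaling, and 2 and 3 with library size only. The paper states that GOGAT genes responded more in KOC to N-depletion. On TMM scaling the absolute log2 fold change was larger in KOC for *GOGATFd* (−0.18 against 0.16 in KO1) and larger in KO1 for *GOGATb* (0.25 against −0.18) and *GOGATa* (0.15 against −0.09), and on library totals it was larger in KOC for all 3.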

Other observations

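No test of this part was chosen after its result was seen, apart from the list tests without chromosomes 9 and 11.

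Further lists that camera called at the preset correlation under N-depletion follow. In KOC, the Lhcr light-harvesting genes fell for 4 of 5 (median log2 fold change −1.98, camera adjusted p = 0.00019, 0.49 with the estimated correlation), and in KO1 also for 4 (median −0.87, camera adjusted p = 0.013, 0.58 with the estimated correlation). Fatty acid synthesis genes fell for 11 of 18 and rose for 1 in KOC (median −1.01, camera adjusted p = 0.021, 0.55 with the estimated correlation), and for 4 and 1 in KO1 (median −0.12, camera adjusted p = 0.18). Heat shock protein genes fell for 10 of 15 and rose for 1, or 2 when adjusted over the list alone (median −0.74, camera adjusted p = 0.002, 0.58 with the estimated correlation) in KOC, and fell for 6 and rose for 2 in KO1 (median −0.27, camera adjusted p = 0.07). Proteasome genes fell for 7 of 8 in KOC (median −0.28, camera adjusted p = 0.021, 0.49 with the estimated correlation). Calvin cycle genes fell for 3 of 6 and rose for 1 in KOC (median −1.03, camera adjusted p = 0.047, 0.58 with the estimated correlation), and fell for 4 and rose for 1 in KO1 (median −0.92, camera adjusted p = 0.02, 0.52 with the estimated correlation). Plastid sugar phosphate transporter genes fell for 2 of 4 in KO1 (median −0.38, camera adjusted p = 0.036, 0.52 with the estimated correlation).

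Under P-depletion, the Lhcf genes fell for 15 of 16 in KOC (median −0.82, camera adjusted p = 0.0013, 0.72 with the estimated correlation) and in KO1 (median −0.88, camera adjusted p = 0.002, 0.72 with the estimated correlation). The P genes of Fig. 6a rose for 16 of 23 and fell for 2 in KOC (median 1.07, camera adjusted p = 3.3e-07, 0.49 with the estimated correlation), and rose for 16 and fell for 1 in KO1 (median 0.89, camera adjusted p = 3.9e-05, 0.55 with the estimated correlation), or 15 and 5 and 11 and 3 on library totals alone. In KO1, 7 phosphatase genes rose and 1 fell (median 0.84, camera adjusted p = 0.07), or 4 and 1 on library totals alone (median 0.36). Of the SPX genes 3 rose and 0 fell in KO1 (median 0.44), and on library totals alone 2 rose and 2 fell and the median turned to −0.04.

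Lists that camera called between KO1 and KOC under LNHP at the preset correlation follow. Lhcf genes were higher for 15 of 16 (median 1.21, camera adjusted p = 1.6e-07, 0.58 with the estimated correlation) and Lhcr genes for 4 of 5 (median 0.93, camera adjusted p = 0.023, 0.61 with the estimated correlation). Subunits of photosystem II, cytochromes and the plastid ATP synthase were higher for 5 of 6 (median 0.86, camera adjusted p = 0.0034, 0.52 with the estimated correlation). Chlorophyll and heme synthesis genes were higher for 9 of 11 and lower for 1 (median 0.64, camera adjusted p = 0.0044, 0.65 with the estimated correlation). Histone genes were higher for 6 of 12 (median 0.51, camera adjusted p = 0.0041, 0.54 with the estimated correlation). Fatty acid synthesis genes were higher for 7 of 18 (median 0.42, camera adjusted p = 0.047, 0.58 with the estimated correlation), or 4 without KOC_LNHP replicate 1, and for 6 of 16 without chromosomes 9 and 11 (camera adjusted p = 0.073). Proteasome genes were higher for 7 of 8 (median 0.28, camera adjusted p = 0.0095, 0.48 with the estimated correlation), but 4 without KO1_LNHP replicate 2 or KOC_LNHP replicate 1 and 3 without KO1_LNHP replicate 3 or KOC_LNHP replicate 3. Genes of vesicle coats, Rab and Sec proteins were higher for 11 of 34 and lower for 4 (median 0.14, camera adjusted p = 0.031, 0.65 with the estimated correlation), 7 higher without KO1_LNHP replicate 2 or KOC_LNHP replicate 2, and 22 higher and 0 lower on library totals alone. Without chromosomes 9 and 11 this list had 8 of 30 higher and 4 lower (camera adjusted p = 0.28). Phosphate transporter genes were lower for 4 of 6 (median −0.66, camera adjusted p = 0.0058, 0.61 with the estimated correlation).

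Under HNLP, 4 of the 16 N genes of Fig. 5a were higher in KO1 and 0 lower by edgeR, with 5 and 0 at an unadjusted p under 0.05, 4 and 0 by DESeq2 and 2 and 0 by limma (median 0.28, camera adjusted p = 0.13). On library totals alone 1 was higher and 0 lower (median 0.17), and with upper-quartile scaling 2 and 0 (median 0.21). The 4 were *GSII* at 0.65 (SE 0.17, edgeR adjusted p = 0.0071), *GOGATb* at 0.32 (edgeR adjusted p = 0.0082), *NRT2d* at 0.48, lost in 5 of the 18 fits that each leave out 1 library and 0.80 without KOC_HNLP replicate 1, and *GOGATa* at 0.24, lost in 4 fits.

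In all 3 media, 722 genes differed between KO1 and KOC on the same side, 294 higher and 428 lower in KO1, where 46 would be shared if the 3 lists were independent. The 722 include genes of chromosomes 9 and 11. Of the tested genes of chromosome 9, 255, 238 and 239 of 340 were higher in KO1 under HNHP, LNHP and HNLP. On chromosome 11, 253, 244 and 261 of 326 were lower. How many of the 722 lie outside these chromosomes is not given here.

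Iron genes (9) rose for 2 and fell for 4 with N-depletion in KOC and rose for 1 and fell for 5 in KO1, rose for 3 and fell for 6 with P-depletion in KO1, and were higher for 4 and lower for 2 in KO1 under LNHP, with a smallest camera adjusted p of 0.15. Lists for which camera called no comparison follow with their smallest adjusted p over the 9 comparisons. It was 0.08 for the COP9 signalosome, 0.10 for photorespiration, 0.14 for ornithine, proline and polyamines, 0.15 for the TCA cycle, 0.16 for SPX genes, 0.26 for nucleotide transporters, 0.28 for glycolysis and 0.30 for cryptochromes and photolyases (camera). It was 0.46 for pyruvate and oxaloacetate enzymes, 0.51 for the anaphase-promoting complex, 0.53 for cyclins and their kinases, 0.56 for Lhcx and 0.74 for DNA repair (camera).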
